# Mapping the physiological and molecular markers of stress and SSRI antidepressant treatment in S100a10 corticostriatal neurons

**DOI:** 10.1038/s41380-019-0473-6

**Published:** 2019-08-20

**Authors:** Derya Sargin, Revathy U. Chottekalapanda, Kristina E. Perit, Victoria Yao, Duong Chu, Daniel W. Sparks, Salina Kalik, Saige K. Power, Olga G. Troyanskaya, Eric F. Schmidt, Paul Greengard, Evelyn K. Lambe

**Keywords:** Neuroscience, Molecular biology, Depression, Physiology

## Abstract

In mood disorders, psychomotor and sensory abnormalities are prevalent, disabling, and intertwined with emotional and cognitive symptoms. Corticostriatal neurons in motor and somatosensory cortex are implicated in these symptoms, yet mechanisms of their vulnerability are unknown. Here, we demonstrate that S100a10 corticostriatal neurons exhibit distinct serotonin responses and have increased excitability, compared with S100a10-negative neurons. We reveal that prolonged social isolation disrupts the specific serotonin response which gets restored by chronic antidepressant treatment. We identify cell-type-specific transcriptional signatures in S100a10 neurons that contribute to serotonin responses and strongly associate with psychomotor and somatosensory function. Our studies provide a strong framework to understand the pathogenesis and create new avenues for the treatment of mood disorders.

## Introduction

Our understanding of mood and anxiety disorders is limited due to the complexity of the circuitry involved and the diverse symptoms manifested in these diseases. Research has largely focused on the emotional and cognitive symptoms, yet these disorders are also commonly associated with psychomotor and somatosensory abnormalities [1–6], including changes in basal activity levels and sensory perception of internal and external cues. In fact, such disturbances are considered some of the core symptoms of depression [7, 8], and account for a high proportion of the disability as well as personal and societal costs arising from mood and anxiety disorders [9].

Corticostriatal neurons are pyramidal neurons in the motor, sensory, and association areas of the cortex that coordinate goal-directed behavior across emotional, cognitive, and motor domains [10, 11]. A prominent subpopulation in the motor and somatosensory cortices has been found to be critical for the efficacy of antidepressant treatment with the selective serotonin reuptake inhibitor (SSRI) fluoxetine (Flx) [12]. This subgroup of corticostriatal neurons is characterized by expression of the mood- and antidepressant-responsive protein S100a10 (p11) [12–15]. The S100a10 protein regulates multiple serotonergic receptors and effector ion channels [16–21]. The neurotransmitter serotonin (5-HT) exerts complex effects on motor control and behavior [22–26]. However, it is not known how 5-HT modulates the physiology of the S100a10 population of motor and somatosensory neurons. Since these S100a10 corticostriatal neurons participate in a network controlling motor, premotor, and sensory function, disruption of their normal modulation may trigger psychomotor and sensory abnormalities [10, 27, 28].

In the present study, we investigated the serotonergic modulation of motor and somatosensory S100a10 corticostriatal neurons across healthy, stressed, and chronic SSRI-treated behavioral states. We used transgenic mice that label the S100a10 neurons to examine their role with respect to serotonergic neurotransmission, behavior, and antidepressant physiology. We report that these neurons have a unique ‘electrophysiological signature’ to 5-HT which is disrupted by the induction of chronic social isolation stress. This condition was previously shown to yield a constellation of behavioral changes, including depressive- and anxiety-like behaviors [29–31]. We show that socially isolated mice lose the serotonergic properties of S100a10 neurons, exhibit a reduced exploratory behavior in their homecage (a familiar environment) and exhibit hyperactivity in an open field (a novel environment). Chronic treatment of socially isolated mice with Flx restored the stress-induced modulatory electrophysiological pattern and introduced additional electrophysiological changes; however, isolation-induced changes of exploratory behavior are only partially recovered by chronic Flx. Of note, we found that a subpopulation of Flx-treated animals showed anxiety-like behavior. Anxiety effects of SSRIs have been observed in patients [32–36] subjected to chronic SSRI treatment, but the mechanism is unknown. We characterized the transcriptional alterations that mediate changes in behavior and physiology across healthy, stressed, and chronic antidepressant treatment states by profiling the translatome of motor and somatosensory S100a10 neurons using translating ribosome affinity purification (TRAP) analysis. Together, these studies provide a strong molecular framework for defining the complex physiology of a selective population of sensory and motor cortical neurons that, when perturbed, leads to mood dysfunction and may identify new avenues for treatment of sensory and motor symptoms.

## Results

### S100a10-expressing pyramidal neurons show distinctive 5-HT responses and enhanced excitability

To identify S100a10-expressing neurons, we used the S100a10 bacTRAP transgenic line that expresses EGFP-tagged ribosomal protein L10a (EGFPL10a) under *S100a10* transcriptional regulatory elements [12]. EGFP fluorescence was detectable in live cortical slices and the fusion protein was restricted primarily to the soma, allowing for easy identification of labeled cells, and was costained with the p11 protein [12] (Fig. 1a, b). To decipher the unique physiological characteristics of S100a10 neurons, we performed whole-cell patch-clamp electrophysiology in cortical slices obtained from S100a10 bacTRAP mice. We focused on motor and somatosensory cortical areas which are critical for psychomotor and sensory functions and harbor an abundant expression of S100a10 in layer 5a corticostriatal neurons [12] (Fig. 1a, b).

**Fig. 1:**
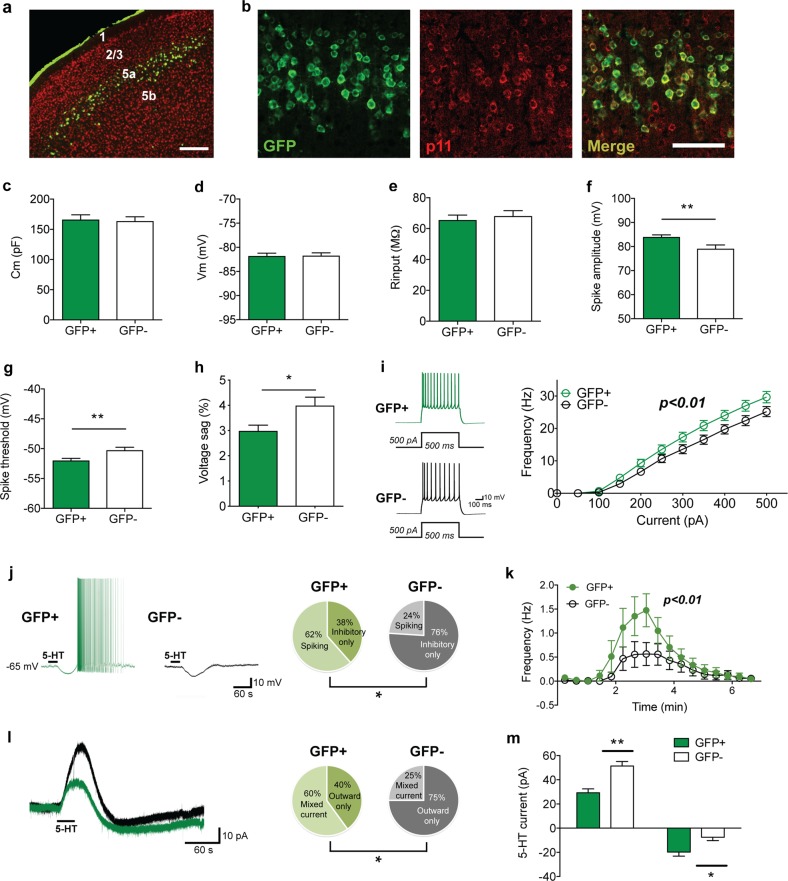
Membrane properties and 5-HT responses of S100a10 neurons compared with GFP− cells in M1 layer 5a. **a** S100a10 (GFP+) expression is restricted to layer 5a neurons in motor/somatosensory motor cortex. GFP (green) and NeuN (red) stainings are shown. Scale bar, 30 µm. **b** Double labeling with anti-GFP and anti-S100a10 antibodies in the sensorimotor cortex of S100a10 bacTRAP mice. Scale bar, 100 µm. Passive membrane properties including **c** membrane capacitance Cm (pF), **d** resting membrane potential Vm (mV), and **e** input resistance R_input_ (MΩ) were similar between layer 5a GFP + (*n* = 30) and GFP− (*n* = 24) neurons. **f** Spike amplitude (mV) of GFP+ neurons is larger compared with that of GFP− neurons (unpaired *t*-test, **p < 0.01). **g** Spike threshold (mV) of GFP+ neurons is smaller compared with that of GFP− neurons making S100a10+ neurons more excitable (unpaired *t*-test, **p < 0.01). **h** Voltage sag ratio (%) of GFP+ neurons is lower compared with that of GFP− neurons (unpaired *t*-test, *p < 0.05). **i** Representative current-clamp traces (left) from a layer 5a GFP+ and GFP− neuron in response to a 500 pA depolarizing step. Input–output curve (right) showing the frequency (Hz) of action potentials in response to a series of depolarizing current injections. GFP+ neurons (*n* = 18) fire more action potentials indicating increased intrinsic excitability compared with GFP− neurons (*n* = 15) (two-way ANOVA, *F*_(1,341)_ = 27.05). **j** Representative current-clamp traces in response to 5-HT from a GFP+ and a GFP− neuron are shown (left). Pie charts showing the distribution of 5-HT responses in current-clamp in layer 5a GFP+ and GFP− neurons (*n* = 6 mice, GFP + , *n* = 26 neurons; GFP−, *n* = 25 neurons) (right). Majority of GFP+ neurons respond to 5-HT with increased spiking. GFP− neurons are mainly inhibited (Fisher’s exact test, *p < 0.05). **k** Frequency of action *p*otentials over time in response to 5-HT in GFP+ (*n* = 26) and GFP− (*n* = 25) cells. 5-HT induced firing frequency is larger in GFP+ neurons (two-way ANOVA, *F*_(1,833)_ = 14.46). **l** Averaged voltage-clamp recordings of 5-HT currents in GFP+ (green) and GFP− (black) neurons (left). Pie charts showing the distribution of 5-HT responses in voltage-clamp in layer 5a GFP+ and GFP− neurons (right). Majority of GFP+ neurons show a mixed (inhibitory + excitatory) current response to 5-HT while GFP− neurons mostly show inhibitory responses (Fisher’s exact test, *p < 0.05). **m** The amplitude of 5-HT outward inhibitory and inward excitatory currents in layer 5a GFP+ and GFP− neurons (*n* = 6 mice, GFP+, *n* = 30 neurons; GFP−, *n* = 24 neurons). GFP+ neurons have smaller inhibitory and larger excitatory 5-HT currents compared with GFP− neurons (nonparametric, two-tailed Mann–Whitney *t*-test, *p < 0.05, **p < 0.01)

To characterize the physiological properties of cortical layer 5a S100a10 neurons, we examined their membrane properties in comparison with the neighboring unlabeled cells. The passive membrane characteristics of layer 5a GFP+ and GFP− pyramidal neurons including the membrane capacitance (Cm), the resting membrane potential (Vm) and the input resistance (*R*_input_) did not differ (Fig. 1c–e). There were, however, differences in the active properties of these neurons. The spike amplitude of GFP+ neurons appears significantly larger and the spike threshold is significantly more hyperpolarized compared with those of unlabeled neurons (Fig. 1f, g). GFP+ neurons are weakly adapting cells (adaptation ratio; GFP+: 0.74 ± 0.02; GFP−: 0.81 ± 0.03, unpaired *t*-test, *p* = 0.074) with relatively low voltage sag rectification (Fig. 1h). These properties are consistent with the electrophysiological parameters previously reported for intratelencephalic corticostriatal neurons in adult mice [37], classifying GFP+ cells among the type 2 neurons [38–40]. Consistent with these properties, GFP+ neurons fire at a greater frequency compared with the unlabeled neurons in response to depolarizing current injections (Fig. 1i) indicating that GFP+ neurons have enhanced intrinsic excitability.

Corticostriatal S100a10 neurons have previously been suggested to be important for 5-HT signaling [17, 20, 21]. However, their electrophysiological response to 5-HT has not been characterized. Current-clamp recordings from layer 5a of motor cortex revealed that bath application of 5-HT elicited hyperpolarization followed by depolarization sufficient to trigger action potentials in the majority of GFP+ neurons (Fig. 1j). By contrast, most GFP− neurons showed only hyperpolarization in response to 5-HT (Fig. 1j). The frequency of action potentials in response to 5-HT was significantly greater in GFP+ neurons compared with GFP− neurons (Fig. 1k). As illustrated in the examples in Fig. S1, biphasic inhibitory-excitatory 5-HT responses persisted in the presence of synaptic blockers, including the AMPA/kainate receptor antagonist CNQX, the NMDA receptor antagonist AP5, and the GABA_A_ receptor antagonist picrotoxin, suggesting that they are mediated directly by 5-HT receptors on the S100a10 neurons themselves.

We next examined the distribution of 5-HT current responses in layer 5a neurons using voltage-clamp electrophysiology. In the majority of GFP+ neurons, we found mixed 5-HT current responses composed of an outward current followed by an inward current (Fig. 1l) in agreement with the current-clamp data showing that these neurons were transiently inhibited and then strongly excited by 5-HT. By contrast, the majority of unlabeled layer 5a neurons showed only the 5-HT-elicited outward current (Fig. 1l). We additionally found differences in the amplitude of 5-HT responses between S100a10 and unlabeled neurons. In GFP+ cells, the amplitude of the outward 5-HT current was significantly smaller and the inward 5-HT current was larger when compared with the amplitude of these responses in unlabeled neurons (Fig. 1m). These results further confirm greater excitatory 5-HT response in S100a10 neurons compared with neighboring cells in layer 5a.

Together these data show that layer 5a S100a10 cortical neurons display a distinctive and mainly excitatory 5-HT response that is different from the neighboring unlabeled neurons, which respond to 5-HT primarily with inhibition. S100a10 neurons are also distinctive with respect to their enhanced intrinsic excitability.

### Prolonged social isolation and chronic fluoxetine treatment affect 5-HT-elicited excitatory responses of S100a10 neurons

Chronic social isolation stress in juvenile mice has previously been shown to induce anxiety- and depressive-like phenotypes in adulthood [29–31]. We investigated the effect of chronic social isolation on the 5-HT responses of layer 5a S100a10 neurons which are critical for antidepressant responses [12]. A group of male mice was individually housed from weaning (postnatal day 21, P21) through adulthood. After a minimum of 7 weeks (>P70), a subgroup of these single-housed mice received fluoxetine (Flx; 0.167 mg/ml) in their drinking water for an additional 2–3 weeks. Group-housed littermates of the single-housed mice were used as controls. Fig. 2a illustrates the experimental design.

**Fig. 2:**
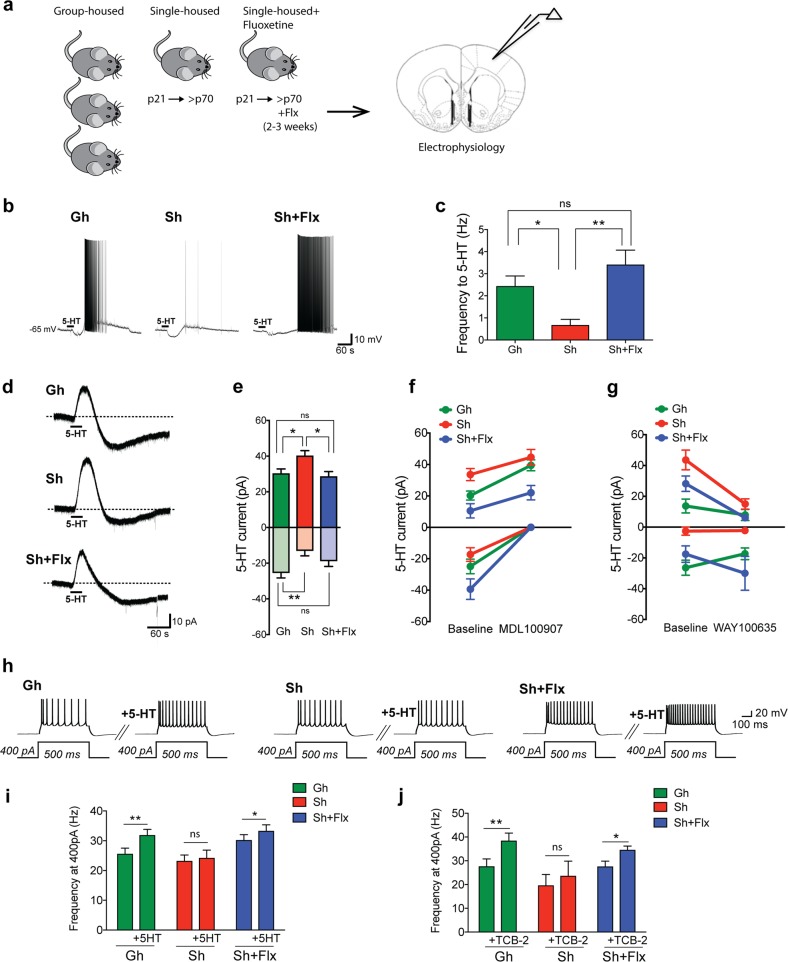
The excitatory portion of the 5-HT response in S100a10 neurons is diminished upon chronic social isolation and can be restored by chronic flx treatment. **a** Schematic representation of the experimental paradigm. **b** Representative current-clamp traces in response to 5-HT in S100a10 neurons from a group-housed (Gh), single-housed (Sh) and a single-housed mouse treated with chronic fluoxetine (Sh + Flx). **c** Quantification of spike frequency in response to 5-HT in S100a10 neurons (Gh; *n* = 6 mice, *n* = 26 neurons, Sh; *n* = 6 mice, *n* = 27 neurons, Sh + Flx; *n* = 8 mice, *n* = 35 neurons) (nonparametric, one-way Kruskal–Wallis ANOVA, *H*_(2)_ = 10.35, *p* < 0.01, Dunn’s post hoc test, *p < 0.05, **p < 0.01, ns: nonsignificant). 5-HT induced increase in the firing frequency of S100a10 neurons is reduced after social isolation and restored by chronic Flx. **d** Averaged voltage-clamp recordings of 5-HT currents in S100a10 neurons. **e** Quantification of outward inhibitory and inward excitatory currents in response to 5-HT in S100a10 neurons (Gh; *n* = 7 mice, *n* = 34 neurons, Sh; *n* = 6 mice, *n* = 38 neurons, Sh + Flx; *n* = 8 mice, *n* = 43 neurons). 5-HT inhibitory currents are increased and excitatory currents are decreased after social isolation and restored upon chronic Flx (nonparametric, one-way Kruskal–Wallis ANOVA, inhibitory currents: *H*_(2)_ = 10.01, *p* < 0.01; excitatory currents: H_(2)_ = 9.73, *p* < 0.01, Dunn’s post hoc test, ^*^p < 0.05, ns: nonsignificant). **f** The amplitude of 5-HT inhibitory currents and excitatory currents before and after application of the 5-HT_2A_R antagonist MDL100907. 5-HT inhibitory currents are increased in Gh (*n* = 5 mice, *n* = 6 neurons) and Sh + Flx (*n* = 3 mice, *n* = 4 neurons) mice after MDL100907 while the change in neurons from Sh (*n* = 3 mice, *n* = 7 neurons) mice is not significant (paired *t*-test, Gh: **p < 0.01, Sh: *p* > 0.05, Sh + Flx: **p < 0.01). MDL100907 diminished all 5-HT excitatory current responses in all of the groups (paired *t*-test, Gh: **p < 0.01, Sh: **p < 0.01, Sh + Flx: **p < 0.01). **g** The amplitude of 5-HT inhibitory currents and excitatory currents before and after application of the 5-HT_1A_R antagonist WAY100635 (Gh: *n* = 3 mice, *n* = 4 neurons; Sh: *n* = 6 mice, *n* = 7 neurons; Sh + Flx: *n* = 6 mice, *n* = 8 neurons). 5-HT inhibitory currents are decreased (paired *t*-test, Gh: *p = 0.05, Sh: **p < 0.01, Sh + Flx: **p < 0.01) while excitatory currents remain unchanged in all the groups after WAY100635 (paired *t*-test, Gh: *p* > 0.05, Sh: *p* > 0.05, Sh + Flx: *p* > 0.05). **h** Representative current-clamp traces in response to a 400 pA depolarizing step in the absence and presence of 5-HT in a S100a10 neuron from a Gh, Sh and Sh + Flx mouse. **i** 5-HT induced increase in the firing frequency of S100a10 neurons was lost after social isolation and restored with chronic Flx (Gh; *n* = 6 mice, *n* = 27 neurons, Sh; *n* = 6 mice, *n* = 24 neurons, Sh + Flx; *n* = 7 mice, *n* = 32 neurons) (paired *t*-test, Gh: **p < 0.01, Sh: *p* > 0.05, Sh + Flx: *p < 0.05). **j** TCB-2 induced increase in the firing frequency of S100a10 neurons was lost after social isolation and restored with chronic Flx (Gh; *n* = 3 mice, *n* = 5 neurons, Sh; *n* = 3 mice, *n* = 5 neurons, Sh + Flx; *n* = 3 mice, *n* = 4 neurons) (paired *t*-test, Gh: **p < 0.01, Sh: *p* > 0.05, Sh + Flx: *p < 0.05)

Current-clamp recordings in cortical slices obtained from single-housed mice showed that layer 5a S100a10 neurons responded to 5-HT with significantly fewer action potentials when compared with S100a10 neurons from control mice (Fig. 2b, c). The degree of 5-HT induced hyperpolarization was not significantly affected by single-housing (Gh: 7.9 ± 0.5 mV; Sh: 8.7 ± 0.6 mV; Sh + Flx: 7.5 ± 0.7 mV; one-way ANOVA, *F*_(2,87)_ = 0.9, *p* *=* 0.4) suggesting that near threshold, the excitatory component of the 5-HT response is specifically vulnerable to chronic social isolation. In contrast, the frequency of 5-HT induced action potentials was similar to the control levels in single-housed mice treated chronically with Flx (Fig. 2b, c). This restored excitatory effect of 5-HT in the Flx-treated mice persisted in the presence of synaptic blockers (Fig. S1, c), suggesting that chronic Flx treatment normalized the loss of direct 5-HT induced excitability caused by chronic social isolation. Voltage-clamp recordings revealed that the mixed 5-HT current responses in S100a10 neurons were also affected by chronic social isolation. The amplitude of the outward 5-HT current in S100a10 neurons of single-housed mice was significantly larger compared with those of control mice (Fig. 2d, e) and these large outward 5-HT currents persisted in the presence of synaptic blockers (Fig. S1, b). The amplitude of the inward 5-HT current was also smaller in S100a10 neurons of single-housed mice (Fig. 2d, e). In Flx-treated single-housed mice, however, the amplitudes of the outward and inward 5-HT currents in S100a10 neurons were comparable to control littermates (Fig. 2d, e). Importantly, chronic treatment with Flx was required to restore the 5-HT electrophysiological responses in S100a10 neurons of single-housed mice since a subchronic treatment (for 4 days) was not sufficient to change 5-HT responses after chronic social isolation (Fig. S2). Housing and Flx-elicited changes in the amplitude of 5-HT responses were not evident in unlabeled neurons (Fig. S3). Of note, chronic Flx treatment in group-housed mice did not alter the amplitudes of 5-HT outward and inward currents nor the intrinsic membrane properties of S100a10 neurons (Fig. S4). These findings emphasize the importance of the differential effects of antidepressant treatment under pathological versus normal/healthy conditions. Taken together, our data suggest that the S100a10 cells are uniquely responsive to chronic social isolation stress. They show a decrease in 5-HT-induced excitation that is restored with chronic treatment with Flx, while neighboring, unlabeled pyramidal neurons are unaffected by stress and Flx.

To probe whether the electrophysiological differences in S100a10 neurons are selective to the effects of 5-HT or involve additional changes, such as alterations in glutamatergic or GABAergic signaling, we examined spontaneous excitatory and inhibitory postsynaptic currents as well as intrinsic membrane properties across the treatment groups. The amplitude and inter-event interval of sEPSCs (Fig. S5a–c) and sIPSCs (Fig. S5d–f) measured from S100a10 neurons were comparable between the groups suggesting that the basal glutamate and GABA synaptic transmission were not changed after social isolation and Flx treatment. In addition, we measured current responses to bath application of muscimol, the selective GABA_A_ receptor agonist, and did not detect a difference across the groups (Fig. S5g). These data suggest a level of specificity to the stress-induced serotonergic changes detected in the S100a10 neurons. Examination of intrinsic properties across the groups revealed small but significant changes in membrane excitability (Fig. S6a, b, f) that would act to amplify the consequences of lost serotonergic excitation in social isolation and its rescue by chronic Flx.

### The role of 5-HT_1A_ and 5-HT_2A_ receptors in serotonergic responses to stress and fluoxetine in cortical S100a10 neurons

We next examined the mechanisms of the 5-HT responses in S100a10 neurons using selective blockers for the predominant 5-HT receptor subtypes in cortical pyramidal neurons. In all groups, 5-HT inward currents were completely abolished by the application of the selective 5-HT_2A_ receptor antagonist, MDL100907 (Fig. 2f). This suggests that all 5-HT inward current responses in S100a10 neurons are mediated via 5-HT_2A_ receptors. Although MDL100907 increased the 5-HT outward currents in control and Flx-treated groups, it did not have a significant effect on the 5-HT outward currents of single-housed mice (Fig. 2f). Application of the selective 5-HT_1A_ receptor antagonist WAY100635 reduced the 5-HT outward currents but did not abolish them (Fig. 2g). WAY100635 did not have an effect on the 5-HT inward currents in all groups tested (Fig. 2g). Examination of gene expression in S100a10 cells by the TRAP approach ([12]; and see below) revealed that mRNA encoding 5-HT_2A_ receptors (*Htr2a*) is greater than twofold enriched in these cells compared with the rest of cortex (Fig. S7), while 5-HT_1A_ receptors (*Htr1a*) are expressed at similar levels. Together with the pharmacological experiments, these data imply that the excitatory component of the 5-HT response in S100a10 cells is mediated by cell-type-specific enrichment of 5-HT_2A_ receptors, whereas 5-HT_1A_ receptors are only partially responsible for the inhibitory component.

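In group-housed mice, S100a10 mRNA was higher in the TRAP fraction than in input, the RNA of whole cortex, whereas the mRNAs of the serotonin receptors were not. S100a10 encodes p11, the marker by which the cells were tagged, and lies on chromosome 3 of GRCm38 from 93555117 to 93564645. It stood at 53.4 ± 0.583 CPM (TMM-scaled counts relative to library size; SD, n = 3) in TRAP mRNA and at 8.81 ± 1.69 (SD, n = 4) in input. This is a log2 fold change of 2.59 (standard error 0.31, adjusted p = 2.53e-08 from edgeR's quasi-likelihood test). Htr2a, which encodes the 5-HT2A receptor (chromosome 14, 74640874 to 74706859), stood at 18.3 ± 4.34 CPM in TRAP mRNA and 21.6 ± 2.64 in input. Its log2 fold change was -0.28 (standard error 0.20, adjusted p = 0.255), with a 95% interval from -0.67 to 0.12. Htr1a, which encodes the 5-HT1A receptor (chromosome 13, 105443693 to 105448133), was lower in TRAP mRNA, at 10.8 ± 2.73 CPM against 19.4 ± 1.89, a log2 fold change of -0.74 (standard error 0.17, adjusted p = 0.000645). Of 13 serotonin receptor genes measured, none was higher in TRAP mRNA, 4 were lower (the same number when adjusted over the list alone) and 9 did not pass the test. Htr2c, the 5-HT2C receptor, was among the lower ones, at 21.1 ± 4.42 CPM against 41.6 ± 2.13 in input (log2 fold change -1.00, adjusted p = 2.14e-05). The 13 receptors as a group did not stand apart from other genes (median log2 fold change -0.74, camera, adjusted p = 0.142). Over the mean of the 4 experimental groups in place of Gh alone, Htr2a had a log2 fold change of -0.31 and an adjusted p of 0.00295. Markers of meningeal fibroblasts, endothelial cells and mural cells were also raised in TRAP mRNA, as given at Figure S7. The values therefore describe the TRAP fraction as a whole, and the level of Htr2a in S100a10 neurons alone was not tested.

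**Figure D1:**
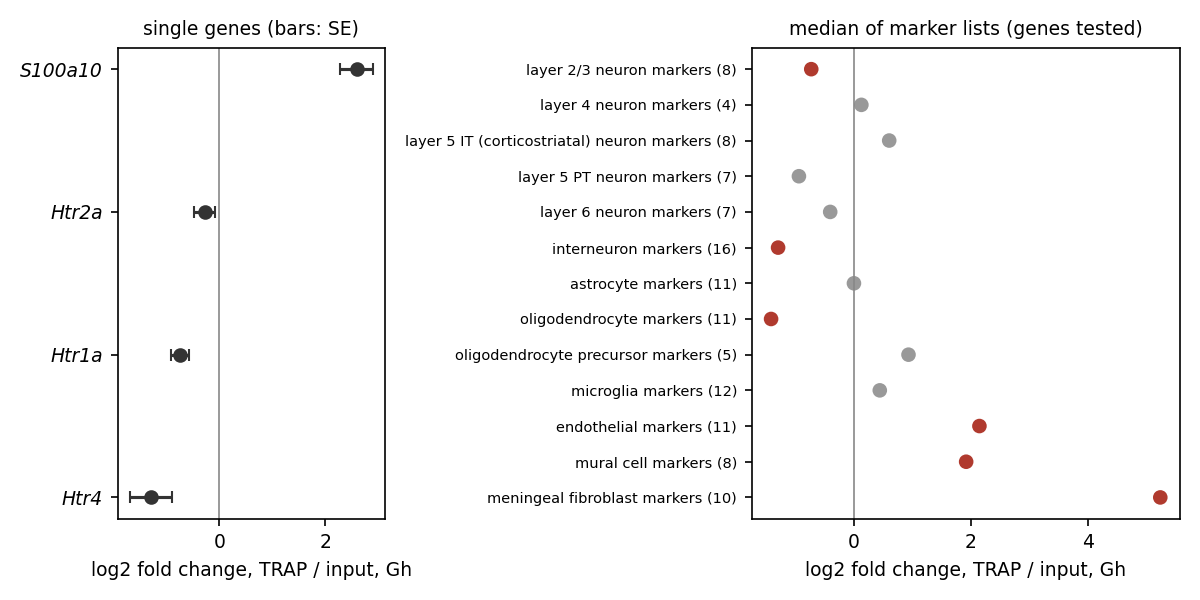
Log2 fold changes of TRAP mRNA over input in group-housed mice, for single genes on the left (bars, standard error) and as medians of marker lists on the right (number of genes tested in parentheses); the vertical line marks no difference, and red marks lists with an adjusted p under 0.05 from camera. S100a10 lies at 2.59 and Htr2a at -0.28, and the meningeal fibroblast list lies farthest to the right, at 5.24.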

To examine directly the impact of 5-HT_2A_ receptors on excitatory 5-HT responses, we compared the effects of 5-HT and the selective 5-HT_2A_ receptor agonist, TCB-2, on changes in the firing frequency of S100a10 neurons from control mice as well as from those exposed to social isolation stress with and without Flx administration. We first stimulated action potentials in layer 5a S100a10 neurons by injection of a 400 pA depolarizing current for 500 ms to establish a baseline firing frequency. Next, we measured changes in the frequency when 5-HT was applied on the slice during stimulation. S100a10 neurons from control mice responded to 5-HT with a significant average increase in the frequency of action potentials (Fig. 2h, i). S100a10 neurons from single-housed mice responded to the 400 pA stimulation; however their firing frequency was not potentiated by 5-HT application (Fig. 2h, i). Similar to our earlier findings, treatment with chronic Flx restored the 5-HT-induced frequency increase in S100a10 neurons in the single-housed mice (Fig. 2h, i). Together, these experiments showed that the 5-HT-induced excitatory effect in activated neurons is attenuated in single-housed mice but restored with chronic Flx treatment. Next we examined if stimulation of 5-HT_2A_ receptors with TCB-2 was sufficient to induce a similar change in firing frequency. We applied TCB-2 on slices along with a depolarizing current injection. TCB-2 increased the firing frequency in S100a10 neurons of control mice (Fig. 2j) while those from single-housed mice did not respond to TCB-2, indicating the absence of 5-HT_2A_ receptor mediated excitation in these neurons (Fig. 2j). Interestingly, chronic Flx treatment in single-housed mice restored the TCB-2 elicited frequency increase in S100a10 neurons (Fig. 2j). This demonstrated that selective stimulation of 5-HT_2A_ receptors increased the frequency of firing similar to 5-HT in layer 5a S100a10 neurons. This TCB-2-elicited increase in the firing frequency of S100a10 neurons was lost after chronic social isolation but could be restored by chronic Flx treatment.

We have previously shown that chronic fluoxetine treatment in the absence of stress increased *Htr4* mRNA encoding the 5-HT_4_ receptor [12]. Activation of 5-HT_4_ receptors has been reported to enhance neuronal excitability in hippocampus [41] and to modulate the excitability of cortical pyramidal neurons in prefrontal cortex [42, 43]. Therefore, we sought to determine whether 5-HT_4_ receptor function plays a role in the 5-HT mediated excitatory responses in layer 5a S100a10 neurons. Using voltage-clamp recordings, we were unable to show that the agonist BIMU 8 could mimic 5-HT induced excitation via 5-HT_4_ receptor stimulation (Fig. S8a). Furthermore, the selective 5-HT_4_ receptor antagonist GR113808 did not prevent 5-HT induced excitation observed in current-clamp recordings in S100a10 neurons (Fig. S8b, c). These experiments ruled out the contribution of 5-HT_4_ receptor function to the 5-HT mediated excitation in S100a10 neurons.

Together, these data suggest that the excitatory 5-HT responses in layer 5a S100a10 neurons are mediated by 5-HT_2A_ receptors, and that there is a specific state-dependent disruption in the 5-HT_2A_ receptor-mediated response after chronic social isolation stress which can be restored by chronic Flx.

### Behavioral heterogeneity following chronic fluoxetine treatment

5-HT depletion was previously associated with decreased exploratory locomotion without causing further sensorimotor deficits [44]. Risk assessment behaviors such as hiding, exploration and reduced activity have evolved in rodents as a defensive response to threat, can be used to investigate anxiety and depressive-like states, and respond to anti-anxiety medications [45–47]. In order to investigate the effects of alterations in 5-HT physiology on exploratory sensorimotor performance, we analyzed behavior in two different settings; a familiar homecage environment and a novel open-field environment.

Mice use nesting/shelter for temperature regulation and protection from predators [48]. Chronic stress in mice was previously associated with increased preference for the shelter zone [49]. To investigate 5-HT responses in behaviorally-distinct conditions of chronic stress and Flx treatment, we investigated the time mice spent under the dome shelter in their homecage and performed electrophysiology after homecage analysis (Fig. 3a). We found that single-housed mice spent significantly more time under the shelter in their homecage (Fig. 3b) compared with the control mice indicating reduced exploratory behavior in a familiar environment. Interestingly, single-housed mice treated with chronic Flx could be grouped into two different behavioral profiles. Chronic Flx treatment normalized the exploratory behavior in one subpopulation of single-housed mice (Sh + Flx), while the other was resistant to such normalization (Sh + Flx anxious group; mice were classified as anxious when time spent under the shelter zone >mean ± 2 × S.E.M. of the control group) (Fig. 3b). Whole-cell electrophysiological analysis on cortical slices revealed that S100a10 neurons from single-housed mice had larger 5-HT outward currents and smaller 5-HT inward currents compared with those of control mice (Fig. 3c), similar to our previous finding. Both Flx-treated groups showed 5-HT current responses restored to control levels despite the differences in their exploratory behavior (Fig. 3c).

**Fig. 3:**
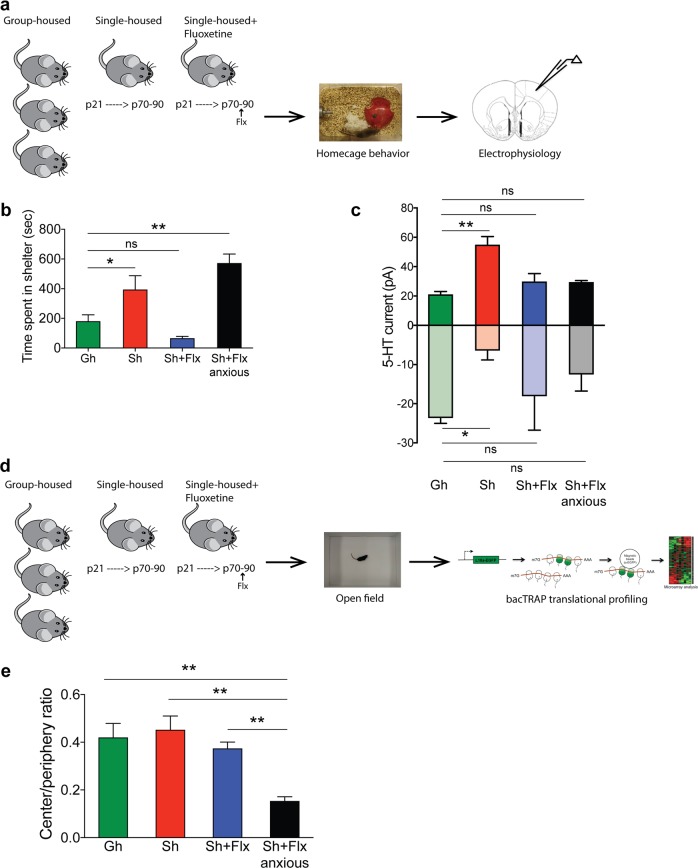
Heterogeneity emerges in the behavioral response to Flx but does not correlate with the 5-HT response. **a** Schematic representation of the experimental paradigm. Gh, Sh, and Sh + Flx mice were recorded in their homecage for 15 min before being sacrificed for electrophysiology. The time mice spent in their shelter zone was determined. **b** Sh mice (*n* = 6) spent more time in the shelter zone compared with Gh mice (*n* = 6) indicating higher anxiety. Behavior of Flx-treated Sh mice showed heterogeneity on this measure; one group (Sh + Flx; *n* = 6) with normalized anxiety and another group (Sh + Flx anxious; *n* = 7) with higher anxiety (one-way ANOVA, *F*_(3,21)_ = 14.03, *p* < 0.01, Newman–Keuls post hoc test, *p < 0.05, **p < 0.01, ns: nonsignificant). **c** The amplitude of the 5-HT currents averaged per animal is shown. 5-HT inhibitory currents are larger and excitatory currents are smaller in Sh mice (*n* = 6) compared with the currents of Gh (*n* = 6) mice. 5-HT currents of Sh + Flx (*n* = 6) and Sh + Flx anxious mice (*n* = 7) are comparable with the Gh mice. For simplicity, post hoc test results compared with controls were shown (inhibitory currents: one-way ANOVA, F_(3,21)_ = 12.19, *p* < 0.01, Newman–Keuls post hoc test; excitatory currents: nonparametric, one-way Kruskal–Wallis ANOVA, *H*_(3)_ = 8.62, *p* < 0.05, Dunn’s post hoc test, *p < 0.05, **p < 0.01, ns: nonsignificant). **d** Schematic re*p*resentation of the ex*p*erimental paradigm. Gh, Sh, and Sh + Flx mice were subjected to open field before being sacrificed for bacTRAP translational analysis. **e** Open-field analysis of the Gh (green, *n* = 11), Sh (red, *n* = 12), Sh + Flx (blue, *n* = 11) and Sh + Flx anxious mice (black, *n* = 13). Mice were habituated in the testing room in their homecage for 30 min and thigmotaxis was measured for 60 min in an open field. The Sh + Flx anxious group showed dramatically reduced center to periphery ratio compared with the other three groups groups (nonparametric, one-way Kruskal–Wallis ANOVA, *H*_(3)_ = 26.17, *p* < 0.01, Dunn’s post hoc test, **p < 0.01)

We next investigated the behavior of the various treatment groups in an unfamiliar environment, measuring the distance traveled and time mice spent in different zones in an open-field arena (Fig. 3d). In the open field, single-housed mice showed hyperactivity evident by an increased distance traveled over time (Fig. S9a) while Flx-treated groups had comparable levels of activity to control mice (Fig. S9b, c). Interestingly, in a subpopulation of the single-housed mice treated with Flx, we observed a decrease in the ratio of the time spent in the center relative to the time spent in the peripheral field of the arena (center to periphery ratio <0.25). This behavior was significantly different from both control and single-housed mice that did not receive Flx, indicating that chronic Flx increased anxiety levels in a subgroup of socially isolated mice (Fig. 3e).

### Molecular profiling of S100a10 neurons following chronic social isolation and Flx treatment

To identify molecular adaptations in the S100a10 cells that accompany the changes in physiology and behavior in response to prolonged social isolation and antidepressant treatment, we utilized the TRAP technique [50, 51]. Expression of the EGFP-tagged ribosomal protein L10a (EGFPL10a) in the S100a10 bacTRAP mice allows for the isolation of polysome-bound transcripts specifically from the S100a10-expressing cells through anti-EGFP affinity purification from whole tissue [12]. TRAP mRNA was collected from the isolated cortices of the four experimental groups: group-housed (control; Gh); single-housed (Sh); single-housed and Flx-treated mice that did not exhibit anxiety (Sh + Flx); and single-housed and Flx-treated mice that were anxious according to the results of the open-field test (Sh + Flx anxious) (see Fig. 3e). TRAP mRNA from each of the four groups was analyzed by RNA sequencing. 

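The data set holds 32 RNA sequencing libraries: 4 TRAP and 4 input libraries for each of the Gh, Sh, Sh + Flx and Sh + Flx anxious groups, each made from the pooled cortices of 3 mice after removal of the hippocampi and striata. In the S100a10 bacTRAP line, the ribosomal protein L10a carries EGFP in S100a10 cells, so that immunopurification of EGFP recovers the mRNA being translated in them; the input is RNA of whole cortex. Flx was given at 0.167 mg/ml in the drinking water for 15 to 21 days according to the paper, and for 21 days according to the sample labels. The authors amplified the RNA with a kit that does not mark strand, sequenced paired 75-bp reads, aligned them with TopHat2 2.0.11 to mm10 and counted them per gene; the counting program is not given in the sources used here. The deposited tables hold these raw counts for 24062 genes, and everything below starts from them. The TRAP libraries held 9776244 to 40009904 counts in genes for Gh (median 22937868), 11739667 to 32956050 for Sh (median 22023584), 23589590 to 64788703 for Sh + Flx (median 38374118) and 23571977 to 62317055 for Sh + Flx anxious (median 43293436). The input libraries held 25886081 to 34515281 (median 29925808), 19265435 to 29303133 (median 24938495), 23403561 to 32636948 (median 25482727) and 20907109 to 29668891 (median 26776848) in the same order.
Relative to library size alone, S100a10, the gene that marks the purified cells, was above 41 CPM in 14 of the 16 TRAP libraries and stood at 20.4 and 11.2 CPM in Sh TRAP 2 and 3, against 5.45 to 10.3 CPM in the input libraries. The same 2 libraries stood apart in other measures. Malat1, a nuclear RNA, was at 25400 and 40710 CPM in them and at 3106 to 8117 CPM in the other TRAP libraries. Of their reads, 50.3% and 58.6% fell outside annotated features, against 25.2% to 39.8% in the other TRAP libraries and 45.1% to 55.2% in input. Mbp, a myelin gene, was at 363 and 263 CPM in them against 72.6 to 151 in the other TRAP libraries. Values without these 2 libraries are therefore given for many of the lists and genes in comparisons that involve Sh, but not for all.
Differential expression was tested with edgeR's quasi-likelihood test on TMM-scaled counts, in 1 fit over all TRAP groups (and another over all input groups, and one over both together), with Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold. The counts of Gh TRAP 2 and 3 differed by less than the noise between other replicates: of 14157 genes compared, 11 differed, and the mean chi-square per gene was 1.13, where the other pairs of replicates gave 2.17 to 407 and simulated pairs of draws from a single library 0.979 to 0.995. They were summed and counted as 1 sample, so that n = 3 for Gh TRAP and n = 4 for every other group. Sh TRAP 1 and 4 gave the 2.17, with 498 of 14321 genes differing, and were kept apart. Gene groups fixed before the data were examined were tested with camera at a preset correlation between genes of 0.01, and again with the correlation estimated from the data.

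**Figure D2:**
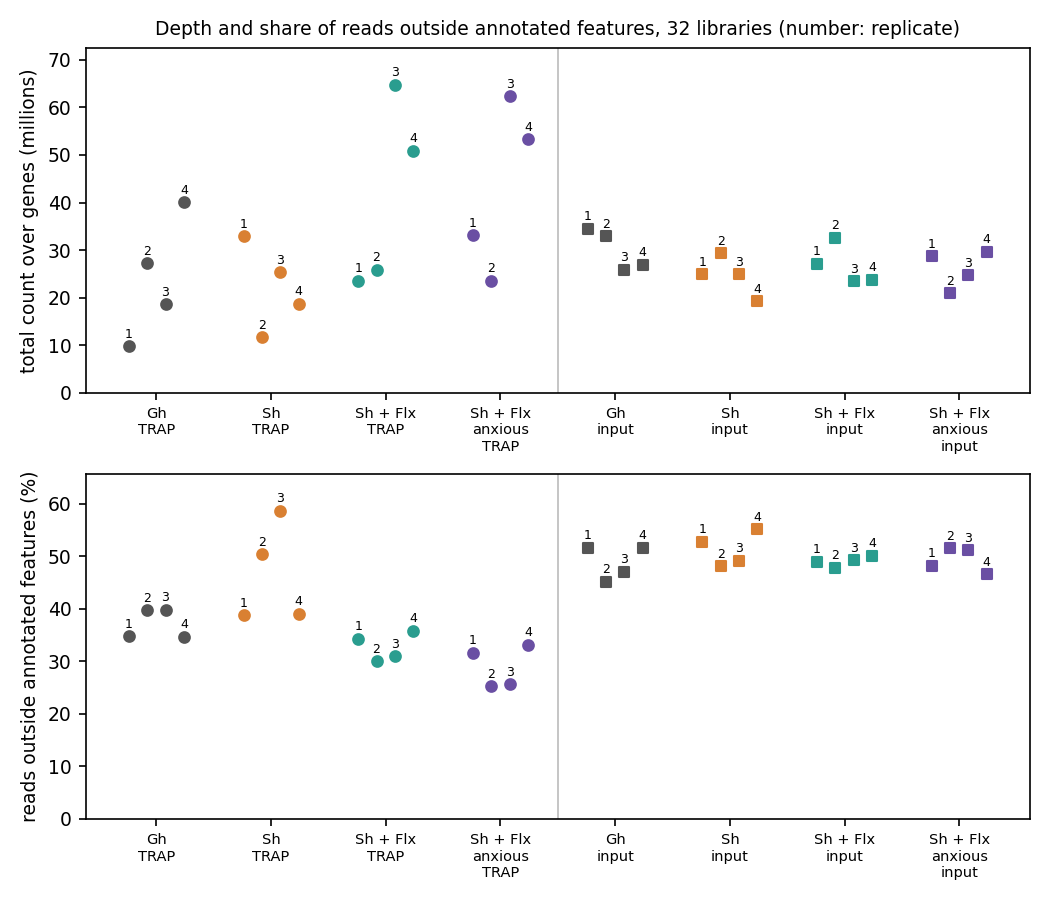
Counts in genes and the percent of reads outside annotated features in each of the 32 libraries, by group and fraction; digits mark the replicate. Sh TRAP 2 and 3 lie at 50.3% and 58.6% outside features, above the other TRAP libraries at 25.2% to 39.8%.

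**Figure D3:**
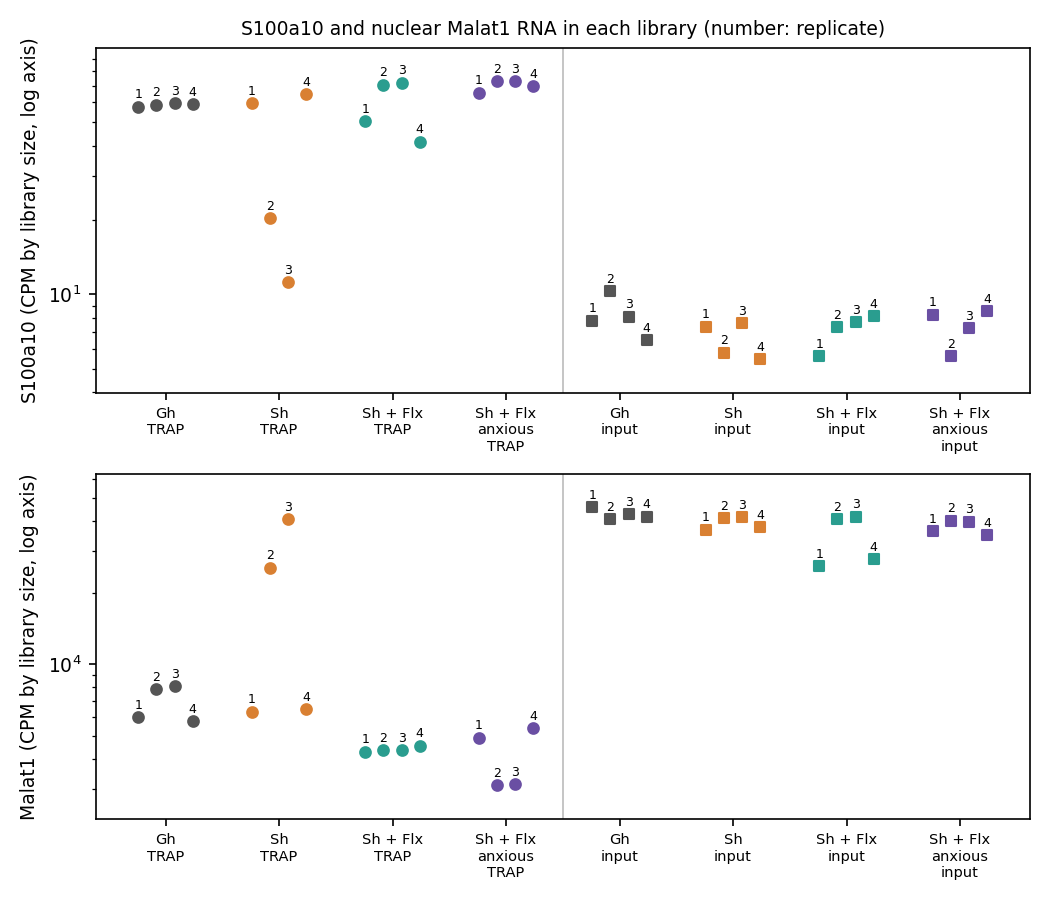
S100a10 and Malat1 in CPM (relative to library size alone) in each of the 32 libraries, by group and fraction; digits mark the replicate. Sh TRAP 2 and 3 lie at 20.4 and 11.2 CPM of S100a10, between the other TRAP libraries (above 41) and the input libraries (5.45 to 10.3), and at 25400 and 40710 CPM of Malat1, above the other TRAP libraries (3106 to 8117).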

We compared genes differentially expressed between Sh and Gh, Sh + Flx and Gh, Sh + Flx anxious and Gh mice in order to identify stress-affected genes and reveal those that are normalized by Flx treatment. The significantly altered genes for the above three comparisons are listed in Table S1a, Table S1b, and Table S1c respectively. Together, the significant changes from these comparisons are visualized as a heatmap (Fig. 4a), scatter plot (Fig. 4b) and Venn diagram (Fig. 4c).

**Fig. 4:**
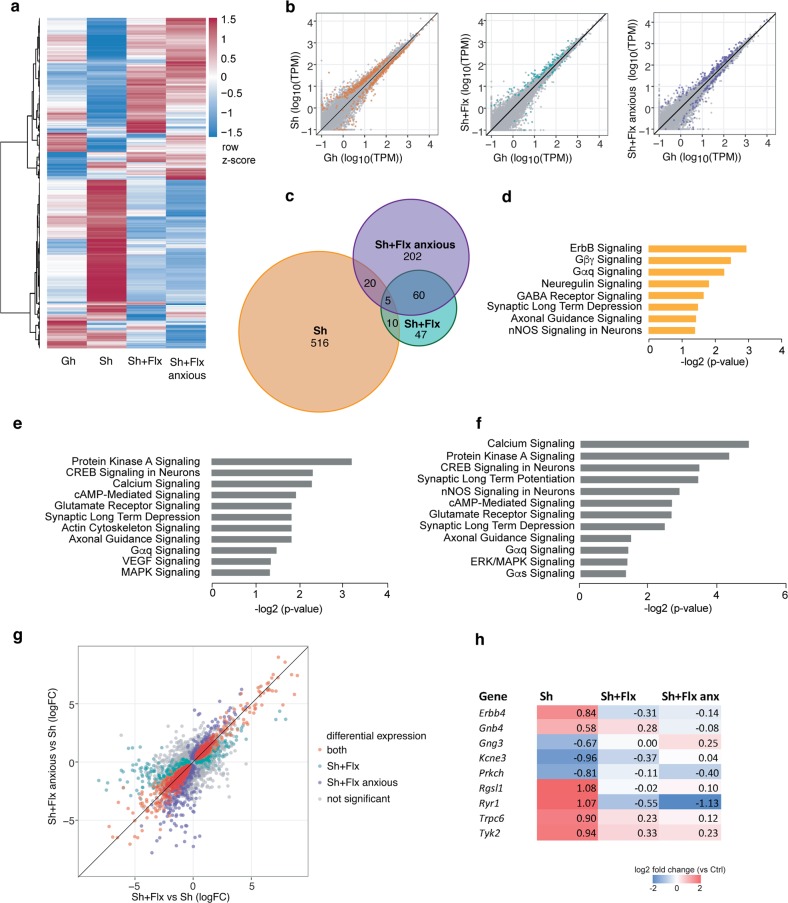
Molecular profiling of S100a10 neurons and their alteration by social isolation stress and Flx treatment. **a** Heatmap showing the hierarchical clustering of the top 10,000 variable genes (row-normalized log TPM) across all groups of Gh, Sh, Sh + Flx, and Sh + Flx anxious mice (blue, low expression; red, high expression), *n* = 4 (3 cortices pooled for each sample). **b** Scatter plots showing differentially expressed genes in the different groups (Sh versus Gh (left, orange), Sh + Flx versus Gh (center, green), Sh + Flx anxious versus Gh (right, purple). **c** Venn diagram showing the overlap between the significantly altered genes obtained by comparing the three groups (described in B and color coordinated). **d**–**f** Functional categorization of genes using ingenuity pathway analysis (IPA) for the groups Gh vs Sh, Sh vs Sh + Flx, Sh vs Sh + Flx anxious. **g** Scatter plot showing the differentially expressed genes between Sh + Flx vs Sh and Sh + Flx anxious vs Sh groups (blue, genes significantly differentially expressed in Sh + Flx vs Sh; purple, significant in Sh + Flx anxious vs Sh; orange, significant in both comparisons; gray, not significant. **h** Selected genes altered by chronic social isolation and restored by Flx

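In TRAP mRNA of Sh mice against Gh mice, groups of genes moved while no single gene passed the test. Genes of oxidative phosphorylation, which make up the mitochondrial respiratory chain, were lower as a group, with a median log2 fold change of -0.41 over 77 genes, and genes of cytosolic ribosomal proteins were lower by a median of -0.41 over 76 genes (camera, adjusted p = 8.3e-18 for both). Subunits of the proteasome, which degrades proteins, were lower by a median of -0.30 over 31 genes (adjusted p = 6.67e-07). Long noncoding RNAs kept in the nucleus were higher, with a median of 0.85 over 14 RNAs (adjusted p = 0.000505). With an estimated correlation the adjusted p of these 4 groups was 0.458, 0.482, 0.458 and 0.46. The 7 measured markers of layer 5 intratelencephalic neurons had a median of -0.51 (adjusted p = 0.0469, 0.458 with an estimated correlation and 0.0938 without Gh TRAP replicate 1). Examples are Cox5b, a subunit of cytochrome c oxidase, at 47.1 ± 15.0 CPM in Sh (SD, n = 4) against 91.9 ± 7.30 in Gh (SD, n = 3; log2 fold change -0.94, adjusted p = 0.127 from edgeR), and Meg3, an imprinted noncoding RNA, at 4024 ± 2510 CPM against 1686 ± 326 (log2 fold change 1.25). S100a10 itself was at 38.4 ± 25.2 CPM in Sh and 57.3 ± 0.48 in Gh (log2 fold change -0.54, adjusted p = 0.421).
These medians were closer to 0 without Sh TRAP 2 and 3, the libraries low in S100a10. Without these 2 libraries the median was -0.07 for oxidative phosphorylation (adjusted p = 0.126), 0.03 for ribosomal proteins (adjusted p = 0.516), 0.01 for the nuclear noncoding RNAs (adjusted p = 0.909), -0.09 for the proteasome (adjusted p = 0.0668) and -0.29 for the layer 5 markers (adjusted p = 0.157). Meg3 then had a log2 fold change of 0.16, and S100a10 of 0.06.
Among single genes, edgeR called 0 of 16754 differentially expressed between Sh and Gh, with 2704 at an unadjusted p under 0.05, and DESeq2 called 204, of which 130 were higher and 74 lower in Sh. Gng3, a gamma subunit of heterotrimeric G proteins (chromosome 19, 8836929 to 8839246), was at 163.5 ± 39.3 CPM in Sh against 290 ± 39.2 in Gh, a log2 fold change of -0.82 (standard error 0.18) with an adjusted p of 0.144 from edgeR and 0.0145 from DESeq2. Ryr1, a calcium release channel (chromosome 7, 29003340 to 29125179), was at 15.4 ± 9.24 CPM against 4.55 ± 1.46, a log2 fold change of 1.57 (standard error 0.43) with an adjusted p of 0.191 from edgeR and 0.0424 from DESeq2. In Sh TRAP 1 to 4 it stood at 7.68, 23.4, 23.5 and 7.23 CPM, so that its mean leans on Sh TRAP 2 and 3. Nrn1, a neuritin that promotes neurite growth, was at 110 ± 14.6 CPM against 174 ± 4.71 (log2 fold change -0.66, adjusted p = 0.179 from edgeR and 0.0285 from DESeq2). With Gh TRAP 2 and 3 as separate libraries edgeR called 22 genes, without Gh TRAP replicate 2 it called 2, without Sh TRAP replicate 3 it called 1, and without Sh TRAP 2 and 3 it called 6, of which 5 were higher.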

The largest number of differentially expressed genes (551) was observed when the Sh group was compared with the Gh control (Fig. 4a, orange dots in left panel of Fig. 4b and orange circle in Fig. 4c), suggesting strong stress-induced changes in gene expression in S100a10 neurons. Functional pathway analysis revealed dysregulation of several relevant stress-regulated pathways such as ErbB, neuregulin, G protein signaling, synaptic long-term depression, and axonal guidance signaling in these cells from single-housed mice (Fig. 4d).

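Among gene lists chosen here to stand for these pathways, axon guidance genes were higher in Sh than in Gh. ErbB and neuregulin genes and G protein subunits were not moved as groups. The lists are not the paper's Ingenuity gene sets. Camera tests a shift in a common direction, so that dysregulation in both directions within a list is not measured by it. No member of any list named here passed the test over all genes (edgeR, 0 of each list). Among 62 axon guidance genes the median log2 fold change was 0.29 (camera, adjusted p = 4.08e-05, and 0.458 with an estimated correlation), and 3 were higher when adjusted over the list alone. They include Plxnd1, a semaphorin receptor, at 38.8 ± 5.26 CPM in Sh (SD, n = 4) against 21.7 ± 0.872 in Gh (SD, n = 3; log2 fold change 0.82, adjusted p = 0.179 from edgeR and 0.0145 from DESeq2), and Sema4g, a semaphorin, at 11.2 ± 2.78 against 3.85 ± 1.31 (log2 fold change 1.46, adjusted p = 0.191 and 0.0194). The 37 ErbB and neuregulin genes had a median of -0.03 (adjusted p = 0.611). Over the list alone 2 of them were higher, and Adam10, a protease that sheds ErbB ligands, was at 72.4 ± 10.3 CPM against 46.4 ± 1.26 (log2 fold change 0.65, adjusted p = 0.179 and 0.0253). The 14 G protein beta and gamma subunits had a median of -0.17 (adjusted p = 0.114), with 1 higher and 1 lower over the list alone. Genes of Gq signaling had a median of 0.03 over 30 genes (adjusted p = 0.569).
No list was made for synaptic long-term depression. Lists of receptor, channel and calcium signaling genes were higher as groups. The 24 glutamate receptor genes had a median of 0.48 (adjusted p = 3.37e-06), the 16 GABA receptor genes 0.52 (adjusted p = 4.51e-06), the 45 calcium signaling genes 0.36 (adjusted p = 0.000282) and the 29 voltage-gated potassium and HCN channel genes 0.37 (adjusted p = 0.00462). With an estimated correlation these adjusted p were 0.458, 0.458, 0.516 and 0.595. Over the lists alone, 6 GABA receptor genes were higher, and 8 calcium signaling genes were higher and 2 lower. Gabrb1, a GABA-A receptor subunit, was at 16.9 ± 4.29 CPM against 8.89 ± 1.62 (log2 fold change 0.83, adjusted p = 0.191 and 0.0348), and Gria2, an AMPA receptor subunit, had a log2 fold change of 0.86 (adjusted p = 0.197 from edgeR). Interneuron markers were higher too, by a median of 0.40 over 16 genes (adjusted p = 0.0109), and markers of striatal spiny neurons by 0.57 over 12 genes (adjusted p = 0.0141), each 0.458 with an estimated correlation. In mean log2(CPM + 1), oligodendrocyte markers lay at 5.569 to 5.772 in the 4 Sh TRAP libraries, against at most 5.497 in the other groups. Meningeal fibroblast markers lay at 6.003 and 6.015 in Sh TRAP 2 and 3, against 7.11 to 7.622 in the other groups. In Sh TRAP 1 and 4 they lay at 7.589 and 7.557.
Most of these shifts were smaller without Sh TRAP 2 and 3, in which Malat1 and reads outside features were high. The medians were then 0.09 for axon guidance (adjusted p = 0.194), 0.00 for glutamate receptors (adjusted p = 0.893), 0.07 for GABA receptors (adjusted p = 0.194), -0.09 for calcium signaling (adjusted p = 0.156), -0.14 for the potassium and HCN channels (adjusted p = 0.157), and Gria2 had 0.01. The interneuron markers stayed at 0.37 (adjusted p = 0.194) and the striatal markers at 0.38 (adjusted p = 0.043).

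**Figure D4:**
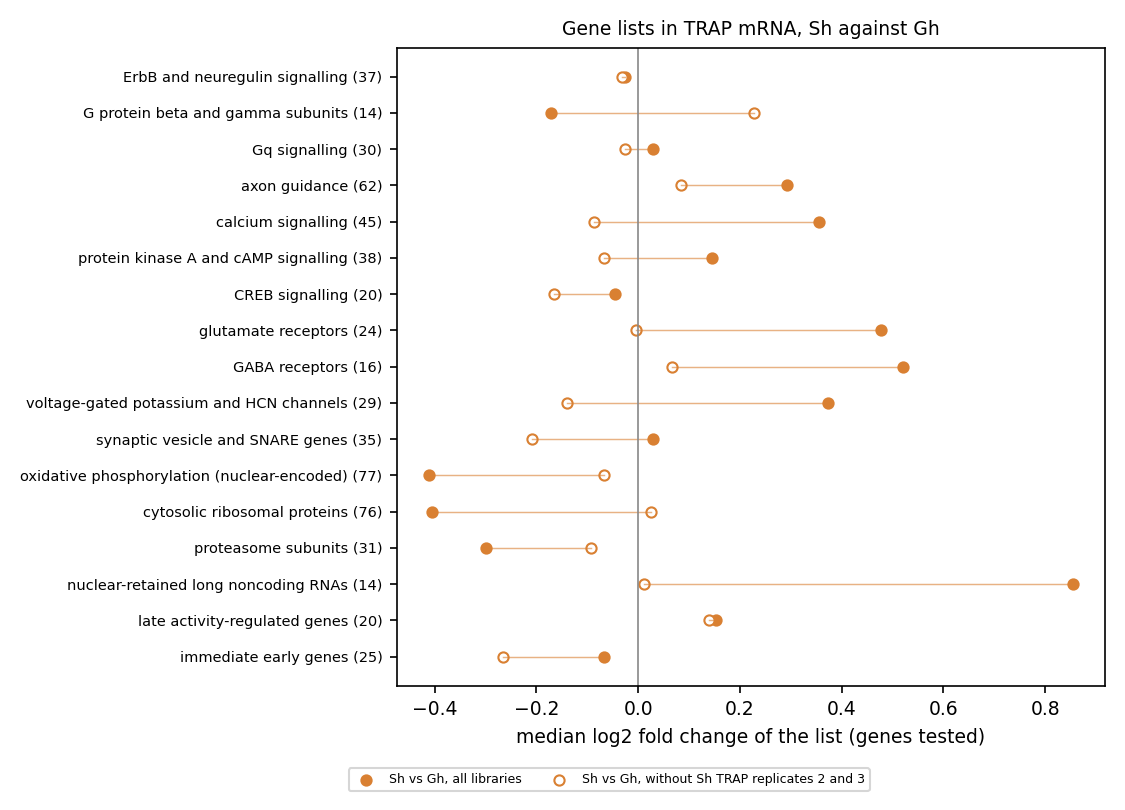
Median log2 fold changes of gene lists in TRAP mRNA of Sh against Gh mice, over all libraries (filled) and without Sh TRAP replicates 2 and 3 (open), with the number of genes tested in parentheses; the vertical line marks no difference. The nuclear long noncoding RNAs move from 0.85 to 0.01 and the glutamate receptors from 0.48 to 0.00.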

We found that very few of the gene changes (~6%) in the single-housed group were shared with either single-housed mice receiving Flx, regardless of the anxiety status of these Flx mice (Sh + Flx, Sh + Flx anxious) (Fig. 4c). These results suggest that Flx normalizes abnormal gene expression in S100a10 neurons of single-housed mice. 

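Genes that the paper names for their change in single-housed mice (Fig. 4h) were not differentially expressed against Gh in either Flx group by edgeR. The study chose them on these samples, so their course is not independent evidence. Gng3 had a log2 fold change against Gh of -0.06 in Sh + Flx (277 ± 16.1 CPM, SD, n = 4) and 0.22 in Sh + Flx anxious (337 ± 47.1 CPM, SD, n = 4), with adjusted p = 0.981 and 0.736 from edgeR. Trpc6, a cation channel opened downstream of phospholipase C, had 0.38 and 0.22 (adjusted p = 0.911 and 0.907). Gnb4, a G protein beta subunit, had 0.32 and -0.09 (adjusted p = 0.742 and 0.921). Ryr1 had -0.96 in Sh + Flx (adjusted p = 0.643) and -2.59 in Sh + Flx anxious, where it stood at 0.937 ± 0.566 CPM (adjusted p = 0.068 from edgeR and 0.00304 from DESeq2). As edgeR called 0 genes between Sh and Gh, no percent of shared genes could be formed from its calls. Among the 204 genes that DESeq2 called, 15 (7.35%) were also called for either Flx group against Gh, and among the 22 that edgeR called with Gh TRAP 2 and 3 as separate libraries, 3 (13.6%) were. The comparisons share the Gh libraries.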

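Over all libraries, the change from Gh to Sh in TRAP mRNA and the change from Sh to Sh + Flx correlated negatively across genes, but not in every split of the Sh libraries that they share. Meg3, the imprinted noncoding RNA, fell by 1.82 on the log2 scale from Sh to Sh + Flx (adjusted p = 0.007 from edgeR). In Sh TRAP 1 to 4 it stood at 1955, 5547, 5774 and 1945 CPM (relative to library size alone). In Sh + Flx it stood at 1091 to 1221, so that the fall was largest against Sh TRAP 2 and 3. Cox5b, the respiratory chain gene, rose from Sh to Sh + Flx by 0.89 (88.0 ± 10.5 CPM, SD, n = 4; adjusted p = 0.0115), and Plxnd1, the semaphorin receptor, fell by 0.76 (22.7 ± 4.28 CPM; adjusted p = 0.0182). The correlation of the log2 fold changes across genes, which are not independent replicates, was -0.653. Both comparisons share the Sh libraries, whose chance values enter them with opposite signs: simulated groups without any effect gave -0.463 (-0.485 to -0.43). When the 4 Sh libraries were split 2 and 2 between the comparisons, the correlation was 0.00743 with Sh TRAP 1 and 4 set against Gh and 2 and 3 against Sh + Flx, and -0.0617 the other way around. The 4 other splits, which put one library of each of these similar pairs into both comparisons, gave -0.425 to -0.474. The covariance was -0.529, against -0.153 in the simulation and -0.442 to 0.0108 in the splits. The simulation models unchanged groups, without libraries set apart as Sh TRAP 2 and 3 are, so its gap to -0.529 does not by itself measure reversal. At an unadjusted p under 0.05 in both comparisons, 1832 genes changed in opposite directions, where independent lists would share 391. The simulation gave 180 (153 to 206), where independent lists of its sizes would share 26. Sharing the Sh libraries thus raises such a count without any effect, and the excess over 391 does not by itself show reversal. The splits of the Sh libraries gave 332 to 768. In the 2 splits that kept the pairs together these were 332 and 750, where independent lists would share 480 and 588, and in the 4 others 448 to 768, against 101 to 185. From the small share of the Sh changes that remained in either Flx group, the paper proposes that Flx brings the expression altered in S100a10 neurons of single-housed mice back toward normal.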

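Sh + Flx mice, which were housed singly and given Flx without becoming anxious, differed from Gh mice in TRAP mRNA in 22 genes, among them genes regulated by neuronal activity. Nptx2, a pentraxin secreted at excitatory synapses, was at 22.8 ± 7.97 CPM in Sh + Flx (SD, n = 4) against 6.92 ± 1.63 in Gh (SD, n = 3), a log2 fold change of 1.82 (adjusted p = 0.0236 from edgeR). Inhba, a subunit of activin, was at 32.0 ± 3.26 CPM against 17.0 ± 2.45 (log2 fold change 0.96, adjusted p = 0.0323). Nr4a3, an immediate early gene of the orphan nuclear receptors, was at 48.9 ± 33.2 against 7.86 ± 2.20 (log2 fold change 2.59, adjusted p = 0.0441). Of 20 late activity-regulated genes, which follow the first wave of transcription after neuronal activity, 4 were higher and none was lower, and 9 were higher and 1 lower when adjusted over the list alone (median 0.57; camera, adjusted p = 3.03e-13, and 0.0301 with an estimated correlation). Of 25 immediate early genes, 1 was higher and none was lower (5 and none over the list alone; median 0.38; adjusted p = 8.08e-06, and 0.834 with an estimated correlation). The 4 layer 4 markers had a median of -0.46, with no member past the test over all genes (adjusted p = 0.000522, and 0.0301 with an estimated correlation). Nuclear noncoding RNAs had a median of -0.41 (adjusted p = 0.00143), oxidative phosphorylation genes 0.10 and proteasome subunits 0.09 (adjusted p = 0.0352 for both), each 0.834 with an estimated correlation. The 2 latter calls ended without Sh + Flx TRAP replicate 2, at 0.286 and 0.124.
In all, 16 genes were higher and 6 lower in Sh + Flx than in Gh (edgeR). Ecm1, an extracellular matrix protein gene, had the smallest p, at 23.02 ± 1.59 CPM against 5.15 ± 0.638 (log2 fold change 2.12, adjusted p = 0.00523). Gprc5a, an orphan receptor induced by retinoic acid, and Cstb, an inhibitor of cysteine proteases, had log2 fold changes of 3.96 and 1.71 (adjusted p = 0.0277 and 0.0323), and Ppp1r1c, an inhibitor of protein phosphatase 1, of -3.25 (adjusted p = 0.0323). The count of 22 became 5 without Gh TRAP replicate 1, 14 without replicate 2, 4 without replicate 4, 7 without Sh + Flx TRAP replicate 1, 9 without replicate 3 and 1 without replicate 4, and without Gh TRAP replicate 4 the adjusted p was 0.134 for Nptx2, Gprc5a and Cstb, 0.185 for Inhba, 0.15 for Nr4a3 and 0.328 for Ppp1r1c. DESeq2 called 82 genes, a fit of only the 2 groups 151, scaling by library size alone 11 (6 higher and 5 lower) and a stricter filter on low counts 2. With replicates 1 and 4 and replicates 2 and 3, which resemble each other within each group, summed and counted as 1 sample each, it called 0.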

The nonanxious Flx group had the smallest number of regulated genes relative to the group-housed mice (Sh + Flx, 122 genes, green dots/circle in Fig. 4b, c). In contrast, the anxious Flx group showed substantially more regulated genes (Sh + Flx anxious, 287 genes, purple dots/circle in Fig. 4b, c) but still almost half that of the untreated single-housed mice.

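In anxious Flx mice, 39 genes differed from Gh mice in TRAP mRNA, again with genes regulated by neuronal activity among them. Nptx2 was at 29.4 ± 2.48 CPM (SD, n = 4), a log2 fold change against Gh of 2.19 (adjusted p = 0.00257 from edgeR). Rasl10a, a small GTPase of the Ras family, was at 15.2 ± 0.815 CPM against 4.91 ± 1.43 in Gh (SD, n = 3; log2 fold change 1.63, adjusted p = 0.00418), and Inhba was at 38.9 ± 3.64 (log2 fold change 1.24, adjusted p = 0.00418). Rspo1, a secreted activator of Wnt signaling and a marker of layer 4, was lower, at 4.97 ± 0.200 CPM against 15.6 ± 2.89 (log2 fold change -1.65, adjusted p = 0.0171). Late activity-regulated genes had 4 members higher and none lower of 20 (11 and 1 over the list alone), with a median of 0.67 (camera, adjusted p = 4.37e-14, and 0.0322 with an estimated correlation). The 4 layer 4 markers, of which 1 was lower over all genes and 2 over the list alone, had a median of -0.42 (adjusted p = 0.00214, and 0.0616 with an estimated correlation). No other list kept its call with an estimated correlation. Oxidative phosphorylation genes had a median of 0.20 (adjusted p = 5.01e-05, and 0.856 with an estimated correlation), nuclear noncoding RNAs -0.58 (0.000817, and 0.593 with an estimated correlation), choroid plexus markers -0.93 (0.011, and 0.547 with an estimated correlation) and oligodendrocyte markers -0.30 (0.00865, and 0.593 with an estimated correlation), none of them with a member past the test over all genes. Without Sh + Flx anxious TRAP replicate 4 the adjusted p was 0.0676 for both the choroid plexus and the oligodendrocyte markers, and without replicate 1 it was 0.153 for the latter.
EdgeR called 27 genes higher and 12 lower in Sh + Flx anxious than in Gh, among them Ecm1, with the smallest p (log2 fold change 2.23, adjusted p = 0.00228), and Arl15, a small GTPase gene (0.99, adjusted p = 0.00905). By library size alone the split was 20 higher and 16 lower. The count of 39 became 12 without Gh TRAP replicate 1, 24 without replicate 2, 7 without replicate 4, 24 without Sh + Flx anxious TRAP replicate 2, 25 without replicate 1, 12 without replicate 3 and 18 without replicate 4, and without Gh TRAP replicate 4 the adjusted p was 0.0545 for Inhba, 0.138 for Rspo1 and 0.0865 for Arl15. DESeq2 called 130 genes and a fit of only the 2 groups 386. With the similar replicates 1 and 4, and 2 and 3, summed and counted as 1 sample each, edgeR called 0.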

In order to identify the specific genes and pathways activated in response to chronic Flx, we compared gene expression between the Sh and the Sh + Flx groups. 

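Against Sh mice, both Flx groups differed in TRAP mRNA in many genes, with more genes lower than higher. In Sh + Flx, 529 genes were higher and 891 lower than in Sh, of 16754 tested (edgeR). In Sh + Flx anxious, 824 were higher and 1300 lower. Cstb, an inhibitor of cysteine proteases, was at 178 ± 28.0 CPM in Sh + Flx and 141 ± 21.1 in Sh + Flx anxious, against 30.8 ± 16.9 in Sh (SD, n = 4 each). Its log2 fold changes were 2.50 and 2.16 (adjusted p = 0.000758 and 0.000795). Cdkn1a, the cell cycle inhibitor p21, rose to 55.9 ± 4.11 CPM in Sh + Flx from 21.4 ± 7.59 in Sh (log2 fold change 1.34, adjusted p = 0.00219). Emd, the nuclear envelope protein emerin, and Mvk, a kinase of cholesterol synthesis, rose by 1.90 and 1.94 (adjusted p = 0.000821 and 0.00188). Efhd2, a calcium-binding protein gene, rose to 150.0 ± 11.9 CPM in Sh + Flx anxious from 61.2 ± 16.3 (log2 fold change 1.29, adjusted p = 0.000795). Among the genes that fell in Sh + Flx were Ftx, a noncoding RNA of the X-inactivation center, to 8.16 ± 2.01 CPM from 38.0 ± 17.6 (log2 fold change -2.22, adjusted p = 0.00109). Rtl1, an imprinted gene of retrotransposon origin, Ano1, a calcium-activated chloride channel, and Usp29, an imprinted gene, had log2 fold changes of -2.39, -1.98 and -1.36 (adjusted p = 0.00188, 0.00381 and 0.00443). Unc13c, which primes synaptic vesicles, fell in both groups, to 52.5 ± 6.01 and 38.9 ± 4.02 CPM from 90.2 ± 24.0 (adjusted p = 0.0131 and 0.00104). Nron, a noncoding repressor of NFAT, fell in Sh + Flx anxious to 0.213 ± 0.151 CPM from 3.00 ± 1.02 (log2 fold change -3.67, adjusted p = 0.00104).
Groups of genes moved in the same direction in both comparisons, which share the Sh libraries, so that their agreement is not independent evidence. Of 77 oxidative phosphorylation genes, 16 were higher and none lower in Sh + Flx (32 and none over the list alone), with a median of 0.50 (camera, adjusted p = 1.82e-19, and 0.448 with an estimated correlation). In Sh + Flx anxious, 36 were higher and none lower (56 and none over the list alone; median 0.63; adjusted p = 1.77e-23, and 0.471 with an estimated correlation). Cycs, cytochrome c, was at 362 ± 31.1 and 397 ± 42.8 CPM against 174 ± 50.5 in Sh (log2 fold changes 1.05 and 1.18, adjusted p = 0.00443 and 0.00115). Of 31 proteasome subunits, 8 and 9 were higher and none lower (15 and 20 over the list alone; medians 0.37 and 0.43; adjusted p = 2.85e-09 and 7.59e-09). Of 76 ribosomal protein genes none passed the test, and their medians were 0.32 and 0.28 (adjusted p = 1.06e-08 and 1.3e-06). Nuclear noncoding RNAs were lower, 8 and 9 of 14 (10 and 10 over the list alone; medians -1.37 and -1.50; adjusted p = 2.18e-07 and 2.52e-07). Of 10 meningeal fibroblast markers, 2 and 3 were higher (2 and 5 over the list alone; medians 0.46 and 0.70; adjusted p = 0.0134 and 0.00775). No list kept its call in either comparison with an estimated correlation (adjusted p = 0.429 or more).
Late activity-regulated genes were higher in both Flx groups. In Sh + Flx, 9 of 20 were higher and none lower (10 and 3 over the list alone; median 0.49; adjusted p = 4.63e-05). In Sh + Flx anxious, 9 were higher and 1 lower (13 and 2 over the list alone; median 0.70; adjusted p = 8.98e-06). Bdnf, the neurotrophin, rose to 24.7 ± 1.73 and 23.9 ± 1.52 CPM from 11.4 ± 2.41 (log2 fold changes 1.16 and 1.12, adjusted p = 0.00711 and 0.00522). Oligodendrocyte markers were lower, 2 and 3 of 11 (3 and 5 over the list alone; medians -0.44 and -0.45; adjusted p = 0.00486 and 0.000872). Mbp, myelin basic protein, fell to 104 ± 15.5 and 83.6 ± 8.59 CPM from 240 ± 114 (adjusted p = 0.00933 and 0.00202).
Fewer genes were called without Sh TRAP 2 and 3, the libraries low in S100a10 and high in Malat1. Without them 433 genes were called in Sh + Flx, 263 of them among the 1420, and 860 in Sh + Flx anxious, 514 of them among the 2124. Without these 2 libraries the medians were 0.14 and 0.25 for oxidative phosphorylation (adjusted p = 1.89e-05 and 3.59e-10), turned to -0.12 and -0.16 for ribosomal proteins (adjusted p = 0.00188 and 7.22e-05) and were -0.09 and 0.10 for the meningeal markers (adjusted p = 0.0572 and 0.308). They were -0.44 and -0.54 for the nuclear noncoding RNAs (adjusted p = 0.000308 and 7.22e-05), 0.34 and 0.53 for late activity-regulated genes (adjusted p = 1.89e-05 and 3.78e-06) and -0.39 and -0.53 for oligodendrocyte markers (adjusted p = 0.00582 and 0.000283). Cycs then had log2 fold changes of 0.73 and 0.86 (adjusted p = 0.00551 and 0.000977), Bdnf of 1.42 and 1.38, Mbp of -0.48 and -0.80 (adjusted p = 0.0557 and 0.0026), and Ftx of -1.63 in Sh + Flx (adjusted p = 0.00203).
Single libraries also moved the counts and some lists. Without Sh TRAP replicate 2 the adjusted p of the meningeal markers was 0.246 and 0.129, and without replicate 3 it was 0.134 and 0.0875, and that of the ribosomal proteins in Sh + Flx anxious 0.0875. For Sh + Flx the count was 2717 without Sh TRAP replicate 1, 541 without replicate 2, 379 without replicate 3 and 2398 without replicate 4. It was 710 without Sh + Flx TRAP replicate 1, 430 without replicate 2, 382 without replicate 3 and 878 without replicate 4. For Sh + Flx anxious it was 1055 without Sh TRAP replicate 2 and 975 without replicate 3. It was 1368 without Sh + Flx anxious TRAP replicate 1, 1188 without replicate 2, 1007 without replicate 3 and 1327 without replicate 4. A fit of only the 2 groups called 42 and 266 genes, and DESeq2 called 2395 in Sh + Flx. With replicates 1 and 4 and replicates 2 and 3, which resemble each other within each group, summed and counted as 1 sample each, no gene was called in either comparison (0 and 0).

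**Figure D5:**
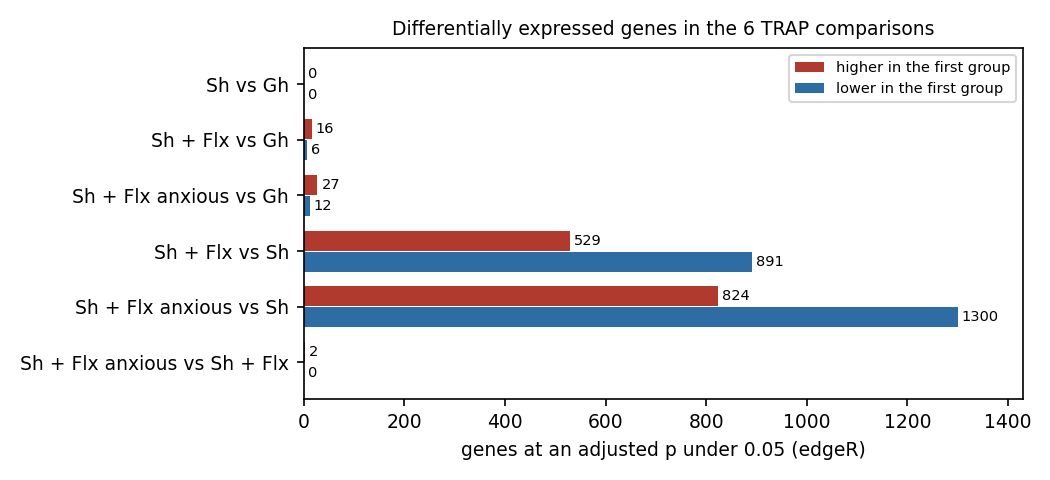
Differentially expressed genes (edgeR, adjusted p under 0.05) in the 6 comparisons of TRAP mRNA, as red bars for genes higher and blue bars for genes lower in the group named first. The counts against Sh are 1420 and 2124, against Gh 22 and 39, and Sh against Gh 0.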

Differential expression analysis identified 3463 genes altered in the Sh + Flx group, and 4166 genes in the Sh + Flx anxious groups compared with the Sh group (Fig. S10, Table S2a, and Table S2b). Canonical pathway analysis showed that chronic Flx treatment activated several signaling pathways in both treated groups that have been previously implicated in the antidepressant response. These include protein kinase A signaling, cAMP pathway, calcium-regulated signaling, and CREB signaling pathway (Fig. 4e, f).

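The lists tested here were chosen to stand for these pathways and are not the paper's Ingenuity gene sets. In TRAP mRNA of both Flx groups, calcium signaling genes were lower as a group than in Sh. The lists of protein kinase A and cAMP and of CREB signaling did not pass the group test, which measures a shift in a common direction. Of 45 calcium signaling genes, 1 was higher and 10 lower in Sh + Flx (1 and 18 over the list alone), with a median log2 fold change of -0.46 (camera, adjusted p = 2.78e-06, and 0.507 with an estimated correlation). In Sh + Flx anxious, 3 were higher and 12 lower (4 and 15 over the list alone; median -0.32; adjusted p = 0.00114, and 0.659 with an estimated correlation). Camk2a, the alpha subunit of calcium/calmodulin-dependent kinase II, fell to 1745 ± 394 CPM in Sh + Flx from 3784 ± 1740 in Sh (SD, n = 4 each; log2 fold change -1.12, adjusted p = 0.0158 from edgeR). Cacna1a, the pore of P/Q-type calcium channels, fell to 66.4 ± 8.07 from 139 ± 63.8 (log2 fold change -1.05, adjusted p = 0.0148). Itpr1, the receptor for inositol trisphosphate, fell in Sh + Flx anxious to 375 ± 22.4 from 728 ± 312 (log2 fold change -0.95, adjusted p = 0.0105). Calm2, which encodes calmodulin, rose there to 6148 ± 720 from 3812 ± 629 (log2 fold change 0.69, adjusted p = 0.00972).
Of 38 genes of protein kinase A and cAMP signaling, 2 were higher and 5 lower in Sh + Flx (3 and 8 over the list alone; median -0.18; adjusted p = 0.183), and 5 were higher and 8 lower in Sh + Flx anxious (6 and 10 over the list alone; median -0.17; adjusted p = 0.2). Akap12, which anchors protein kinase A, rose in Sh + Flx to 511 ± 46.8 CPM from 256 ± 90.2 (log2 fold change 0.99, adjusted p = 0.00777). Adcy2, an adenylyl cyclase, fell to 42.5 ± 3.31 from 70.1 ± 18.4 (log2 fold change -0.71, adjusted p = 0.0171). Adcy1, another adenylyl cyclase, fell in Sh + Flx anxious to 332 ± 23.3 from 653 ± 301 (log2 fold change -0.97, adjusted p = 0.0132). Of 20 CREB signaling genes, 3 were higher and none lower in Sh + Flx (median -0.05; adjusted p = 0.633), and 2 were higher and 1 lower in Sh + Flx anxious (median -0.12; adjusted p = 0.96). The 3 in Sh + Flx were Crem, which encodes activators and repressors of cAMP response elements, at 40.8 ± 11.2 CPM against 19.0 ± 2.09 (log2 fold change 1.11, adjusted p = 0.00838), Creb3l1, at 43.3 ± 6.56 against 21.4 ± 8.27 (0.97, adjusted p = 0.0239), and Atf4, at 118 ± 7.55 against 79.0 ± 16.4 (0.57, adjusted p = 0.0294).
In Sh TRAP 2 and 3, where Malat1 was raised, several of these genes stood apart from Sh TRAP 1 and 4. Without the 2 libraries the medians of calcium signaling were -0.03 in Sh + Flx (adjusted p = 0.665) and 0.08 in Sh + Flx anxious (adjusted p = 0.641, and 0.0523 without Sh TRAP replicate 3 alone). The log2 fold change of Camk2a was then -0.41 (adjusted p = 0.135), of Cacna1a -0.36 (0.164), of Itpr1 -0.31 (0.0839), of Adcy2 -0.38 (0.133), of Adcy1 -0.26 (0.188), of Creb3l1 in Sh + Flx 0.60 (0.176) and of Atf4 0.33 (0.19). Akap12, Crem and Calm2 stayed called without them, at 0.61, 1.01 and 0.49 (adjusted p = 0.0102, 0.0412 and 0.0124). The calls in Sh + Flx of Camk2a (without Sh + Flx TRAP replicate 2, adjusted p = 0.055), of Cacna1a, Adcy2 and Creb3l1 (without replicate 3, 0.0516, 0.0574 and 0.0767) and of Atf4 (without Sh TRAP replicate 3, 0.0787) ended without a single library.

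**Figure D6:**
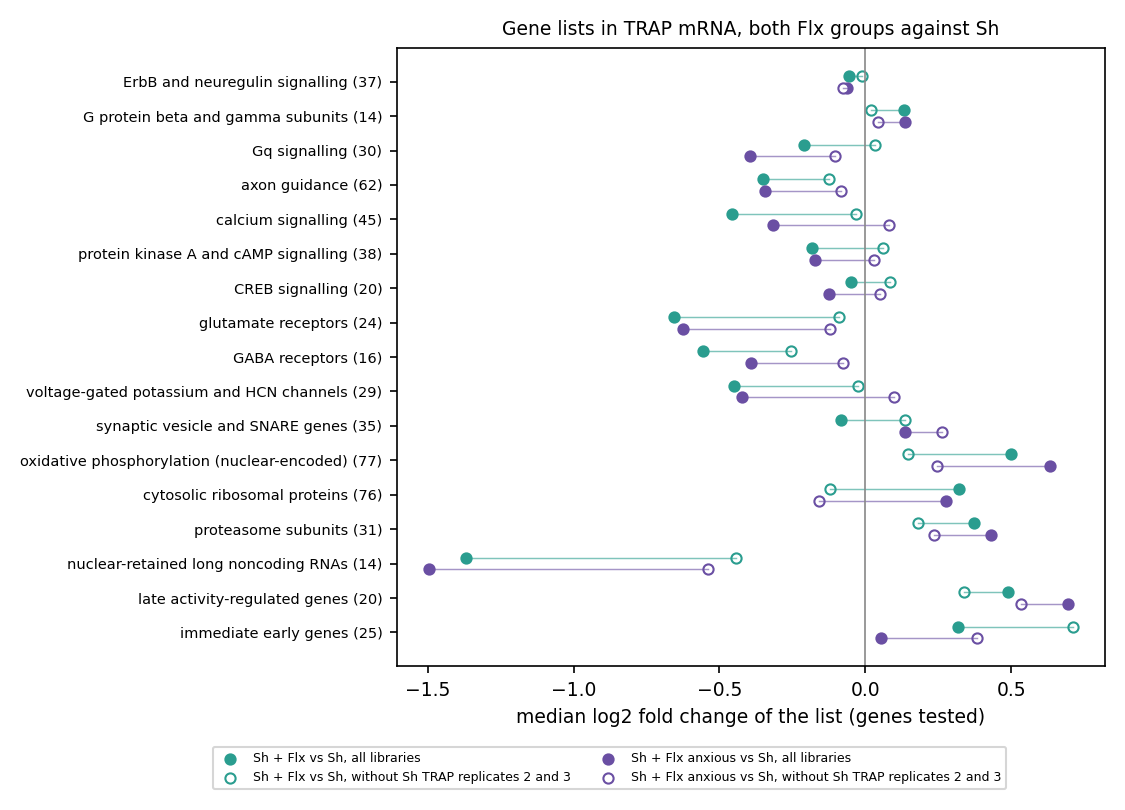
Median log2 fold changes of gene lists in TRAP mRNA of Sh + Flx and Sh + Flx anxious against Sh mice, over all libraries (filled) and without Sh TRAP replicates 2 and 3 (open), with the number of genes tested in parentheses; the vertical line marks no difference. Calcium signaling lies at -0.46 and -0.32, and oxidative phosphorylation at 0.50 and 0.63 over all libraries.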

Next we compared the gene changes between the Sh + Flx and Sh + Flx anxious groups and identified very few differentially expressed genes as shown by the scatter plot in Fig. 4g. This indicates that the Sh + Flx and the Sh + Flx anxious animals respond to Flx treatment in a similar manner, indicating that the anxiety phenotype of the Sh + Flx anxious group is not due to a lack of molecular response to Flx (Fig. 4g, h). These findings are consistent with the physiology results where we show that the serotonergic function of the S100a10 cells in the Sh + Flx anxious animals are similar to the Sh + Flx animals. Together, these results indicate that the anxiety phenotype of Sh + Flx animals is not due to the molecular adaptations in the layer 5a S100a10 neurons but likely a result of Flx-dependent changes occurring in other cell-types or brain regions.

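Between the Flx groups, few single genes differed in TRAP mRNA, and immediate early genes differed as a group only with camera's preset correlation. The 25 immediate early genes, the first transcribed after neuronal activity, had a median log2 fold change of -0.14 in Sh + Flx anxious against Sh + Flx (camera, adjusted p = 4.27e-07, and 0.711 with an estimated correlation). None passed the test over all genes, 8 were lower over the list alone, and 8 of the 25 had a log2 fold change above 0. Nr4a3 stood at 11.7 ± 5.43 CPM in the anxious group (SD, n = 4) against 48.9 ± 33.2 (log2 fold change -2.05, adjusted p = 0.197 from edgeR), and Maff, a small Maf transcription factor, at 4.50 ± 1.69 against 21.2 ± 14.4 (log2 fold change -2.14, adjusted p = 0.197). Fos went the other way (log2 fold change 1.05, adjusted p = 0.796), and it parted the similar replicates, at 33.1 and 31.2 CPM (relative to library size alone) in Sh + Flx anxious 1 and 4 and 3.44 and 2.23 in 2 and 3. The 35 genes of synaptic vesicles and SNAREs had a median of 0.16 (adjusted p = 0.00054, and 0.823 with an estimated correlation). Rab3a, a GTPase of synaptic vesicles, was at 121 ± 10.3 CPM against 89.0 ± 13.3 (log2 fold change 0.45, adjusted p = 0.454). Potassium and HCN channels, GABA receptors, interneuron markers and oxidative phosphorylation genes had medians of 0.10, 0.19, 0.15 and 0.09 (adjusted p = 0.0144, 0.0439, 0.0439 and 0.0439). Without Sh + Flx TRAP replicate 3 the adjusted p of the 5 raised lists was 0.0789, 0.184, 0.378, 0.336 and 0.0948 in the order given. None of the 6 lists kept its call with an estimated correlation.
EdgeR called 2 genes, both higher in Sh + Flx anxious, with 1189 of 16754 at an unadjusted p under 0.05. DESeq2 called 9, of which 1 was higher. Ccdc42, which acts in sperm tail formation, was at 1.01 ± 0.398 CPM against 0.0756 ± 0.0269 (log2 fold change 3.68, adjusted p = 0.0294), and was not called by DESeq2 (adjusted p = 0.0914) or without Sh + Flx TRAP replicate 4 (adjusted p = 0.13). The other, 4931440P22Rik, an uncharacterized transcript chosen after its values were seen, had a log2 fold change of 4.76 (adjusted p = 0.0294). Without Sh + Flx TRAP replicate 1 or 3, or Sh + Flx anxious TRAP replicate 1 or 4, the count was 0, without Sh + Flx TRAP replicate 2 it was 7 and without replicate 4 it was 4. A fit of only the 2 groups, no filter on low counts, a stricter filter and summing the similar replicates 1 and 4, and 2 and 3, each called 0.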

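The responses of anxious and nonanxious mice to Flx, each taken against Sh mice, correlated across the genes of TRAP mRNA, and more weakly with no Sh library in common. Nptx2, the synaptic pentraxin, had log2 fold changes of 1.68 in Sh + Flx and 2.04 in Sh + Flx anxious (7.18 ± 2.16 CPM in Sh, SD, n = 4; adjusted p = 0.00381 and 0.000795 from edgeR). Ecm1, the extracellular matrix gene, had 1.78 and 1.90 (adjusted p = 0.00188 and 0.000795). Of the genes in Fig. 4h, Gng3 had 0.76 and 1.04 (adjusted p = 0.0144 and 0.0021) and Ryr1 -2.53 and -4.16 (adjusted p = 0.00443 and 0.000554). The correlation of the log2 fold changes across genes, which are not independent replicates, was 0.743. Both responses are measured against the same Sh libraries, and simulated groups without any effect gave 0.521 (0.484 to 0.548). When the Sh libraries were split 2 and 2 between the groups, the 6 splits gave 0.0872 to 0.56, with a mean of 0.392. The 2 splits that kept the similar libraries Sh TRAP 1 and 4, and 2 and 3, together gave 0.105 and 0.0872, and the 4 others 0.521 to 0.56. The covariance was 0.64 over all libraries, 0.152 in the simulation and 0.126 to 0.548 in the splits. It was 0.149 and 0.126 in the 2 splits that kept the similar libraries together, and 0.53 to 0.548 in the 4 others. The simulation models unchanged groups, without libraries set apart as Sh TRAP 2 and 3 are. The gap between 0.64 and 0.152 therefore does not by itself measure a shared response to Flx.
Between the Flx groups themselves these genes did not pass the test, with a log2 fold change of Sh + Flx anxious against Sh + Flx of 0.28 for Gng3 (adjusted p = 0.784) and -1.63 for Ryr1 (adjusted p = 0.581). From the shared response and the few genes that differed, the paper concludes that the anxiety of the anxious group does not come from a lack of molecular response to Flx in S100a10 neurons.

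**Figure D7:**
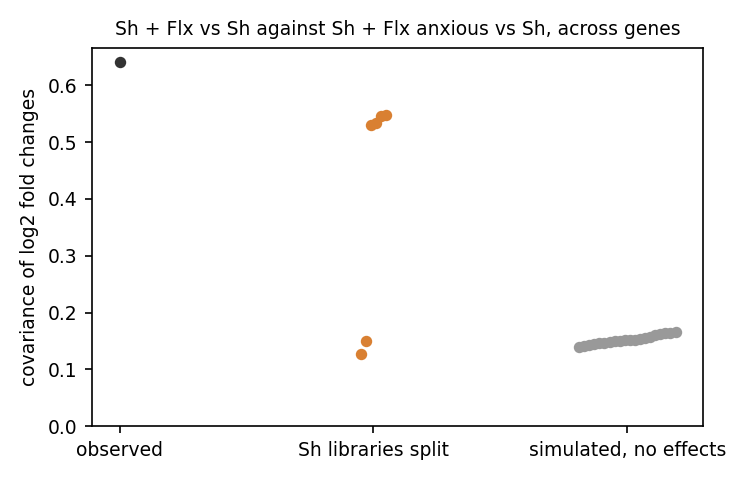
Covariance across genes of the log2 fold changes of Sh + Flx against Sh and of Sh + Flx anxious against Sh in TRAP mRNA, as observed, with the Sh libraries split between the comparisons, and in simulated groups without effects, 1 point for each of 20 simulations. The observed value is 0.64, the 6 splits reach from 0.126 to 0.548 and the simulations from 0.139 to 0.167. The simulated groups hold no libraries set apart as Sh TRAP 2 and 3 are, so their gap to the observed value does not by itself measure a shared response.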

### Flx treatment normalizes pathways related to 5-HT_2A_ receptor signaling in S100a10 cells

To further characterize the molecules contributing to the serotonergic phenotype, we isolated the genes that were both differentially regulated by chronic social isolation (Sh versus Gh) and normalized by Flx treatment (Sh versus Sh + Flx). We identified 389 social isolation-induced Flx-normalized genes (Fig. 5a, b and Table S3). 

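Genes that rose in isolation and fell under Flx were sought among the differentially expressed genes of Sh against Gh and of Sh + Flx against Sh in TRAP mRNA. Gabrq, the theta subunit of GABA-A receptors, was at 2.41 ± 0.293 CPM in Gh (SD, n = 3) and 7.17 ± 2.42 in Sh (SD, n = 4), a log2 fold change of 1.55 (adjusted p = 0.179 from edgeR and 0.0354 from DESeq2). Under Flx it fell to 2.01 ± 1.27 CPM, a log2 fold change of -1.96 (adjusted p = 0.00711 from edgeR, and 0.0233 without Sh TRAP 2 and 3). Adam10, the sheddase of ErbB ligands, fell under Flx to 48.8 ± 5.07 CPM, a log2 fold change of -0.58 (adjusted p = 0.0269, 0.0257 without Sh TRAP 2 and 3, and 0.0663 without Sh + Flx TRAP replicate 4). Sh TRAP 2 and 3 are the libraries that stand apart in Malat1 and in reads outside features.
As edgeR called 0 genes between Sh and Gh, no gene counted as changed in isolation and reversed under Flx. DESeq2 gave 144 such genes among its 204 calls (70.6%), and edgeR with Gh TRAP 2 and 3 as separate libraries 16 among 22 (72.7%). Without Sh TRAP 2 and 3 all 6 genes called between Sh and Gh were reversed under Flx, without Gh TRAP replicate 2 it was 1 of 2, and without Sh TRAP replicate 3 it was 1 of 1. The comparisons share the Sh libraries, and when these were split 2 and 2 between them the count was 0 to 92, against 0 to 53.5 for independent lists.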

GO analysis identified genes that control pathways involved in the regulation of neuronal differentiation, response to stress and pain, cell projection morphogenesis, regulation of ion transporter activity, and synapse organization (Fig. 5c). 

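Among genes of synapses, ion channels and axon growth, receptor and channel genes were lower as groups in TRAP mRNA of Sh + Flx than of Sh. Of 24 glutamate receptor genes, 8 were lower and none higher (16 and none over the list alone), with a median log2 fold change of -0.66 (camera, adjusted p = 2.33e-08). Of 16 GABA receptor genes, 5 were lower and none higher (12 and none over the list alone; median -0.56; adjusted p = 1.69e-06). Of 29 voltage-gated potassium and HCN channel genes, 1 was higher and 7 lower (1 and 11 over the list alone; median -0.45; adjusted p = 0.000154). Of 62 axon guidance genes, 2 were higher and 6 lower (2 and 20 over the list alone; median -0.35; adjusted p = 0.000435). With an estimated correlation the adjusted p of these lists was 0.448, 0.448, 0.53 and 0.507. Of 35 synaptic vesicle and SNARE genes 4 were lower and none higher (adjusted p = 0.709).
Grin2c, an NMDA receptor subunit, fell to 2.18 ± 1.12 CPM from 7.72 ± 1.54 in Sh (SD, n = 4 each; log2 fold change -1.86, adjusted p = 0.0137 from edgeR). Grik2, a kainate receptor subunit, fell to 29.3 ± 7.95 from 59.5 ± 20.5 (log2 fold change -1.02, adjusted p = 0.0189). Hcn2, a pacemaker channel, fell to 1.605 ± 0.322 from 4.27 ± 1.36 (log2 fold change -1.28, adjusted p = 0.0334), and Kcnh3, a potassium channel of the ether-à-go-go family, to 9.28 ± 1.07 from 18.4 ± 4.06 (log2 fold change -0.94, adjusted p = 0.0137). Epha6, an ephrin receptor, fell to 20.4 ± 2.34 from 46.5 ± 23.2 (log2 fold change -1.18, adjusted p = 0.0148). Bsn, a scaffold of the presynaptic active zone, fell to 532 ± 61.2 from 1062 ± 617 (log2 fold change -1.00, adjusted p = 0.0432). The medians in Sh + Flx anxious were -0.62 for glutamate receptors, -0.39 for GABA receptors, -0.42 for the potassium and HCN channels and -0.34 for axon guidance (adjusted p = 2.61e-06, 0.00179, 0.0634 and 0.00703; 0.638, 0.659, 0.708 and 0.659 with an estimated correlation).
Without Sh TRAP 2 and 3, the libraries raised in Malat1, the medians in Sh + Flx were -0.09 for glutamate receptors (adjusted p = 0.0968), -0.26 for GABA receptors (0.00765), -0.03 for the potassium and HCN channels (0.958) and -0.12 for axon guidance (0.313). Grin2c stayed called (adjusted p = 0.0495), while Bsn had a log2 fold change of -0.02, Grik2 of -0.56, Kcnh3 of -0.65, Hcn2 of -1.06 and Epha6 of -0.53 (adjusted p = 0.954, 0.181, 0.109, 0.186 and 0.146). The calls of Grin2c and Grik2 also ended without Sh + Flx TRAP replicate 3 (adjusted p = 0.0516 and 0.0676), that of Hcn2 without Sh TRAP replicate 2 (0.0889) and that of Epha6 without Sh TRAP replicate 3 (0.0546).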

Our electrophysiological analysis showed that 5-HT_2A_ receptor responses were disrupted in single-housed mice (Fig. 2) suggesting that 5-HT_2A_ receptor pathways may be affected by chronic social isolation. To understand the broader implications of Flx-induced changes with respect to 5-HT signaling and regulation, we tested how the social isolation-affected Flx-normalized genes relate to 5-HT_2A_ receptor function. To do so, we utilized a cerebral cortex-specific functional gene interaction network to elucidate how genes work together through modulation of distinct interacting pathways [52]. We demonstrate that a large subset of the social isolation-affected Flx-normalized genes converge on a small number of key pathways that together regulate 5-HT_2A_ signaling (Fig. 5c and Table S4). The specific pathways in this network include Galpha_q_-coupled receptor signaling, calcium, phosphoinositide, neurotrophin, ErbB, MAPK signaling, and focal adhesion pathways (Fig. 5c and Table S4). 

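Members of the Gq and ErbB pathways moved in both directions under Flx in TRAP mRNA, and neither list moved as a group. Rgs2, which turns off Gq, rose in Sh + Flx to 238 ± 86.1 CPM from 103 ± 9.09 in Sh (SD, n = 4 each; log2 fold change 1.20, adjusted p = 0.00581 from edgeR). It also rose in Sh + Flx anxious, to 186 ± 22.6 (log2 fold change 0.85, adjusted p = 0.0132). Dgkz, a kinase that removes diacylglycerol, fell to 67.0 ± 2.20 and 60.3 ± 7.63 CPM from 96.3 ± 18.3 (log2 fold changes -0.52 and -0.67, adjusted p = 0.0334 and 0.00821). Errfi1, an inhibitor of ErbB receptors, rose in Sh + Flx to 171 ± 56.0 CPM from 89.0 ± 18.9 (log2 fold change 0.93, adjusted p = 0.0172). Adam17, another sheddase of ErbB ligands, fell in Sh + Flx anxious to 15.3 ± 1.55 from 22.8 ± 4.18 (log2 fold change -0.60, adjusted p = 0.0408). Of 30 Gq signaling genes, 1 was higher and 4 lower in Sh + Flx (4 and 6 over the list alone; median -0.21; camera, adjusted p = 0.633), and 1 was higher and 7 lower in Sh + Flx anxious (2 and 10 over the list alone; median -0.39; adjusted p = 0.169). Of 37 ErbB and neuregulin genes, 1 was higher and 4 lower in both (3 and 6, and 1 and 4, over the list alone), with medians of -0.06 in both (adjusted p = 0.963 and 0.651). Of 14 G protein beta and gamma subunits 1 was higher in Sh + Flx (median 0.13; adjusted p = 0.152).
Without Sh TRAP 2 and 3, the libraries that stand apart in Malat1, Rgs2 stayed called in both groups (adjusted p = 0.0133 and 0.0412), as did Dgkz in Sh + Flx anxious (0.0218) and Adam17 (0.0466), while Dgkz in Sh + Flx and Errfi1 did not (0.115 and 0.114). The call of Dgkz in Sh + Flx also ended without Sh TRAP replicate 2 (adjusted p = 0.0968), that of Errfi1 without Sh + Flx TRAP replicate 1 (0.0519) and that of Adam17 without Sh TRAP replicate 3 (0.0955).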

In summary, we have identified distinct families of genes that regulate pathways relevant to 5-HT_2A_ signaling and trafficking, which are oppositely regulated by social isolation stress and Flx (Fig. S11), contributing to the serotonin response.

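Of the genes that the paper places in the 5-HT2A network (Fig. 5c), 22 were measured in TRAP mRNA. According to its methods, the paper finds such genes by their place in a cortex network between the 5-HT2A receptor and its Flx-normalized genes. The latter were chosen on the same samples, so the direction of the 22 is not taken as independent evidence. Against Gh, none passed the test in Sh (edgeR, 0 of 22 over all genes and over the list alone). Under Flx against Sh, 1 rose and 3 fell (5 and 4 over the list alone). Irs1, a substrate of insulin and neurotrophin receptors, rose to 78.3 ± 7.14 CPM from 53.2 ± 3.68 in Sh (SD, n = 4 each; log2 fold change 0.56, standard error 0.13, adjusted p = 0.0207). Atp2b2, a calcium pump of the plasma membrane, fell to 478 ± 74.7 from 951 ± 377 (log2 fold change -0.99, standard error 0.21, adjusted p = 0.0115). Nf1, a GTPase-activating protein of Ras, had a log2 fold change of -0.86 (adjusted p = 0.0309) and Trpc1, a cation channel, of -0.66 (adjusted p = 0.0443). In Sh against Gh their log2 fold changes were -0.11 for Irs1, 0.60 for Atp2b2, 0.73 for Nf1 and 0.30 for Trpc1 (adjusted p = 0.74, 0.222, 0.202 and 0.471). Among the others, Vegfb had -0.59 in Sh against Gh and 0.46 in Sh + Flx against Sh (adjusted p = 0.197 and 0.107), and Gnas, the Gs alpha subunit, -0.33 and 0.49 (adjusted p = 0.324 and 0.0527). Against Sh, 2 were higher in Sh + Flx anxious (Irs1 and Gnas) and 3 lower (Atp2b2, Nf1 and Mapk8ip2, a scaffold of JNK signaling).
All 22 had log2 fold changes of opposite sign in Sh against Gh and in Sh + Flx against Sh, 2 comparisons that share the Sh libraries. As a list they did not stand apart from other genes (camera, medians 0.07 and -0.11, adjusted p = 0.723 and 0.942). Without Sh TRAP 2 and 3, which stand apart in Malat1 and S100a10, Irs1 stayed called (adjusted p = 0.041), and Atp2b2, Nf1 and Trpc1 had log2 fold changes of -0.42, -0.17 and -0.40, none called. The calls of Irs1 without Sh + Flx TRAP replicate 3 (adjusted p = 0.0676), of Nf1 without Sh TRAP replicate 3 (0.115) and of Trpc1 without the same library (0.13) ended as well.

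**Figure D8:**
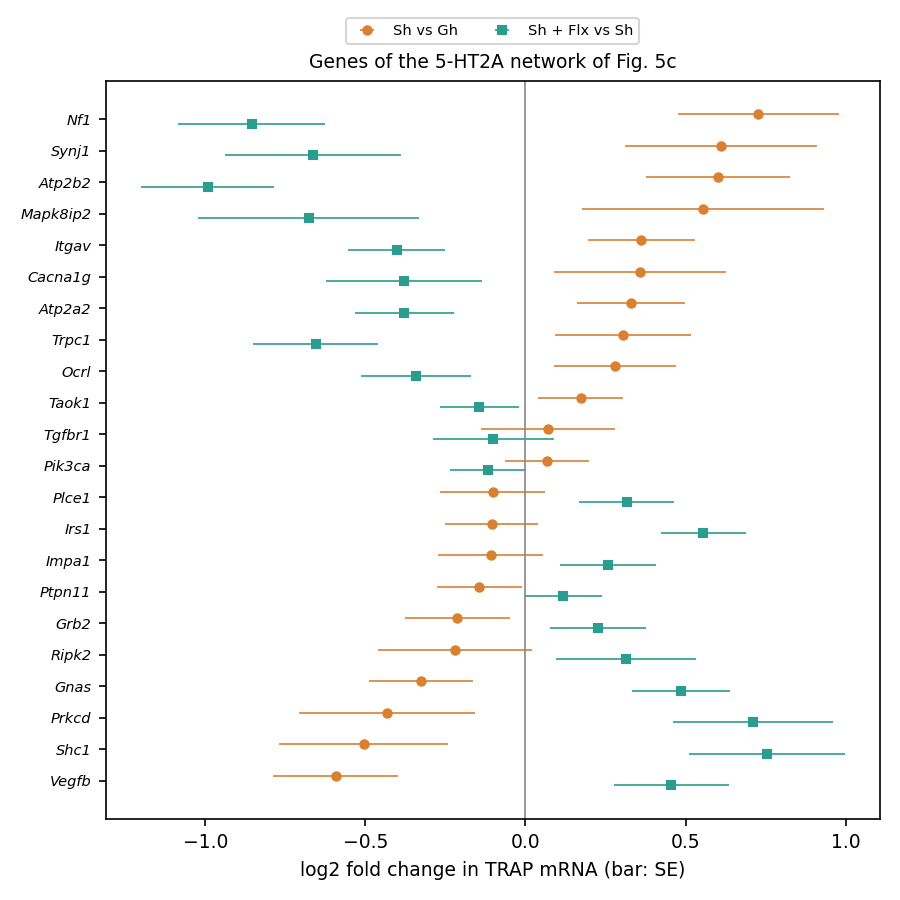
Log2 fold changes in TRAP mRNA of the 22 measured genes of the 5-HT2A network of Fig. 5c, in Sh against Gh (circles) and in Sh + Flx against Sh (squares), with bars for the standard error; the vertical line marks no difference. Every gene lies on opposite sides of the line in the 2 comparisons, from 0.73 and -0.86 for Nf1 to -0.59 and 0.46 for Vegfb.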

**Fig. 5:**
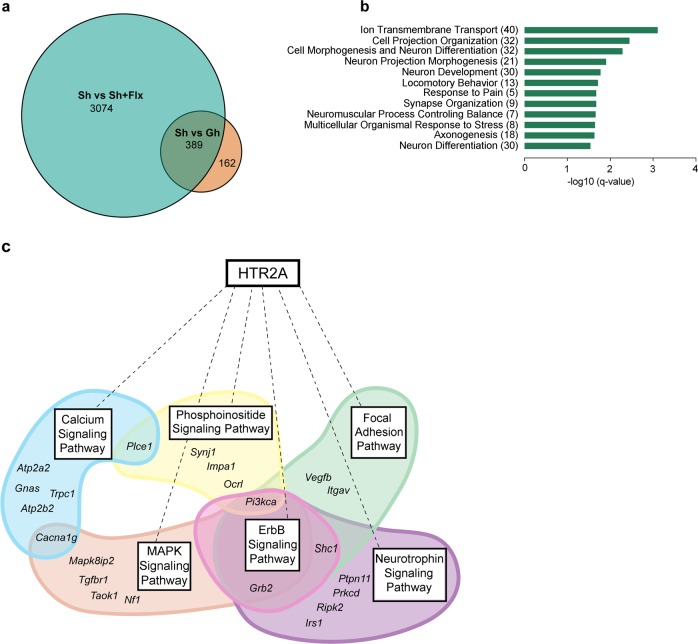
Stress-normalized genes are connected to 5-HTR_2A_ signaling and regulation. **a** Venn diagram identifying the stress-affected Flx-normalized genes (green) obtained by comparing overlapping genes between Sh versus Gh (orange) and Sh versus Sh + Flx group (cyan). **b** Functional categorization of genes using IPA. **c** Functional interaction network analysis revealing the critical pathways that mediate the connectivity between stress-normalized genes and 5-HTR_2A_ signaling

A striking pattern emerges from the molecular data to support the role of S100a10 neurons in the psychomotor and somatosensory aspects of a mouse endophenotype of depression. As described in Fig. S12, the gene pathways in the single-housed group contain a high frequency of associations with those implicated in motor and sensory abnormalities. Of note, these gene expression changes appear responsive to Flx, regardless of behavioral outcome. This finding gives hope that SSRIs have underappreciated potential to improve psychomotor and somatosensory abnormalities of depression [53, 54], underscoring the clinical need to understand and prevent or treat the unwanted side-effects of SSRIs.

## Discussion

Here, we have demonstrated that S100a10-expressing corticostriatal neurons in layer 5a of primary motor and somatosensory cortices have distinctive serotonergic modulation, are sensitive to perturbation by chronic social isolation stress and to restoration by antidepressant treatment. Chronic social isolation triggered a disruption in the 5-HT induced excitation of S100a10 corticostriatal neurons and promoted the inhibitory influence of 5-HT. Chronic Flx treatment during social isolation effectively restored the serotonergic excitability in these neurons. Surprisingly, the behavioral variability in the response to chronic Flx did not reflect treatment insensitivity. Instead, molecular analysis revealed a pattern of worse behavioral outcome in mice with greater transcriptional changes in the S100a10 neurons. Further investigation into the differential gene expression changes pointed to specific genes and pathways underlying these state-dependent changes in S100a10 neurons of the motor and somatosensory cortices.

Corticostriatal neurons require strong and concerted firing as a population in order to activate their downstream targets [55, 56]. The excitatory serotonergic action on the population of S100a10 corticostriatal neurons in motor and somatosensory cortices would appear to fulfill this criterion. The initial transient 5-HT inhibition of S100a10 neurons could potentially facilitate coordinated entry into “up” states of gamma activity to enhance corticostriatal population signaling across brain regions [57, 58]. Loss of excitatory serotonergic modulation through exposure to chronic social isolation stress would be expected to perturb corticostriatal signaling and the integration of sensory and emotional processing and goal-directed behavior. Of note, this predicted pattern of reduced functional corticostriatal connectivity has been seen in human imaging studies of depression [59, 60]. Interestingly, S100a10 neurons of the motor and somatosensory cortices appear to share similar serotonergic modulation to their counterparts in the prefrontal cortex [61, 62], raising the question of whether chronic social isolation stress affects the modulation of emotional and cognitive corticostriatal circuits in a manner similar to that observed in our study.

Our results point to chronic social isolation stress exerting direct changes in serotonergic modulation occurring through a downregulation of excitatory 5-HT_2A_ receptor signaling and a functional upregulation of inhibitory 5-HT receptors, including 5-HT_1A_ cortical heteroreceptors. One hypothesis is that this pattern may arise from a reduction in serotonergic stimulation related to the reduction in 5-HT neuronal excitability we have previously observed in chronic social isolation [31]. There is a considerable literature that would support a sensitization of the inhibitory 5-HT_1A_ receptor in response to reduced serotonergic stimulation [63–66], but it is less clear what this situation would predict for 5-HT_2A_ receptors [67–69]. Serotonin 5-HT_2A_ receptor dysregulation has been implicated in several neuropsychiatric diseases and modulation of the receptor function has been suggested to have numerous therapeutic implications, including improvement of depressive symptoms in treatment-resistant major depression [70]. Imaging and postmortem studies have shown some inconsistent differences in 5-HT_2A_ receptor levels in different brain regions in major depression [71–76]. Heterologous desensitization of 5-HT_2A_ receptors has also been demonstrated through tyrosine phosphorylation [77, 78], which may provide a link between the signal upregulation of 5-HT_1A_ receptors and downregulation of 5-HT_2A_ receptors through aberrant tyrosine phosphorylation [64, 78]. 

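Erbb4, the neuregulin receptor (chromosome 1 of GRCm38, 68031884 to 69108576), was higher in TRAP mRNA of Sh mice than in either Flx group. It was at 20.5 ± 3.75 CPM in Gh (SD, n = 3), 42.9 ± 17.2 in Sh, 16.1 ± 3.55 in Sh + Flx and 19.0 ± 2.16 in Sh + Flx anxious (SD, n = 4 each). Its log2 fold change from Sh to Sh + Flx was -1.41 (standard error 0.24, 95% interval -1.91 to -0.90, adjusted p = 0.00604 from edgeR). From Sh to Sh + Flx anxious it was -1.16 (95% interval -1.66 to -0.66, adjusted p = 0.00717). From Gh to Sh it was 1.01 (standard error 0.27, 95% interval 0.45 to 1.56, before adjustment over genes), with an adjusted p of 0.179 from edgeR and 0.0253 from DESeq2. Against Gh, neither Sh + Flx (-0.40, adjusted p = 0.788) nor Sh + Flx anxious (-0.15, adjusted p = 0.9) passed the test.
The Sh libraries held 31.2, 49.8, 63.9 and 26.8 CPM in replicates 1 to 4, so that Sh TRAP 2 and 3, the libraries low in S100a10, were the 2 highest, and Erbb4 is lower in TRAP mRNA than in input (19.1 ± 3.56 against 43.9 ± 3.32 CPM in Gh, log2 fold change -1.14, adjusted p = 1.49e-05). Without these 2 libraries the log2 fold change was 0.44 from Gh to Sh (adjusted p = 0.375), -0.89 from Sh to Sh + Flx (0.0261) and -0.63 from Sh to Sh + Flx anxious (0.0651). Relative to input, the change from Sh to Sh + Flx was -1.31 (adjusted p = 0.00845). A correction for GC content and transcript length gave -0.52 from Sh to Sh + Flx anxious (adjusted p = 0.0563), and a fit of only the 2 groups gave adjusted p = 0.0635 and 0.053 for the 2 Flx groups. With the similar replicates 1 and 4, and 2 and 3, summed and counted as 1 sample each, these calls of Erbb4 ended. No gene was then called from Sh to either Flx group, nor from Sh to Sh + Flx relative to input. Interneuron markers, which like Erbb4 were lower in TRAP mRNA than in input, were also higher in Sh than in Gh. That call held with all libraries and camera's preset correlation only. Whether the change of Erbb4 arose in S100a10 neurons or in RNA of other cells was not tested.

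**Figure D9:**
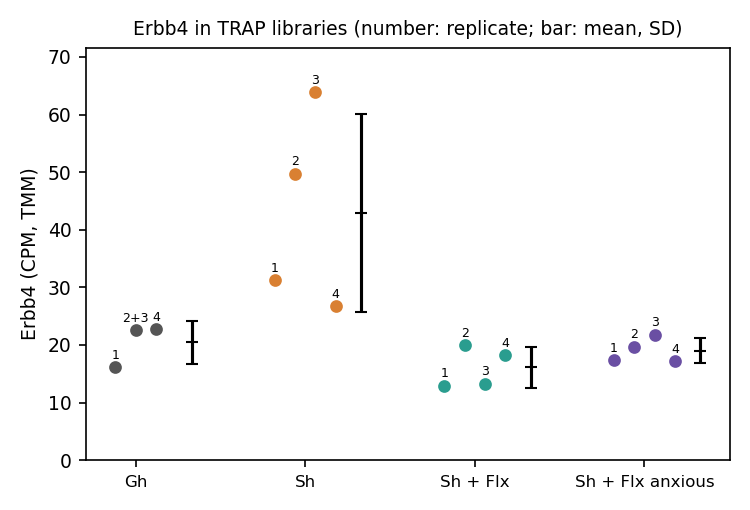
Erbb4 in CPM (TMM-scaled) in each TRAP library by group; digits mark the replicate, and the bars give the mean and SD. The Sh libraries lie between 26.8 and 63.9 CPM and those of the other groups between 12.9 and 22.7.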

The last hypothesis is supported by the finding of significant upregulation of the expression of tyrosine kinase *ErbB4* in social isolation and its normalization upon Flx, as illustrated in Fig. 4h.

The effects of chronic Flx on 5-HT_2A_ receptor levels and function are also complicated. While chronic Flx has been shown to increase 5-HT_2A_ receptor levels, binding or function [79–81], nonselective 5-HT_2A_ receptor antagonists were suggested to enhance SSRI response in patients [82]. In our study, chronic Flx treatment in single-housed mice revealed a behavioral heterogeneity with a subset of mice showing greater anxiety-like behavior similar to the single-housed mice that did not receive Flx. 

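In TRAP mRNA of the anxious Flx mice, genes that the paper follows through isolation and Flx (Fig. 4h) differed from Sh mice. Of these 9 genes, which the study chose on these samples and which are therefore not independent evidence, 2 were higher and 4 lower than in Sh (edgeR; 2 and 6 over the list alone; camera, median -0.73, adjusted p = 0.0647). In Sh + Flx it was 1 and 3 (2 and 4 over the list alone; median -0.46, adjusted p = 0.126). Gnb4, the G protein beta subunit, fell in the anxious group to 22.0 ± 2.61 CPM from 35.6 ± 3.09 in Sh (SD, n = 4 each; log2 fold change -0.71, standard error 0.17, adjusted p = 0.0163). Kcne3, an accessory subunit of potassium channels, rose to 1.14 ± 0.779 from 0.139 ± 0.0937 (log2 fold change 3.00, standard error 0.84, adjusted p = 0.0238). Trpc6 fell to 5.85 ± 1.13 from 12.9 ± 7.35 (log2 fold change -1.07, adjusted p = 0.0448). Erbb4, Gng3 and Ryr1 were the other 3. Rgsl1, a relative of the regulators of G protein signaling, had -1.18, Tyk2, a Janus kinase, -0.73 and Prkch, a protein kinase C, 0.48 (adjusted p = 0.0562, 0.113 and 0.363). S100a10 was at 70.9 ± 4.19 CPM, a log2 fold change of 0.85 against Sh (adjusted p = 0.0789) and of 0.31 against Gh (adjusted p = 0.82).
Without Sh TRAP 2 and 3, the libraries low in S100a10, Gng3, Ryr1 and Gnb4 stayed called (adjusted p = 0.0022, 0.000508 and 0.0384), and Kcne3 and Trpc6 did not (log2 fold changes 2.56 and -0.24, adjusted p = 0.134 and 0.711). Erbb4 lost its call as well, as given above. Kcne3 also lost its call without Sh + Flx anxious TRAP replicate 4 (0.0738) or Sh TRAP replicate 1 (0.0529), 2 (0.0515) or 3 (0.0771), and Trpc6 without any of 6 libraries, with 0.277 without Sh TRAP replicate 3 as the highest adjusted p. The adjusted p of Gnb4 was 0.0577 after a correction for GC content and transcript length and 0.0592 in a fit of only the 2 groups.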

Surprisingly, this anxious group displayed restored 5-HT_2A_ electrophysiological responses and a substantially-restored gene expression profile. These changes suggest that the anxiety effect of Flx does not reflect treatment resistance. Since cortical 5-HT_2A_ receptors play a key role in the behavioral expression of anxiety [83], this behavioral finding could be consistent with strong and prolonged serotonergic stimulation at the rescued 5-HT_2A_ receptors, since Flx would reduce local reuptake and alter autoinhibition of serotonergic neuron firing. Interestingly, Flx has previously been shown to lead to a better recovery from motor deficits when used as an add-on treatment in stroke patients [84], and to increase primary motor cortex excitability both in healthy volunteers [85] and rodents [86]. Long-term Flx treatment has been suggested to improve motor function by upregulating 5-HT_2A_ receptors [80, 87]. Supported by these studies, our data suggest that, up to a point, restoring 5-HT_2A_ receptor signaling may be specifically effective in improving psychomotor symptoms in major depression. This does not appear true for all 5-HT receptors [88].

In our previous study, which focused on gene expression profile changes in layer 5a S100a10 neurons of normal, healthy mice, we have shown that chronic fluoxetine treatment increases the mRNA expression of the 5-HT_4_ receptor [12]. In the current study, we were unable to detect electrophysiological changes in S100a10 neurons in response to activating or blocking the function of these receptors. 5-HT_4_ receptors have been previously shown to modulate neuronal excitability by affecting GABA-mediated inhibitory synaptic transmission in cortical pyramidal neurons [42]. However, we did not detect changes in the inhibitory synaptic transmission or GABA_A_-mediated currents in S100a10 neurons, ruling out the possibility of 5-HT_4_ receptor-mediated changes in GABA neurotransmission. It is important to note that Schmidt et al. examined the effects of fluoxetine in healthy, untreated mice, while the present study utilized a stress paradigm that dramatically impacted the 5-HT responses of the S100a10 cells. We did not detect a change in the mRNA levels of the 5-HT_4_ receptor in any of our experimental conditions. 

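Htr4, which encodes the 5-HT4 receptor (chromosome 18 of GRCm38, 62323546 to 62503027), was at low CPM in all libraries. In TRAP mRNA it was at 1.33 ± 0.543 CPM in Gh (SD, n = 3), 1.94 ± 0.406 in Sh, 1.04 ± 0.521 in Sh + Flx and 1.75 ± 0.584 in Sh + Flx anxious (SD, n = 4 each). No comparison between conditions passed the test (edgeR). The log2 fold change was 0.49 from Gh to Sh (95% interval -0.54 to 1.53, adjusted p = 0.624), -0.83 from Sh to Sh + Flx (-1.79 to 0.13, adjusted p = 0.24), -0.17 from Sh to Sh + Flx anxious (-1.06 to 0.71, adjusted p = 0.809) and 0.66 from Sh + Flx to Sh + Flx anxious (-0.20 to 1.51, adjusted p = 0.811). Against Gh it was -0.34 in Sh + Flx (-1.36 to 0.69) and 0.32 in Sh + Flx anxious (-0.63 to 1.27). These intervals include changes in Htr4 of the size of the largest of these values. In input, Htr4 was at 2.92 ± 1.19 CPM in Gh, 2.72 ± 0.983 in Sh, 2.92 ± 0.592 in Sh + Flx and 2.27 ± 1.01 in Sh + Flx anxious, with log2 fold changes of -0.17 from Gh to Sh (-0.75 to 0.42), 0.11 from Sh to Sh + Flx (-0.50 to 0.72) and -0.31 from Sh to Sh + Flx anxious (-0.97 to 0.35). In Gh mice it was lower in TRAP mRNA than in input (log2 fold change -1.30, adjusted p = 0.00843), a call that ended without Gh TRAP replicate 4 (0.0934) or Gh input replicate 1 (0.0646).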

Our results rather indicated that 5-HT-induced excitatory effects were mediated via the 5-HT_2A_ receptor and could be completely blocked by the selective 5-HT_2A_ receptor antagonist. Yet, it is important to keep in mind that the lack of direct electrophysiological effects of 5-HT_4_ receptors in S100a10 neurons may be in part due to the trafficking of these receptors to the terminals [89].

The current lack of availability of a Cre driver line for specific genetic targeting of S100a10 neurons limits our ability to specifically manipulate the activity of layer 5a S100a10 neurons to further characterize their effects on behavior. Our current findings highlight the key role of the corticostriatal S100a10 neurons in the stress-induced effects on serotonin signaling and the restoration of these effects by chronic Flx treatment. These findings necessitate future optogenetic studies that will shed more light on the selective participation of these neurons during stress and antidepressant response. In lieu of optogenetic manipulation of S100a10 neurons, a pharmacological approach to target 5-HT_1A_ or 5-HT_2A_ receptors in vivo lacks the ability to test their cell-type-specific function and would involve manipulating a large population of neurons which also express these receptors. The development of additional tools that allow targeting the serotonergic function selectively in S100a10 neurons is required to further elucidate the direct role of 5-HT signaling in these cells in depressive-like behaviors.

Overall, our work describes the physiological and molecular markers of chronic stress and antidepressant treatment in a population of S100a10 neurons in the cerebral cortex. We have elucidated the distinctive serotonergic properties in the S100a10 neurons, their sensitivity to perturbation by chronic social isolation stress and restoration by antidepressant treatment. Strikingly, 5-HT_2A_ receptors in these neurons lose their excitatory power upon social isolation, which is restored upon chronic Flx treatment. Our cell-type-specific molecular analysis yields new insight into potential underlying mechanisms that may drive these changes through 5-HT_2A_ receptor signaling. We show that these neurons are positioned to play a key role in the psychomotor and somatosensory symptoms of depression, as well as in their response to treatment. Together, this study builds a framework to further understand the pathophysiology and treatment of depression and anxiety disorders.

## Materials and Methods

### Experimental animals

All experiments involving animals were performed in accordance with animal protocols approved by the University of Toronto and The Rockefeller University Institutional Animal Care and Use Committees. In all experiments, we used S100a10 bacTRAP transgenic mice (founder ES691) that express EGFPL10a fusion protein under the control of S100a10 regulatory elements as described previously [12]. Immediately after weaning (p21), a group of adult (>p70) male mice were individually housed for at least 7 weeks (single-housed mice; Sh). Group-housed littermates were used as controls (group-housed mice; Gh). Chronic antidepressant treatment was performed by administering 0.167 mg/ml of Fluoxetine (ANAWA) [12] in drinking water for 15–21 days. Subchronic antidepressant treatment was performed by administering the same amount of Fluoxetine for 4 days [90]. All mice were housed under a 12:12-h-light/dark cycle with *ad libitum* access to both food and water.

### Electrophysiology

Coronal cortical slices (400 μm) comprising the motor cortex and somatosensory areas were obtained using a Dosaka Linear slicer. Slicing was performed in ice cold oxygenated sucrose artificial cerebrospinal fluid (ACSF; 254 mM sucrose, 10 mM D-glucose, 24 mM NaHCO_3_, 2 mM CaCl_2_, 2 mM MgSO_4_, 3 mM KCl, 1.25 mM NaH_2_PO_4_, pH 7.4). Slices were recovered in oxygenated ACSF (128 mM NaCl, 10 mM D-glucose, 26 mM NaHCO_3_, 2 mM CaCl_2_, 2 mM MgSO_4_, 3 mM KCl, 1.25 mM NaH_2_PO_4_, pH 7.4) at 31–33 °C for at least 2 h. Recording was performed in ACSF oxygenated with 95% O_2_/5% CO_2_ and perfused at a rate of 3–4 ml/min at 31–33 °C. Internal solution for recording electrodes contained 5 mM KCl, 2 mM MgCl_2_, 4 mM K_2_-ATP, 0.4 mM Na_3_-GTP, 10 mM Na_2_-phosphocreatine, 10 mM HEPES buffer (pH 7.3). For spontaneous IPSC (sIPSC) recordings, patch electrode contained a high Cl^−^ patch solution (50 mM K-gluconate, 75 mM KCl, 2 mM MgCl_2_, 4 mM K_2_-ATP, 0.4 mM Na_3_-GTP, 10 mM Na_2_-phosphocreatine, 10 mM HEPES buffer, pH 7.3). S100a10-expressing pyramidal neurons in layer 5a were visualized with a fixed-staged microscope (Olympus BX50WI) and targeted based on the expression of EGFP. Whole-cell recordings were made in voltage-clamp or current-clamp mode with a Multiclamp 700B amplifier (molecular devices). All data were acquired at 20 kHz and low-pass filtered at 3 kHz using pClamp10.2 and Digidata1440 software.

Voltage-clamp recordings were performed at −75 mV. For illustrative purposes, voltage-clamp averaged recordings were obtained using Axograph software. 5-HT current amplitude responses were calculated by subtracting the current at the peak of the 5-HT response from the current at baseline. Current-clamp recordings were performed by injecting current into cells to maintain the cells close to a threshold of −65 mV. Peak 5-HT effect was determined by calculating the spike frequency over a 30-s period. To measure 5-HT and TCB-2 effects on spiking, 400 pA 500 ms depolarizing current injection was applied before and during drug applications. Input–output frequencies were obtained by counting the number of action potentials for each depolarizing current step of a protocol involving 50 pA 500 ms depolarizing current injections. The voltage sag ratio was quantified as the relative difference between the peak and the steady state membrane depolarizations in response to hyperpolarizing current injections [39]. Analysis of spontaneous EPSCs and IPSCs was performed from each 30 s block of 1 s sweeps using MiniAnalysis software (Synaptosoft Inc.).

### Pharmacology

5-HT responses were obtained by bath application of 10 μM 5-HT (Sigma) for 30 s. TCB-2 (1 μM, Tocris) was used as a selective agonist of 5-HT_2A_ receptors. MDL100907 (30 nM, Tocris) was applied in ACSF to block 5-HT_2A_ receptors. WAY100635 (30 nM, Sigma) was applied in bath to block 5-HT_1A_ receptors. BIMU 8 (2 μM, Tocris) was used as a selective agonist and GR113808 (200 nM, Tocris) was used as a selective antagonist of 5-HT_4_ receptors. sIPSC measurements were performed in the presence of AMPA/Kainate receptor antagonist 6-cyano-7-nitroquinoxaline-2,3-dione (CNQX; 20 μM, Tocris). Other synaptic blockers used were the NMDA receptor antagonist D-2-amino-5-phosphonovaleric acid (AP5; 50 μM, Tocris) and GABA_A_ receptor antagonist picrotoxin (100 μM, Tocris).

### Immunohistochemistry

To visualize S100a10 neurons, an adult male S100a10 bacTRAP transgenic mouse was perfused transcardially with saline followed by 4% paraformaldehyde (PFA)/0.1 M sodium phosphate buffer (PBS) under deep anesthesia. Brain was postfixed in 4% PFA overnight. Coronal sections (50 μM) were prepared by using the DSK vibratome. Free-floating sections were incubated with rabbit anti-GFP (1:500, Invitrogen), mouse anti-NeuN (1:500, Millipore) followed by goat anti-rabbit Alexa 488 (1:1000, Invitrogen), and goat anti-mouse Alexa 594 (1:1000, Invitrogen). For S100a10 staining, 40 µM sections through sensorimotor cortex were collected using a freezing microtome (Leica). Free-floating sections were incubated with chicken anti-EGFP (1:1000, Abcam) and goat anti-S100a10 (1:200, R&D Systems) followed by donkey anti-chicken Alexa 488 (1:2000, Invitrogen) and donkey anti-goat Alexa 568 (1:2000, Invitrogen). Images were obtained using either an epifluorescent microscope (Olympus BX50WI) or Zeiss LSM700.

### Behavior

#### Homecage recording

A group of S100a10 bacTRAP mice was observed in their homecage for 15 min prior to electrophysiological recordings. A transparent plexiglass sheet was used as a lid for the homecage. Video recording was performed with an upright camera. A polycarbonate round mouse igloo in the homecage provided a shelter. The time spent under the shelter zone was calculated by an observer blind to the different treatment groups.

#### Open field

Mice were habituated in the testing room in their home cages for 30 min and open-field behavior was analyzed in a square arena (50 × 50 × 22.5 cm) for 60 min. The measures were automatized using two rows of infrared photocells placed 20 and 50 mm above the floor, spaced 31 mm apart. Photocell beam interruptions were recorded on a computer using the superflex software (Accuscan Instruments). Total distance traveled was measured using the automated superflex software, from which the center–periphery ratio was calculated.

### Statistical analysis

For electrophysiological experiments, data are collected from at least three mice per group. The main findings of our study were replicated at least in three different experimental groups obtained at different times and from randomized litters. Data were analyzed using one-way ANOVA, two-way ANOVA, nonparametric, one-way Kruskal–Wallis ANOVA, Fisher’s exact test, paired two-tailed *t*-test, unpaired two-tailed *t*-test and nonparametric, two-tailed Mann–Whitney *t*-test. Newman–Keuls and Dunn’s post hoc tests were performed when appropriate. Analysis was performed using GraphPad Prism software. Data are expressed as mean ± S.E.M. Analysis was performed by experimenters blinded to the experimental groups.

### Cell-type-specific mRNA purification by translating ribosome affinity purification (TRAP)

The ribosome affinity purification and translated mRNA extractions were carried out as described [12, 91]. Three mice were pooled for each sample and four biological replicates were collected for each condition. Briefly, mice were rapidly decapitated and brains were removed. The cortical hemispheres were then dissected and the hippocampi and striata were removed from each hemisphere. Isolated cortices were rapidly dissected homogenized in extraction buffer containing 10 mM HEPES-KOH (pH 7.4), 150 mM KCl, 5 mM MgCl2, 0.5 mM DTT, 100 mg/ml cycloheximide, RNasin RNase inhibitors (Promega), and Complete-EDTA-free protease inhibitors (Roche), and cleared by centrifugation at 2000 *g*. IGEPAL CA-630 (NP-40; Sigma) and DHPC (Avanti Polar Lipids) were added to the supernatant at a final concentration of 1% for each, and the mixture was cleared by centrifugation at 20,000 *g*. Polysomes (ribosome-mRNA complexes) were immunoprecipitated with 100 mg monoclonal anti-EGFP antibodies (clones 19C8 and 19F7) bound to Protein G magnetic beads (Invitrogen), and washed with a high salt buffer containing 10 mM HEPES-KOH (pH 7.4), 350 mM KCl, 5 mM MgCl2, 1% IGEPAL CA-630, 0.5 mM DTT, 100 mg/ml cycloheximide, and RNasin RNase inhibitors (Promega). Bound mRNA was extracted, subjected to DNase digestion and purified using the RNeasy Plus Micro Kit (QIAGEN). RNA quality was analyzed on a 2100 Bioanalyzer (Agilent) using RNA Pico Chips (Agilent) to confirm RNA integrity, followed by the measurement of RNA concentrations using the Quant-iT RiboGreen RNA Assay Kit (Life Technologies). cDNAs were prepared with the Ovation RNA-Seq System V2 Kit (NuGEN), using an input of 2.5 ng RNA. 500 ng cDNA from each sample was fragmented on a Covaris S2 Focused Ultrasonicator using the operating conditions recommended by the manufacturer for a target fragment size of 250 bp. Fragment size was confirmed on a 2100 Bioanalyzer using High Sensitivity DNA Chips (Agilent). Libraries for RNA sequencing were prepared with the TruSeq RNA Sample Preparation v2 Kit (Illumina), using the manufacturer’s low-throughput protocol with the end-repair step. The concentration of the RNA-Seq libraries was determined on a 2100 Bioanalyzer using High Sensitivity DNA Chips. Subsequently, 16 samples were pooled for multiplexing with compatible adapters. After confirming the concentration of the multiplexed samples on an Agilent 2100 Bioanalyzer using High Sensitivity DNA Chips, samples were sequencing in two independent lanes on an Illumina NextSeq 500 sequencer using 75-bp paired-end sequencing.

### RNA-seq data analysis

The raw sequencing files in FASTQ format were aligned to the *Mus musculus* assembly 10 reference genome using TopHat version 2.0.11 [92] with the parameter of only one multiple hit allowed. The reference genome mm10 and genes gtf UCSC version file were downloaded from http://tophat.cbcb.umd.edu/igenomes.shtml. Cufflinks version 2.2.1 [93] was utilized to calculate the Fragments Per Kilobase of transcript per Million mapped reads for all genes in each sample. To analyze differential gene expression, edgeR version 3.8.6 was used [94]. *P* values were calculated and adjusted for multiple testing using the Benjamini–Hochberg procedure. Pathway analysis was performed using Ingenuity Pathway Analysis (Qiagen).

### 5-HT2A receptor pathway interaction analysis

In order to identify genes and corresponding pathways that may be mediating the relationship between the 5-HT_2A_ receptor and stress-affected Flx-normalized genes, we analyzed the functional interactions that connect them. After filtering the cerebral cortex functional network [95] to the top 1% of its edges, the edge weight was calculated as the reciprocal of its functional linkage score. As in [52], we calculated the betweenness centrality (BC) of every gene in between the 5-HT_2A_ receptor and stress-affected Flx-normalized genes using NetworkX [96, 97], where the betweenness centrality measure for gene g_i_ is:

$$BC\left( {g_i} \right) = \mathop {\sum }\limits_{s = 5{\mathrm{ - HT}}_{{\mathrm{2A}}},\,t \in T} \frac{{\sigma \left( {s,t|g_i} \right)}}{{\sigma \left( {s,t} \right)}},$$

where T is the set of stress-affected Flx-normalized genes, *σ*(*s*, *t*) is the number of shortest paths (weighted as described above) between s and t, and *σ*(*s*, *t*|*g*_*i*_) is the number of shortest paths between *s* and *t* that also pass through g_i_. To calculate the significance of these BC scores, we permuted the gene sets and calculated the fraction of times g_i_ had a BC score greater than or equal to its nonpermuted BC score (*n* = 100,000) and corrected for multiple hypothesis testing using the Benjamini–Hochberg correction. Genes with FDR ≤ 0.1 were considered likely potential mediators between the 5-HT_2A_ receptor and stress-affected Flx-normalized genes and were used as input into hypergeometric gene set enrichment to interpret the pathways that are overrepresented in the intermediate genes.

## Supplementary information

Legends for Supplemental Figures and Tables

Supplemental Figure S1

Supplemental Figure S2

Supplemental Figure S3

Supplemental Figure S4

Supplemental Figure S5

Supplemental Figure S6

Supplemental Figure S7

Supplemental Figure S8

Supplemental Figure S9

Supplemental Figure S10

Supplemental Figure S11

Supplemental Figure S12

Supplemental Table S1a

Supplemental Table S1b

Supplemental Table S1c

Supplemental Table S2a

Supplemental Table S2b

Supplemental Table S3

Supplemental Table S4

# Supplementary material for: Mapping the physiological and molecular markers of stress and SSRI antidepressant treatment in S100a10 corticostriatal neurons
**Source:** Mol Psychiatry. 2019 Aug 20;25(5):1112–29. doi: 10.1038/s41380-019-0473-6
**Supplement:** Supplementary file 1 — Legends for Supplemental Figures and Tables

Supplementary Figure and Supplementary Table Legends

**Figure S1. 5-HT responses persisted in the presence of synaptic blockers.** (**a**) Representative voltage-clamp traces (left) from a Gh mouse showing 5-HT induced excitatory inward current before and after application of the AMPA/Kainate receptor antagonist CNQX, the NMDA receptor antagonist APV, and the GABA_A_ receptor antagonist picrotoxin. A representative current-clamp trace from a Gh mouse showing 5-HT elicited spiking in the presence of CNQX, APV and picrotoxin. (**b**) Representative voltage-clamp traces from a Sh mouse showing 5-HT induced inhibitory outward current before and after application of CNQX, APV and picrotoxin. (**c**) Representative voltage-clamp traces (left) from a Sh+Flx mouse showing 5-HT induced excitatory inward current before and after application of CNQX, APV and picrotoxin. A representative current-clamp trace (right) from a Sh+Flx mouse showing that 5-HT still elicited spiking in the presence of CNQX, APV and picrotoxin.

**Figure S2. Chronic Flx treatment is required to restore 5-HT responses after chronic social isolation.** Subchronic treatment with Flx for 4 days in single-housed mice was not sufficient to change the amplitude of (**a**) 5-HT inhibitory outward (Sh: n=8; Sh+subchronic Flx: n=11, nonparametric, two-tailed Mann-Whitney t-test, *p*>0.5) or (**b**) excitatory inward (Sh: n=8; Sh+subchronic Flx: n=11, nonparametric, two-tailed Mann-Whitney t-test, *p*>0.05) currents.

**Figure S3. 5-HT current responses are unchanged in GFP-negative (GFP-) neurons from Gh, Sh and Sh+Flx mice.** The amplitude of the 5-HT inhibitory currents (**a**) and excitatory currents (**b**) is similar between GFP- neurons of Gh (n=12), Sh (n=13), and Sh+Flx (n=17) mice (one-way ANOVA: inhibitory currents, F_(2,39)_ = 0.044, *p*>0.05; excitatory currents, nonparametric, one-way Kruskal-Wallis ANOVA, H_(2)_ = 1.68, *p*>0.05). The intrinsic membrane properties including the membrane capacitance Cm (pF) (**c**), resting membrane potential Vm (mV) (**d**), spike amplitude (mV) (**e**), spike threshold (mV) (**f**), and input resistance R_input_ (MΩ) (**g**) are comparable between the GFP- neurons of Gh, Sh and Sh+Flx mice (one-way ANOVA: *p*’s > 0.05).

**Figure S4. Chronic Flx treatment does not affect 5-HT current responses in GFP+ neurons from Gh mice.** The amplitude of 5-HT inhibitory outward (**a**) and excitatory inward currents (**b**) are comparable between S100a10 neurons of Gh mice (n=17) and Gh mice treated with chronic Flx (n=31) (nonparametric, two-tailed Mann-Whitney t-test: inhibitory currents, *p*>0.05; excitatory currents, *p*>0.05). The intrinsic membrane properties including the membrane capacitance Cm (pF) (**c**), resting membrane potential Vm (mV) (**d**), spike amplitude (mV) (**e**), spike threshold (mV) (**f**), and input resistance R_input_ (MΩ) (**g**) are not different between the S100a10 neurons of Gh and Gh+Flx mice (unpaired t-test; *p*’s > 0.05).

**Figure S5. No difference was observed in spontaneous excitatory or inhibitory synaptic activity or tonic GABA_A_ response in control, stress conditions and after Flx treatment.** (**a**) Representative voltage-clamp traces showing spontaneous excitatory synaptic currents in S100a10 neurons from a Gh (n=20), Sh (n=20) and Sh+Flx (n=25) mouse. Cumulative fraction plots of sEPSC amplitude (**b**) and sEPSC inter-event intervals (**c**) are shown. No significant difference was observed in the sEPSC amplitude or frequency between different groups (inset) (nonparametric, one-way Kruskal-Wallis ANOVA: sEPSC amplitude, H_(2)_ = 3.11, *p*>0.05; sEPSC frequency, H_(2)_ = 2.14, *p*>0.05). (**d**) Representative voltage-clamp traces showing spontaneous inhibitory synaptic activity in S100a10 neurons from a Gh (n=9), Sh (n=6) and Sh+Flx (n=4) mouse. Cumulative fraction plots of sIPSC amplitude (**e**) and sIPSC inter-event intervals (**f**) are shown. There were no significant differences in the sIPSC amplitude or frequency between different groups (inset) (one-way ANOVA: sIPSC amplitude, F_(2,16)_ = 0.22, *p*>0.05; sEPSC frequency, F_(2,16)_ = 0.62, *p*>0.05). (**g**) Application of the GABA_A_ receptor agonist muscimol produced an outward inhibitory current that was comparable between S100a10 neurons of Gh (n=15-17), Sh (n=11-12) and Sh+Flx (n=19-21) mice (one-way ANOVA: 1μM muscimol, F_(2,42)_ = 2.16, *p*>0.05; 3μM muscimol, F_(2,47)_ = 1.77, *p*>0.05).

**Figure S6. Effects of Flx treatment on intrinsic membrane properties and excitability in S100a10 neurons.** (**a**) Membrane capacitance Cm (pF) is similar between S100a10 neurons of Gh (n=34), Sh (n=38) and Sh+Flx (n=44) mice. (**b**) Resting membrane potential Vm (mV) is depolarized in S100a10 neurons of Sh+Flx mice compared to those of Gh and Sh mice (nonparametric, one-way Kruskal-Wallis ANOVA, H_(2)_ = 29.84, *p*<0.01, Dunn’s posthoc test, ***p*<0.01). Input resistance R_input_ (MΩ) (**c**) and spike amplitude (mV) (**d**) of S100a10 neurons are similar between all the groups. (**e**) Spike threshold (mV) of S100a10 neurons of Sh+Flx mice is smaller compared to neurons of Gh and Sh mice (one-way ANOVA, F_(2, 113)_ = 3.34, *p*<0.05, Newman-Keuls posthoc test, p>0.05; *a priori* t-test between Gh and Sh+Flx, ^#^*p* = 0.03, Sh and Sh+Flx, ^#^*p* = 0.03). (**f**) S100a10 neurons in Sh mice fire reduced number of action potentials compared to those of Gh mice. Flx treatment enhances the excitability in both groups (two-way ANOVA: Gh vs Sh, F_(1,649)_ = 9.14, ***p*<0.01; Gh vs Sh+Flx, F_(1,726)_ = 35.31, ***p*<0.01, Sh vs Sh+Flx, F_(1,693)_ = 72.28, ***p*<0.01).

**Figure S7. Serotonin 5-HT_2A_ receptors are more than two-fold enriched in S100a10 cells.** The gene expression profile of S100a10 cells obtained by the translating ribosome affinity purification (TRAP) approach is compared to a whole cortex input for several proteins, including S100a10, cell-type markers, and key 5-HT receptors. This analysis revealed that mRNA encoding 5-HT_2A_ receptors (*Htr2a*) are greater than 2-fold enriched in these cells compared to the rest of cortex, while 5-HT_1A_ receptors (*Htr1a*) are expressed at similar levels.

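Beyond the serotonin receptors, TRAP mRNA of group-housed mice differed from input in the markers of several cell types. Markers of meningeal fibroblasts, the cells of the membranes around the brain, were the most raised of the lists tested: all 10 were higher in TRAP mRNA (also 10 when adjusted over the list alone), with a median log2 fold change of 5.24. Aldh1a2, a retinoic acid synthesizing enzyme of the meninges, stood at 479 ± 28.3 CPM in TRAP mRNA (SD, n = 3) against 10.6 ± 1.72 in input (SD, n = 4), and Igf2, a growth factor, at 1632 ± 40.7 against 94.8 ± 13.7. Of 11 endothelial markers, 9 were higher and none was lower (9 and none over the list alone; median 2.15), among them the VEGF receptor gene Flt1 at 37.0 ± 6.18 CPM against 2.10 ± 0.369. Of 8 mural cell markers, 4 were higher and none was lower (median 1.92). Markers of interneurons went the other way, with 13 of 16 lower and none higher (median -1.29). Pvalb stood at 4.65 ± 1.64 CPM in TRAP mRNA against 15.5 ± 1.23 in input, and Gad2, a GABA synthesizing enzyme, at 332 ± 35.7 against 816.5 ± 28.6. These 4 lists stood apart from other genes in camera's competitive test, with adjusted p = 5.76e-29, 1.94e-08, 0.000598 and 6.69e-07 in the order given, and with an estimated correlation between genes in place of the preset one their adjusted p was 0.00404, 0.00485, 0.0238 and 0.016.
Among the neurons of the cortical layers, 5 of 8 markers of layer 5 intratelencephalic (corticostriatal) neurons were higher in TRAP mRNA and 1 was lower (5 and 1 over the list alone), with a median log2 fold change of 0.61 that did not stand apart from other genes (camera, adjusted p = 0.228). The list includes S100a10 itself. Endou and Deptor, which mark layer 5, had log2 fold changes of 2.22 and 0.36 (adjusted p = 5.49e-05 and 0.00808), while Etv1, a transcription factor of layer 5 output neurons, was lower at -0.91 (adjusted p = 4.98e-06). Of 7 markers of layer 5 pyramidal tract neurons, 2 were higher and 4 lower, and Bcl11b, which specifies those neurons, was lower at -1.64 (adjusted p = 1.6e-07). Of 8 layer 2/3 markers, 5 were lower and none was higher (median -0.73; camera, adjusted p = 0.0274, 0.283 with an estimated correlation and 0.0534 without Gh TRAP replicate 1). Layer 4 (median 0.13), layer 6 (-0.40) and hippocampal markers (-0.72) did not stand apart (adjusted p = 0.917, 0.917 and 0.437). Of 11 oligodendrocyte markers, 10 were lower and none was higher (10 and 1 over the list alone), with a median of -1.41 (adjusted p = 2.66e-06, and 0.122 with an estimated correlation). Ermn, a myelin protein gene, stood at 87.4 ± 11.3 CPM against 289 ± 39.9. Of 12 markers of striatal spiny neurons, 10 were lower (median -1.12; adjusted p = 0.000598, and 0.248 with an estimated correlation). Markers of astrocytes (median 0.00), microglia (0.45), oligodendrocyte precursors (0.94), choroid plexus (-0.92) and the pituitary (-0.84) did not stand apart (adjusted p = 0.254 to 0.958). Malat1, an RNA kept in the nucleus, fell from 45890 ± 2630 CPM in input to 6010 ± 1080 in TRAP mRNA (log2 fold change -2.93, adjusted p = 6.9e-07).
In total, 3616 genes were higher and 3951 lower in TRAP mRNA than in input of group-housed mice, of 17015 tested (edgeR, adjusted p under 0.05). Among those with the smallest p were Foxc1, a transcription factor of the meninges, at 280.5 ± 30.5 CPM against 5.15 ± 0.582 (log2 fold change 5.77, adjusted p = 1.53e-17), and Nrsn1, a neuronal vesicle protein gene, at 96.4 ± 5.20 against 379 ± 23.2 (log2 fold change -1.98, adjusted p = 3.7e-15). The split depends on the scaling: by library size alone, without TMM, the median log2 fold change of all genes moved from -0.06 to 0.18, and 5158 genes were higher and 2398 lower.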

**Figure S8. 5-HT_4_ receptors do not contribute to the 5-HT mediated excitation in S100a10 neurons.** (**a**) Representative voltage-clamp traces from a Gh mouse in response to the bath application of the selective 5-HT_4_ receptor agonist BIMU 8 before and after application of the 5-HT_4_ receptor antagonist GR113808. (**b**) A representative current-clamp trace from a Gh mouse showing that 5-HT still elicited spiking in the presence of the 5-HT_4_ receptor antagonist GR113808. (**c**) Quantification of spike frequency in response to 5-HT in S100a10 neurons in the absence and presence of the 5-HT_4_ receptor antagonist GR113808 (n=4; paired t-test, *p*>0.05).

**Figure S9. Distance traveled in the open field.** (**a**) Sh mice (n=12) traveled greater distance in the open field over 60 minutes when compared with Gh mice (n=11) (two-way ANOVA, F_(1,252)_ = 17.18, *p* < 0.01). Distance traveled in the open field did not differ between (**b**) Gh (n=11) and Sh+Flx (n=11) mice (two-way ANOVA, F_(1,240)_ = 1.8, *p* > 0.05) and between (**c**) Sh+Flx (n=11) and Sh+Flx (n=13) anxious mice (two-way ANOVA, F_(1,264)_ = 0.08, *p* > 0.05).

**Figure S10.** Venn diagram showing the comparison between Sh versus Sh+Flx genes and Sh versus Sh+Flx anxious genes (Gene list based on Supplementary Tables S2a and S2b). Both groups show robust response to Flx treatment and no major difference between the groups was observed.

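The genes that differed from Sh in the Flx groups overlapped and moved the same way. In TRAP mRNA, 320 genes were higher and 670 lower in both Sh + Flx and Sh + Flx anxious, and none was higher in one and lower in the other (edgeR). Independent lists of these sizes would share 26 higher and 69.1 lower genes. Simulated groups without effects shared 0, but independent lists of their sizes would share 0 too, so that this count decides nothing. As both comparisons use the same Sh libraries, they were repeated with these split 2 and 2 between the groups. The 6 splits gave 0 to 146 genes higher in both, 0 to 125 lower in both and 0 to 62 in opposite directions. In the split with the similar libraries Sh TRAP 1 and 4 apart from 2 and 3, these were 146, 125 and 62, where independent lists would share 60.8 higher and 75.3 lower genes, and with their places exchanged 75, 62 and 33, against 22.7 and 45.3. The other 4 splits gave at most 9 higher and 24 lower genes, against at most 0.117 and 1.19, and 0 in opposite directions. Examples from both lists are Nrn1, the neuritin gene, which rose in Sh + Flx anxious to 194.5 ± 38.1 CPM (SD, n = 4; log2 fold change 0.82, adjusted p = 0.00393 from edgeR), and Atp2b2, the calcium pump, which fell there by 0.87 on the log2 scale (adjusted p = 0.0138). Hsd11b1, which regenerates active glucocorticoid and marks layer 5, rose in the anxious group to 5.31 ± 1.78 CPM from 1.26 ± 0.604 (log2 fold change 2.06, adjusted p = 0.00616), and its adjusted p without Sh TRAP 2 and 3, the libraries low in S100a10, was 0.0183.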

**Figure S11.** Key genes in the 5-HTR_2A_ network regulated in opposite directions by single housing (Sh) and by chronic fluoxetine (Flx).

**Figure S12.** Motor and sensory phenotype pathways altered by chronic social isolation (Sh) and restored by chronic fluoxetine (Flx).

Supplementary Table Legends:

**Tables S1a, S1b, S1c.** Gene lists representing the differentially expressed genes between the groups: Gh versus Sh, Gh versus Sh+Flx, Gh versus Sh+Flx anxious.

**Tables S2a, S2b.** Genelist representing the differentially expressed genes between the groups: Sh versus Sh+Flx, Sh versus Sh+Flx anxious.

**Table S3.** List of genes affected by single housing and normalized by Flx.

**Table S4.** List of genes and the pathways linking Flx-normalized genes to 5-HTR_2A_ signaling.

# Supplementary material for: Mapping the physiological and molecular markers of stress and SSRI antidepressant treatment in S100a10 corticostriatal neurons
**Source:** Mol Psychiatry. 2019 Aug 20;25(5):1112–29. doi: 10.1038/s41380-019-0473-6
**Supplement:** Supplementary file 14 — Supplemental Table S1a

Suppl Table S1a: Genelist showing the differentially expressed genes (551) between the Gh and Sh groups, in the context of all the genes examined.

# Supplementary material for: Mapping the physiological and molecular markers of stress and SSRI antidepressant treatment in S100a10 corticostriatal neurons
**Source:** Mol Psychiatry. 2019 Aug 20;25(5):1112–29. doi: 10.1038/s41380-019-0473-6
**Supplement:** Supplementary file 15 — Supplemental Table S1b

Suppl Table S1b: Genelist representing the differentially expressed genes (122) between the Gh and Sh+Flx groups, in the context of all the genes examined.

# Supplementary material for: Mapping the physiological and molecular markers of stress and SSRI antidepressant treatment in S100a10 corticostriatal neurons
**Source:** Mol Psychiatry. 2019 Aug 20;25(5):1112–29. doi: 10.1038/s41380-019-0473-6
**Supplement:** Supplementary file 16 — Supplemental Table S1c

Suppl Table 1c: Genelist representing the differentially expressed genes (287) between the Gh and Sh+Flx anxious groups, in the context of all the genes examined.

# Supplementary material for: Mapping the physiological and molecular markers of stress and SSRI antidepressant treatment in S100a10 corticostriatal neurons
**Source:** Mol Psychiatry. 2019 Aug 20;25(5):1112–29. doi: 10.1038/s41380-019-0473-6
**Supplement:** Supplementary file 17 — Supplemental Table S2a

Suppl Table S2a: Genelist representing the differentially expressed genes (3463) between the Sh and Sh+Flx groups in the context of all genes examined.

# Supplementary material for: Mapping the physiological and molecular markers of stress and SSRI antidepressant treatment in S100a10 corticostriatal neurons
**Source:** Mol Psychiatry. 2019 Aug 20;25(5):1112–29. doi: 10.1038/s41380-019-0473-6
**Supplement:** Supplementary file 18 — Supplemental Table S2b

Suppl Table 2b. Genelist representing the differentially expressed genes (4166) between the Sh and Sh+Flx anxious groups, in the context of all examined genes.

# Supplementary material for: Mapping the physiological and molecular markers of stress and SSRI antidepressant treatment in S100a10 corticostriatal neurons
**Source:** Mol Psychiatry. 2019 Aug 20;25(5):1112–29. doi: 10.1038/s41380-019-0473-6
**Supplement:** Supplementary file 19 — Supplemental Table S3

Suppl Table S3. List of genes (389) affected by single housing and normalized by Flx.

| symbol      | Sh_logFC     | Sh_FDR      | Flx_vs_Sh_logFC | Flx_vs_Sh_FDR | max_FDR     |
|-------------|--------------|-------------|-----------------|---------------|-------------|
| Prl         | 11.49910345  | 0.007517013 | -6.912934967    | 0.001298739   | 0.007517013 |
| Nrbf2       | -1.019413645 | 0.007517013 | 0.689274374     | 0.004692414   | 0.007517013 |
| Gm561       | -1.139087412 | 0.015919177 | 1.093780376     | 0.001299161   | 0.015919177 |
| Grin1os     | 3.00906483   | 0.018063529 | -2.024987962    | 0.011228166   | 0.018063529 |
| Cox5b       | -0.915688063 | 0.018063529 | 0.87574177      | 0.001916545   | 0.018063529 |
| Pik3c2b     | 0.898244241  | 0.018063529 | -0.864075918    | 0.00191865    | 0.018063529 |
| Lyrm7       | -0.874026787 | 0.018063529 | 0.639439994     | 0.007062683   | 0.018063529 |
| Gng3        | -0.727457428 | 0.018063529 | 0.734158607     | 0.001650257   | 0.018063529 |
| 6330403K07f | -0.666845126 | 0.018063529 | 0.667483705     | 0.0016475     | 0.018063529 |
| Snx2        | -0.650327193 | 0.018063529 | 0.663114197     | 0.001651308   | 0.018063529 |
| 1110059E24f | -0.68689767  | 0.018063529 | 0.609825452     | 0.003338413   | 0.018063529 |
| Stmn1       | -0.72193538  | 0.018063529 | 0.537528996     | 0.008568601   | 0.018063529 |
| Gm14295     | -0.60422602  | 0.018063529 | 0.474511315     | 0.006296393   | 0.018063529 |
| Thap11      | -0.807208224 | 0.019908727 | 0.709034554     | 0.004486232   | 0.019908727 |
| Fam160b2    | 0.724333634  | 0.019908727 | -0.581391619    | 0.007456026   | 0.019908727 |
| Mllt11      | -0.558084651 | 0.022123525 | 0.48227842      | 0.005528225   | 0.022123525 |
| Mtap7d3     | -2.251970079 | 0.019908727 | 1.292750335     | 0.02268552    | 0.02268552  |
| Coa3        | -0.831824964 | 0.023025115 | 0.864740942     | 0.002168318   | 0.023025115 |
| Pitpmn2os1  | 4.552491921  | 0.024425128 | -2.657182359    | 0.016671909   | 0.024425128 |
| 1700028P14f | -2.298177072 | 0.024425128 | 2.040272983     | 0.005354402   | 0.024425128 |
| Nrn1        | -0.65070423  | 0.024425128 | 0.495212594     | 0.010562436   | 0.024425128 |
| Med23       | 0.783080701  | 0.024732786 | -1.036940491    | 0.000599232   | 0.024732786 |
| Plxnd1      | 0.829734252  | 0.024732786 | -0.785896486    | 0.004434559   | 0.024732786 |
| Mrps33      | -0.596326309 | 0.024732786 | 0.689005734     | 0.001650257   | 0.024732786 |
| Tnnt2       | -1.215603133 | 0.024887125 | 1.520098546     | 0.001025121   | 0.024887125 |
| Nrgn        | -0.692025293 | 0.018139125 | 0.39553488      | 0.025483204   | 0.025483204 |
| Ppp2r2cos   | 3.09993696   | 0.025985692 | -2.546212244    | 0.007977206   | 0.025985692 |
| Orc1        | 1.993722944  | 0.025985692 | -1.610011037    | 0.008612672   | 0.025985692 |
| AA413626    | 6.642325864  | 0.027150847 | -8.113426445    | 0.00271372    | 0.027150847 |
| Sh3bgr      | -7.096315235 | 0.027150847 | 5.772729952     | 0.009832201   | 0.027150847 |
| Gm5464      | 2.941803397  | 0.027150847 | -2.494985798    | 0.00774449    | 0.027150847 |
| Sema4g      | 1.427395909  | 0.027150847 | -1.196407868    | 0.011098618   | 0.027150847 |
| ErbB4       | 0.940336147  | 0.027150847 | -1.321136078    | 0.000599232   | 0.027150847 |
| Ptchd4      | 0.972181831  | 0.027150847 | -1.07112972     | 0.00271372    | 0.027150847 |
| Bmyc        | -0.802822885 | 0.027150847 | 1.013174898     | 0.001298739   | 0.027150847 |
| Bzw2        | 0.908026421  | 0.027150847 | -0.865940713    | 0.005006121   | 0.027150847 |
| Medag       | -0.543892055 | 0.027150847 | 1.03924865      | 6.25E-05      | 0.027150847 |
| Efh2        | -0.641404108 | 0.027150847 | 0.731073599     | 0.002045772   | 0.027150847 |
| Ndufa6      | -0.719746194 | 0.027150847 | 0.606512565     | 0.008846654   | 0.027150847 |
| Adam10      | 0.671152141  | 0.027150847 | -0.593877998    | 0.006898519   | 0.027150847 |
| Med24       | 0.737457119  | 0.027150847 | -0.47743458     | 0.025435928   | 0.027150847 |
| Slc35b1     | -0.882963786 | 0.029344832 | 0.68858569      | 0.01324405    | 0.029344832 |
| Nfrkb       | 0.792856856  | 0.030000852 | -0.66774047     | 0.009832201   | 0.030000852 |
| Snca        | -0.607474247 | 0.019908727 | 0.340290767     | 0.030723143   | 0.030723143 |
| Adamts3     | 0.996095905  | 0.031599729 | -0.943145584    | 0.00740694    | 0.031599729 |

|             |              |             |              |             |             |
|-------------|--------------|-------------|--------------|-------------|-------------|
| Cyts        | -0.683619131 | 0.031599729 | 1.081834733  | 0.00034486  | 0.031599729 |
| Katnbl1     | 0.950781668  | 0.031817311 | -0.630074784 | 0.026743328 | 0.031817311 |
| Sfi1        | 1.411313503  | 0.031997119 | -1.450727886 | 0.004391538 | 0.031997119 |
| Gosr2       | -0.523967654 | 0.032144325 | 0.547307194  | 0.004192998 | 0.032144325 |
| BC048546    | -0.858224522 | 0.023025115 | 0.479193532  | 0.032404834 | 0.032404834 |
| Gpr155      | 0.819755922  | 0.030000852 | -0.514322507 | 0.032869738 | 0.032869738 |
| Gabrq       | 1.520300305  | 0.033576392 | -2.024702223 | 0.001648507 | 0.033576392 |
| Ryr1        | 1.533491336  | 0.033819954 | -2.511964215 | 0.000389346 | 0.033819954 |
| Bora        | 1.862743432  | 0.033819954 | -1.906277313 | 0.004006895 | 0.033819954 |
| AB041803    | 1.925657475  | 0.033819954 | -1.551342453 | 0.013954322 | 0.033819954 |
| Gm20748     | -1.885394215 | 0.033819954 | 1.576922358  | 0.011098618 | 0.033819954 |
| Gjd2        | 1.509785218  | 0.033819954 | -1.880190261 | 0.00204219  | 0.033819954 |
| Vwa5b2      | 1.301115276  | 0.033819954 | -1.69873853  | 0.001650257 | 0.033819954 |
| Emd         | -0.641886881 | 0.033819954 | 1.898527286  | 3.68E-07    | 0.033819954 |
| Rilpl2      | -1.245192414 | 0.033819954 | 1.130147703  | 0.008262925 | 0.033819954 |
| Col11a1     | 1.088097468  | 0.033819954 | -1.145061695 | 0.004150298 | 0.033819954 |
| Glde        | 1.161581553  | 0.033819954 | -0.989837083 | 0.012567203 | 0.033819954 |
| Me3         | 1.061819569  | 0.033819954 | -0.779597152 | 0.022840794 | 0.033819954 |
| Mapre3      | -0.56356468  | 0.033819954 | 0.799461008  | 0.000986503 | 0.033819954 |
| Tnrc18      | 0.578488845  | 0.033819954 | -0.545970864 | 0.007023658 | 0.033819954 |
| Gm16039     | -0.63052853  | 0.033819954 | 0.415056718  | 0.031238833 | 0.033819954 |
| Strn        | 0.470547377  | 0.033819954 | -0.499576441 | 0.004391178 | 0.033819954 |
| Zmym3       | 0.758036412  | 0.034179293 | -0.955666096 | 0.002056357 | 0.034179293 |
| Tagln3      | -0.681976436 | 0.034179293 | 0.709927449  | 0.004949048 | 0.034179293 |
| Nxf7        | -3.83124101  | 0.034275592 | 3.248373614  | 0.012403407 | 0.034275592 |
| 4933413L06f | 2.71390537   | 0.034275592 | -2.877048177 | 0.004718282 | 0.034275592 |
| E330023G01  | 1.776715465  | 0.034275592 | -2.184563885 | 0.002985108 | 0.034275592 |
| Rinl        | -1.872813735 | 0.034275592 | 1.976532485  | 0.004593423 | 0.034275592 |
| Syndig1l    | 1.318764596  | 0.034275592 | -0.932101732 | 0.023709683 | 0.034275592 |
| Mrpl12      | -1.037517334 | 0.034275592 | 0.889431298  | 0.011098618 | 0.034275592 |
| Pkd1        | 0.857717516  | 0.034275592 | -0.941331149 | 0.004434559 | 0.034275592 |
| Abca5       | 0.856664229  | 0.034275592 | -0.922718972 | 0.004274122 | 0.034275592 |
| Cntn3       | 0.783628042  | 0.034275592 | -0.860769607 | 0.004099687 | 0.034275592 |
| Zfp746      | -0.67458836  | 0.034275592 | 0.451241574  | 0.031446693 | 0.034275592 |
| Atf4        | -0.522774202 | 0.034275592 | 0.594198604  | 0.003338413 | 0.034275592 |
| Vti1b       | -0.630728748 | 0.034275592 | 0.453771754  | 0.024165212 | 0.034275592 |
| C430049B03l | -2.044899592 | 0.035248898 | 1.373392288  | 0.02953153  | 0.035248898 |
| Leng8       | 1.07045333   | 0.035248898 | -1.346646547 | 0.002186558 | 0.035248898 |
| Mdm1        | 1.091419266  | 0.035248898 | -1.266007904 | 0.004006895 | 0.035248898 |
| Ets1        | -0.736966306 | 0.035248898 | 0.904074778  | 0.002264101 | 0.035248898 |
| Slc4a4      | 0.54285964   | 0.035248898 | -0.615032395 | 0.003596646 | 0.035248898 |
| Cotl1       | -0.953524121 | 0.035376764 | 1.035586775  | 0.004391538 | 0.035376764 |
| Ccdc43      | -0.707168361 | 0.035376764 | 0.61566714   | 0.013170407 | 0.035376764 |
| Fam19a3     | -7.5213543   | 0.035603784 | 7.903549525  | 0.006041857 | 0.035603784 |
| Atp1a4      | 3.381762249  | 0.035603784 | -2.416672323 | 0.020598576 | 0.035603784 |
| Shcbp1l     | 2.888566243  | 0.035603784 | -2.397798083 | 0.01288825  | 0.035603784 |

|             |              |             |              |             |             |
|-------------|--------------|-------------|--------------|-------------|-------------|
| Il1rap      | 0.848026405  | 0.035603784 | -1.09216321  | 0.002045772 | 0.035603784 |
| Ptprz1      | 0.74679071   | 0.035603784 | -1.110311301 | 0.001188689 | 0.035603784 |
| Ndufa11     | -0.803746517 | 0.035603784 | 0.951876155  | 0.003277847 | 0.035603784 |
| Ano4        | 0.83249707   | 0.035603784 | -0.591721852 | 0.027768531 | 0.035603784 |
| Trnau1ap    | -0.76406936  | 0.035603784 | 0.658726133  | 0.012900226 | 0.035603784 |
| Msl3        | -0.597087168 | 0.035603784 | 0.528686309  | 0.011583639 | 0.035603784 |
| Rap2a       | -0.423294075 | 0.035995184 | 0.399162265  | 0.009408339 | 0.035995184 |
| Psmc6       | -0.574548391 | 0.03605736  | 0.658443801  | 0.003826237 | 0.03605736  |
| F420014N23  | 1.867307302  | 0.036179983 | -2.190829413 | 0.003338413 | 0.036179983 |
| Fam184b     | 1.371263529  | 0.036179983 | -1.140223026 | 0.017234903 | 0.036179983 |
| Usp29       | 0.73619797   | 0.036179983 | -1.285045839 | 0.00034486  | 0.036179983 |
| Adcy5       | 0.464246207  | 0.036179983 | -0.400576794 | 0.013544602 | 0.036179983 |
| Skap2       | -0.938903652 | 0.024425128 | 0.518005636  | 0.036341025 | 0.036341025 |
| 4930579G24  | 1.077039484  | 0.036937252 | -1.142356799 | 0.005827316 | 0.036937252 |
| Agrn        | 0.838595417  | 0.036937252 | -1.200503414 | 0.001650257 | 0.036937252 |
| Nelfe       | -1.00515148  | 0.036937252 | 0.946245465  | 0.009848229 | 0.036937252 |
| Ndufs4      | -0.461324475 | 0.036937252 | 0.514361526  | 0.004718282 | 0.036937252 |
| Ccp1os      | -0.974436273 | 0.037092741 | 0.954649704  | 0.008746989 | 0.037092741 |
| Tmem136     | 0.900026747  | 0.037092741 | -0.766001953 | 0.016403071 | 0.037092741 |
| Higd2a      | -0.71872029  | 0.037092741 | 0.594578161  | 0.017159788 | 0.037092741 |
| Chmp4b      | -0.477543631 | 0.037092741 | 0.462648288  | 0.009085263 | 0.037092741 |
| Mpc1        | -0.519238687 | 0.037092741 | 0.404822979  | 0.021378417 | 0.037092741 |
| Stx1a       | -0.841250126 | 0.025985692 | 0.472242618  | 0.037325094 | 0.037325094 |
| Pcnx        | 0.646378453  | 0.038068542 | -0.583315029 | 0.012403407 | 0.038068542 |
| Bag5        | -0.563253321 | 0.038225577 | 0.742714618  | 0.002091788 | 0.038225577 |
| Ncapd3      | 0.930550649  | 0.038311294 | -0.895349865 | 0.009408339 | 0.038311294 |
| Muc6        | 2.013940768  | 0.038367421 | -1.600939832 | 0.015852724 | 0.038367421 |
| Kif26b      | 1.312615056  | 0.038367421 | -1.539383197 | 0.005352798 | 0.038367421 |
| Rab5a       | -0.511636872 | 0.038367421 | 0.379704549  | 0.026750462 | 0.038367421 |
| Rtl1        | 1.289104009  | 0.03848806  | -2.213970707 | 0.000556276 | 0.03848806  |
| Bambi       | -1.959233129 | 0.03848806  | 1.433576443  | 0.028445829 | 0.03848806  |
| Actn2       | 1.129101307  | 0.03848806  | -1.406001348 | 0.002924215 | 0.03848806  |
| Hscb        | -1.172030846 | 0.03848806  | 1.132775528  | 0.008993761 | 0.03848806  |
| Mief1       | -0.791847069 | 0.03848806  | 0.550730988  | 0.033712643 | 0.03848806  |
| Dnajc30     | -0.664389634 | 0.03848806  | 0.620542427  | 0.011003972 | 0.03848806  |
| Cabin1      | 0.602800318  | 0.03848806  | -0.404717835 | 0.038099477 | 0.03848806  |
| Stmn2       | -0.430122031 | 0.03848806  | 0.417944222  | 0.009376393 | 0.03848806  |
| 0610009L18f | -1.954680212 | 0.024425128 | 1.043491449  | 0.03892322  | 0.03892322  |
| Bcas1       | 0.86828343   | 0.039060622 | -1.329461904 | 0.001298739 | 0.039060622 |
| Chaf1b      | -6.534914212 | 0.039095331 | 5.831989895  | 0.013605575 | 0.039095331 |
| Batf2       | -4.604963192 | 0.039095331 | 3.065652796  | 0.035325188 | 0.039095331 |
| Gm16907     | 2.4714276    | 0.039095331 | -2.433333243 | 0.009245241 | 0.039095331 |
| Zar1l       | -2.341862329 | 0.039095331 | 2.070302407  | 0.015020882 | 0.039095331 |
| Sntb1       | -1.38708532  | 0.039095331 | 1.894929735  | 0.001937745 | 0.039095331 |
| Poll        | -1.711868228 | 0.039095331 | 1.405574108  | 0.019130969 | 0.039095331 |
| Ftx         | 1.035323586  | 0.039095331 | -2.056682696 | 0.000192716 | 0.039095331 |

|             |              |             |              |             |             |
|-------------|--------------|-------------|--------------|-------------|-------------|
| Snrrnp25    | -1.395824059 | 0.039095331 | 1.633639663  | 0.004679798 | 0.039095331 |
| Gpaa1       | 1.628851641  | 0.039095331 | -1.313368385 | 0.019683142 | 0.039095331 |
| Meg3        | 1.094498103  | 0.039095331 | -1.702765674 | 0.001259044 | 0.039095331 |
| Lrp1b       | 1.073700731  | 0.039095331 | -1.218119794 | 0.005576138 | 0.039095331 |
| Tmem67      | 1.009893198  | 0.039095331 | -0.972391052 | 0.010688436 | 0.039095331 |
| Dnah7b      | 0.831352591  | 0.039095331 | -1.140566647 | 0.001651308 | 0.039095331 |
| Utp11l      | -0.848635915 | 0.039095331 | 0.816005602  | 0.011098618 | 0.039095331 |
| Gbp10       | -0.812935306 | 0.039095331 | 0.838318038  | 0.008911482 | 0.039095331 |
| Nat10       | 0.814956202  | 0.039095331 | -0.767360769 | 0.011554203 | 0.039095331 |
| Pnlsr       | 0.789667086  | 0.039095331 | -0.747670268 | 0.012035505 | 0.039095331 |
| Exosc1      | -0.784982642 | 0.039095331 | 0.717723115  | 0.013858897 | 0.039095331 |
| Nwd1        | 0.752858479  | 0.039095331 | -0.737834275 | 0.010336839 | 0.039095331 |
| Lrrtm4      | 0.683603172  | 0.039095331 | -0.700659276 | 0.008122805 | 0.039095331 |
| Pcnxl3      | 0.619376275  | 0.039095331 | -0.763236006 | 0.003578872 | 0.039095331 |
| Dgke        | 0.724409479  | 0.039095331 | -0.622309593 | 0.018991006 | 0.039095331 |
| Fam199x     | 0.652109448  | 0.039095331 | -0.690007659 | 0.007220111 | 0.039095331 |
| Mospd1      | -0.686275159 | 0.039095331 | 0.650877994  | 0.010995127 | 0.039095331 |
| Tial1       | 0.545371513  | 0.039095331 | -0.78871646  | 0.001608793 | 0.039095331 |
| Myo9b       | 0.706560198  | 0.039095331 | -0.613444169 | 0.016519325 | 0.039095331 |
| Cnrip1      | -0.535698461 | 0.039095331 | 0.726665418  | 0.001990163 | 0.039095331 |
| Smpd4       | 0.721487708  | 0.039095331 | -0.525882178 | 0.031286318 | 0.039095331 |
| Rheb        | -0.579172317 | 0.039095331 | 0.667445315  | 0.004845377 | 0.039095331 |
| Dzip3       | 0.682550409  | 0.039095331 | -0.554535887 | 0.022065543 | 0.039095331 |
| Pomp        | -0.642471836 | 0.039095331 | 0.560966353  | 0.016532923 | 0.039095331 |
| Arhgap39    | 0.659101126  | 0.039095331 | -0.537788281 | 0.020521416 | 0.039095331 |
| 4833420G17  | 0.66559179   | 0.039095331 | -0.455777621 | 0.03563708  | 0.039095331 |
| Rab36       | 0.648813739  | 0.039095331 | -0.45536722  | 0.033611995 | 0.039095331 |
| 2610301B20l | -0.558559512 | 0.039095331 | 0.509969625  | 0.013518739 | 0.039095331 |
| Ndufa12     | -0.610628259 | 0.039095331 | 0.45248132   | 0.028937947 | 0.039095331 |
| Ppp2ca      | -0.403523142 | 0.039095331 | 0.601181647  | 0.001298739 | 0.039095331 |
| Tceal6      | -0.546087075 | 0.039095331 | 0.437220985  | 0.022501016 | 0.039095331 |
| Zmat2       | -0.5001579   | 0.039095331 | 0.420004785  | 0.019213966 | 0.039095331 |
| Ccdc47      | 0.470891369  | 0.039095331 | -0.331212903 | 0.034310845 | 0.039095331 |
| Tspan33     | -1.564724107 | 0.039363477 | 1.146853237  | 0.031286318 | 0.039363477 |
| Grwd1       | -1.545682823 | 0.039363477 | 1.116715802  | 0.033306375 | 0.039363477 |
| Pisd-ps1    | 1.181273193  | 0.03938931  | -1.61653333  | 0.002176856 | 0.03938931  |
| Ube4a       | 0.5889815    | 0.03938931  | -0.592785224 | 0.009559987 | 0.03938931  |
| C030046E11f | 0.590280644  | 0.03938931  | -0.464635515 | 0.024824809 | 0.03938931  |
| Ufd1l       | -0.439715542 | 0.03938931  | 0.55075987   | 0.003359824 | 0.03938931  |
| Atp6v1g2    | -0.48199295  | 0.03938931  | 0.448848028  | 0.013012475 | 0.03938931  |
| Pcdhga3     | 0.82716633   | 0.03940335  | -1.197762723 | 0.002168318 | 0.03940335  |
| Sumo1       | -0.663184705 | 0.03940335  | 0.67049808   | 0.010170589 | 0.03940335  |
| Usp24       | 0.623337288  | 0.039459588 | -0.702699199 | 0.006296393 | 0.039459588 |
| Cfl1        | -0.484442534 | 0.039459588 | 0.511067813  | 0.008061635 | 0.039459588 |
| Banf1       | -0.840977682 | 0.039095331 | 0.57782045   | 0.039471095 | 0.039471095 |
| H19         | -4.98016568  | 0.039550782 | 4.848037614  | 0.011304213 | 0.039550782 |

|             |              |             |              |             |             |
|-------------|--------------|-------------|--------------|-------------|-------------|
| Svep1       | 1.107221336  | 0.039550782 | -0.987585024 | 0.015991288 | 0.039550782 |
| Lhpp        | -1.045953487 | 0.039550782 | 1.020880626  | 0.010995127 | 0.039550782 |
| Nob1        | -1.011022612 | 0.039550782 | 0.95169365   | 0.0125932   | 0.039550782 |
| Chrac1      | -1.068636653 | 0.039550782 | 0.839669034  | 0.024651958 | 0.039550782 |
| Med31       | -0.862476584 | 0.039550782 | 0.977377934  | 0.005987738 | 0.039550782 |
| Lmo7        | 0.980841464  | 0.039550782 | -0.850601413 | 0.018530868 | 0.039550782 |
| Rfc2        | -0.982799877 | 0.039550782 | 0.822996752  | 0.020861355 | 0.039550782 |
| Med12       | 0.743694649  | 0.039550782 | -0.942279671 | 0.003338413 | 0.039550782 |
| Taf10       | -0.780126537 | 0.039550782 | 0.900693067  | 0.005781534 | 0.039550782 |
| Ift22       | -0.801277697 | 0.039550782 | 0.732118201  | 0.015845459 | 0.039550782 |
| Srfbp1      | -0.764118782 | 0.039550782 | 0.736613333  | 0.011820351 | 0.039550782 |
| Cyb5        | -0.724309152 | 0.039550782 | 0.70512883   | 0.011866797 | 0.039550782 |
| Fancm       | 0.752381184  | 0.039550782 | -0.674618416 | 0.01757078  | 0.039550782 |
| Cln8        | 0.709996959  | 0.039550782 | -0.677700818 | 0.012166448 | 0.039550782 |
| Ndufa8      | -0.570861052 | 0.039550782 | 0.701050422  | 0.004274122 | 0.039550782 |
| Ift20       | -0.617053039 | 0.039550782 | 0.62407317   | 0.009832201 | 0.039550782 |
| Dynlt3      | -0.578580036 | 0.039550782 | 0.636747758  | 0.007273831 | 0.039550782 |
| Arl6        | -0.580842839 | 0.039550782 | 0.612230562  | 0.008993761 | 0.039550782 |
| Anapc1      | 0.499086866  | 0.039550782 | -0.687777837 | 0.002264101 | 0.039550782 |
| Prrc1       | -0.588056815 | 0.039550782 | 0.58144325   | 0.01052111  | 0.039550782 |
| Pign        | 0.671126625  | 0.039550782 | -0.486906852 | 0.033805771 | 0.039550782 |
| D630045J12F | 0.565520951  | 0.039550782 | -0.569114827 | 0.01052111  | 0.039550782 |
| Psmb1       | -0.514686709 | 0.039550782 | 0.597196691  | 0.005528225 | 0.039550782 |
| Haus2       | -0.533301143 | 0.039550782 | 0.563288708  | 0.008056926 | 0.039550782 |
| Ensa        | -0.50622745  | 0.039550782 | 0.525063199  | 0.009158252 | 0.039550782 |
| Ptprk       | 0.489895948  | 0.039550782 | -0.52669554  | 0.007840571 | 0.039550782 |
| Cplx1       | -0.416517572 | 0.039550782 | 0.32164781   | 0.028933971 | 0.039550782 |
| Fam178a     | 0.424355891  | 0.039570981 | -0.329508257 | 0.027976367 | 0.039570981 |
| Plcg1       | 0.654052773  | 0.039978462 | -0.731220058 | 0.00667274  | 0.039978462 |
| Glt8d1      | 0.727960974  | 0.039990206 | -0.981596581 | 0.00271372  | 0.039990206 |
| Mbp         | 0.774035978  | 0.040189766 | -1.074118539 | 0.002456409 | 0.040189766 |
| Atg5        | -0.58480138  | 0.040189766 | 0.50255417   | 0.019683142 | 0.040189766 |
| 2010015L04F | 1.033982166  | 0.033819954 | -0.626138669 | 0.040333118 | 0.040333118 |
| Polrmt      | 1.128371318  | 0.040336509 | -1.026175541 | 0.015461689 | 0.040336509 |
| Tpd52l1     | -0.764309429 | 0.040383836 | 0.835786492  | 0.008993761 | 0.040383836 |
| Chchd6      | -0.855246191 | 0.040383836 | 0.640884758  | 0.033157689 | 0.040383836 |
| Ep400       | 0.704631313  | 0.040383836 | -0.75296554  | 0.008721891 | 0.040383836 |
| Plin4       | 2.274618221  | 0.035248898 | -1.357676512 | 0.040570093 | 0.040570093 |
| Abcg1       | 0.69948973   | 0.040977592 | -0.750366512 | 0.009158252 | 0.040977592 |
| D130043K22I | 1.033041878  | 0.040189766 | -0.723596237 | 0.041039778 | 0.041039778 |
| Gm16675     | -5.617806098 | 0.041153393 | 6.576809534  | 0.005987738 | 0.041153393 |
| Tmem26      | 6.164635837  | 0.041153393 | -4.718137894 | 0.018530868 | 0.041153393 |
| Slc2a4rg-ps | 1.704809736  | 0.041153393 | -1.86001789  | 0.00740694  | 0.041153393 |
| Cstb        | -0.743596237 | 0.041153393 | 2.464245859  | 7.51E-07    | 0.041153393 |
| Trrap       | 0.847017927  | 0.041153393 | -0.877569934 | 0.01028441  | 0.041153393 |
| Rpgr        | 0.858925268  | 0.041153393 | -0.8501392   | 0.012542302 | 0.041153393 |

|             |              |             |              |             |             |
|-------------|--------------|-------------|--------------|-------------|-------------|
| Eif3k       | -0.785746269 | 0.041153393 | 0.850511255  | 0.008503474 | 0.041153393 |
| Ccer1       | 7.191934904  | 0.04155866  | -7.223928912 | 0.008348062 | 0.04155866  |
| Gm16853     | 3.867368432  | 0.041701618 | -2.890997173 | 0.038016984 | 0.041701618 |
| Rasl11b     | -0.619736983 | 0.039095331 | 0.414054612  | 0.041939768 | 0.041939768 |
| Ube2b       | -0.449869839 | 0.042122471 | 0.381382071  | 0.022862867 | 0.042122471 |
| Gm16523     | 1.482176745  | 0.042227443 | -2.123020873 | 0.002498886 | 0.042227443 |
| Rgs9        | 0.909287339  | 0.042227443 | -1.216542718 | 0.003994905 | 0.042227443 |
| Tia1        | 0.775429015  | 0.042227443 | -0.654082964 | 0.02324221  | 0.042227443 |
| Rp9         | -0.734281501 | 0.042227443 | 0.561325401  | 0.033157689 | 0.042227443 |
| Gabarapl1   | -0.481069255 | 0.042227443 | 0.634514578  | 0.003410248 | 0.042227443 |
| Cox5a       | -0.508910891 | 0.042227443 | 0.603119209  | 0.005827316 | 0.042227443 |
| Cisd1       | -0.558117821 | 0.042227443 | 0.464840287  | 0.024512648 | 0.042227443 |
| Timm8b      | -0.552725089 | 0.042227443 | 0.43099244   | 0.031245658 | 0.042227443 |
| Pak1        | -0.422022904 | 0.042227443 | 0.324467669  | 0.032905195 | 0.042227443 |
| Csrp2       | -0.700719602 | 0.042346541 | 1.031135124  | 0.002045772 | 0.042346541 |
| Slc46a1     | 1.33948036   | 0.042375447 | -1.099802753 | 0.024021694 | 0.042375447 |
| Pou4f1      | -7.427482906 | 0.042405465 | 7.297143136  | 0.012796843 | 0.042405465 |
| Dnah1       | 0.963265516  | 0.042405465 | -0.88303233  | 0.016519325 | 0.042405465 |
| 1700021F05f | -0.574434434 | 0.042405465 | 0.579474445  | 0.011419732 | 0.042405465 |
| Ywhah       | -0.37108848  | 0.042405465 | 0.375733937  | 0.011481361 | 0.042405465 |
| Ypel3       | -0.453396927 | 0.042432377 | 0.363084454  | 0.028696373 | 0.042432377 |
| Tbrg3       | 1.021424942  | 0.042529096 | -1.772305534 | 0.00123253  | 0.042529096 |
| Tmem251     | -0.766604351 | 0.042529096 | 0.833142418  | 0.008835803 | 0.042529096 |
| Trmt112     | -0.577037696 | 0.042529096 | 0.581879288  | 0.011913278 | 0.042529096 |
| Cend1       | -0.445564658 | 0.042529096 | 0.5554224    | 0.004718282 | 0.042529096 |
| Lrba        | 0.642321402  | 0.042822241 | -0.877404753 | 0.002924215 | 0.042822241 |
| Zyx         | -0.519825969 | 0.043179994 | 0.868203471  | 0.001025121 | 0.043179994 |
| Acbd3       | -0.430943115 | 0.04332218  | 0.453178872  | 0.010747499 | 0.04332218  |
| Adra1a      | 0.689357619  | 0.043411571 | -0.647466103 | 0.015845459 | 0.043411571 |
| Oxt         | -3.359410479 | 0.024425128 | 1.730170731  | 0.043428667 | 0.043428667 |
| Ddn         | 0.497845012  | 0.043614562 | -0.715591027 | 0.002258197 | 0.043614562 |
| Gm10677     | 1.790034147  | 0.043658584 | -1.511192936 | 0.024082937 | 0.043658584 |
| Sptbn4      | 1.423130093  | 0.043658584 | -1.391810542 | 0.014422526 | 0.043658584 |
| Chrd        | 1.087440147  | 0.043658584 | -1.210922328 | 0.0078438   | 0.043658584 |
| Eif1b       | -0.51382531  | 0.043658584 | 0.578959314  | 0.008525424 | 0.043658584 |
| Rnf185      | -0.541230361 | 0.043658584 | 0.548599749  | 0.011968664 | 0.043658584 |
| Gabpa       | -0.481070794 | 0.043658584 | 0.572883851  | 0.006106932 | 0.043658584 |
| Bcan        | 0.939105039  | 0.043763464 | -1.266298004 | 0.005521076 | 0.043763464 |
| Cdan1       | 0.784107834  | 0.043763464 | -1.053264663 | 0.003277847 | 0.043763464 |
| Fgf16       | 6.540207923  | 0.044050805 | -4.393314662 | 0.018241344 | 0.044050805 |
| Gm19990     | -4.699983956 | 0.044050805 | 4.342281956  | 0.017473686 | 0.044050805 |
| 4930449E18f | 3.279703566  | 0.044050805 | -2.785679787 | 0.019239476 | 0.044050805 |
| Serpinc1    | 2.413158612  | 0.044050805 | -2.908917049 | 0.006108443 | 0.044050805 |
| Rgs1        | 1.514166881  | 0.044050805 | -1.583073046 | 0.010505556 | 0.044050805 |
| Thsd7b      | 1.622548005  | 0.044050805 | -1.298739345 | 0.028100258 | 0.044050805 |
| Trank1      | 1.066961503  | 0.044050805 | -1.474032828 | 0.003338413 | 0.044050805 |

|             |              |             |              |             |             |
|-------------|--------------|-------------|--------------|-------------|-------------|
| 2310047M1C  | -1.049506874 | 0.044050805 | 1.227745112  | 0.00740694  | 0.044050805 |
| Kbtbd8      | 0.868127325  | 0.044050805 | -1.173470252 | 0.003082402 | 0.044050805 |
| Pcdhb3      | 1.131986029  | 0.044050805 | -0.887821431 | 0.030072291 | 0.044050805 |
| Dtwd2       | 1.043889909  | 0.044050805 | -0.732465549 | 0.041672086 | 0.044050805 |
| Ubr4        | 0.825933891  | 0.044050805 | -0.902028338 | 0.009158252 | 0.044050805 |
| Ahi1        | 0.698783432  | 0.044050805 | -0.826128584 | 0.006623643 | 0.044050805 |
| Atr         | 0.70823714   | 0.044050805 | -0.642601715 | 0.018779445 | 0.044050805 |
| Vps28       | -0.550711336 | 0.044050805 | 0.769107393  | 0.002910191 | 0.044050805 |
| Serac1      | 0.757184629  | 0.044050805 | -0.54517784  | 0.043802031 | 0.044050805 |
| Simc1       | 0.59016457   | 0.044050805 | -0.706421192 | 0.005987738 | 0.044050805 |
| Bud31       | -0.613489189 | 0.044050805 | 0.669165514  | 0.009185552 | 0.044050805 |
| Ppia        | -0.607511382 | 0.044050805 | 0.674525496  | 0.008870903 | 0.044050805 |
| 2310022B05I | -0.522001805 | 0.044050805 | 0.749209286  | 0.002468976 | 0.044050805 |
| Atad2b      | 0.594249609  | 0.044050805 | -0.563199394 | 0.016322751 | 0.044050805 |
| Leo1        | -0.462295094 | 0.044050805 | 0.59378266   | 0.004486232 | 0.044050805 |
| Nicn1       | -0.428771052 | 0.044050805 | 0.540299057  | 0.004949048 | 0.044050805 |
| Med12l      | 0.898108952  | 0.044183624 | -1.14283408  | 0.005114735 | 0.044183624 |
| Ndufab1     | -0.513797231 | 0.044183624 | 0.80660545   | 0.001650273 | 0.044183624 |
| Atp7a       | 0.580471175  | 0.044183624 | -0.692181669 | 0.006460544 | 0.044183624 |
| Nup214      | 0.56567745   | 0.044183624 | -0.598644195 | 0.010597092 | 0.044183624 |
| Atpaf1      | -0.484978204 | 0.044183624 | 0.393892986  | 0.030072291 | 0.044183624 |
| Ttn         | 1.075404597  | 0.044351217 | -1.129532804 | 0.010505556 | 0.044351217 |
| Notch1      | 1.154133765  | 0.044475524 | -1.508323859 | 0.004486232 | 0.044475524 |
| Bmpr1b      | 0.831806428  | 0.044475524 | -1.02693935  | 0.005528225 | 0.044475524 |
| 4931430N09  | 3.144131341  | 0.027150847 | -1.513173078 | 0.044825864 | 0.044825864 |
| 1700009P17I | -1.45776484  | 0.045067646 | 1.270579563  | 0.022318844 | 0.045067646 |
| Mir872      | -5.565773764 | 0.045377012 | 4.556666772  | 0.028937947 | 0.045377012 |
| Pcdhb22     | 0.987826162  | 0.045377012 | -1.309113261 | 0.004679798 | 0.045377012 |
| Plekhg5     | 0.629737453  | 0.045377012 | -0.879303121 | 0.003103288 | 0.045377012 |
| Fstl4       | 0.761622647  | 0.045377012 | -0.72597621  | 0.016322751 | 0.045377012 |
| Hprt        | -0.421611474 | 0.045377012 | 0.531645472  | 0.005352798 | 0.045377012 |
| Clybl       | -0.693373104 | 0.045433003 | 0.535813347  | 0.036341025 | 0.045433003 |
| F630111L10F | 1.369530568  | 0.043763464 | -0.973310086 | 0.045606874 | 0.045606874 |
| C1qbp       | -0.461820607 | 0.045635971 | 0.49503415   | 0.010497183 | 0.045635971 |
| Celsr3      | 1.437022596  | 0.045853434 | -1.851162276 | 0.005528225 | 0.045853434 |
| Bri3bp      | 0.557566703  | 0.045853434 | -0.617112067 | 0.010562436 | 0.045853434 |
| RalyI       | -0.514579753 | 0.034179293 | 0.302905812  | 0.046084234 | 0.046084234 |
| Gabrb1      | 0.90320498   | 0.035603784 | -0.545761735 | 0.046256774 | 0.046256774 |
| AI462493    | -1.280318789 | 0.035603784 | 0.777305272  | 0.046262541 | 0.046262541 |
| Cdca3       | -4.573873592 | 0.039095331 | 2.896574686  | 0.046331423 | 0.046331423 |
| 5830418K08I | 0.780990246  | 0.046348053 | -0.748858913 | 0.01663447  | 0.046348053 |
| Snapc5      | -0.67096989  | 0.046453529 | 0.499394637  | 0.043085256 | 0.046453529 |
| Fam103a1    | -0.49885767  | 0.046453529 | 0.500025419  | 0.014308387 | 0.046453529 |
| 4930419G24  | 1.642186676  | 0.046465693 | -1.503415808 | 0.020967517 | 0.046465693 |
| Omd         | 0.574760148  | 0.04658219  | -0.988928411 | 0.001137218 | 0.04658219  |
| 1110008L16F | -0.542689681 | 0.046671254 | 0.545872596  | 0.013598567 | 0.046671254 |

|             |              |             |              |             |             |
|-------------|--------------|-------------|--------------|-------------|-------------|
| Casp4       | -1.673334321 | 0.046744401 | 1.635088817  | 0.016048644 | 0.046744401 |
| Tnc         | 1.360484431  | 0.046744401 | -1.136074648 | 0.026206166 | 0.046744401 |
| Isoc2a      | -1.101074058 | 0.046744401 | 1.02151444   | 0.01924992  | 0.046744401 |
| Nckap5      | 0.909137929  | 0.046744401 | -1.090447672 | 0.008503474 | 0.046744401 |
| Gabrg1      | 0.913789234  | 0.046744401 | -0.998337476 | 0.011196289 | 0.046744401 |
| Gm16702     | 0.784705232  | 0.046744401 | -1.085111865 | 0.003338413 | 0.046744401 |
| Nup155      | 0.645443164  | 0.046744401 | -0.976443462 | 0.002131753 | 0.046744401 |
| Myd88       | -1.227251823 | 0.046918597 | 1.253875747  | 0.01324405  | 0.046918597 |
| Timeless    | -2.047427386 | 0.039550782 | 1.339051773  | 0.046984064 | 0.046984064 |
| Cox14       | -0.574850875 | 0.043658584 | 0.402576836  | 0.047214524 | 0.047214524 |
| Calcr       | 2.560135037  | 0.047375008 | -1.846126994 | 0.040547144 | 0.047375008 |
| Trim56      | -0.763586292 | 0.047375008 | 0.959446578  | 0.00518714  | 0.047375008 |
| Sdf2l1      | -0.915814578 | 0.047375008 | 0.792172349  | 0.025682072 | 0.047375008 |
| MLxip       | 0.53014965   | 0.047375008 | -0.549246314 | 0.012565184 | 0.047375008 |
| Eri1        | -0.503534793 | 0.047451551 | 0.519103732  | 0.01288825  | 0.047451551 |
| Gfi1        | -7.032475575 | 0.047524603 | 7.717269149  | 0.010301972 | 0.047524603 |
| Cers3       | -5.973677306 | 0.047524603 | 4.86536801   | 0.032001665 | 0.047524603 |
| Sqstm1      | -0.906551613 | 0.047524603 | 1.660574896  | 0.000791463 | 0.047524603 |
| Ift27       | -0.979022824 | 0.047524603 | 1.105546359  | 0.008904098 | 0.047524603 |
| Ints2       | 0.732001203  | 0.047524603 | -0.648746291 | 0.023409383 | 0.047524603 |
| Pomt2       | 0.684784537  | 0.047524603 | -0.545059268 | 0.031593172 | 0.047524603 |
| Ndufb10     | -0.576464242 | 0.047524603 | 0.639869798  | 0.009940194 | 0.047524603 |
| Sde2        | -0.535348112 | 0.047524603 | 0.650069041  | 0.006572872 | 0.047524603 |
| Atrnl1      | 0.459164663  | 0.047524603 | -0.45195012  | 0.015972747 | 0.047524603 |
| Paqr8       | 0.494212867  | 0.047524603 | -0.371644947 | 0.042658256 | 0.047524603 |
| BC023829    | -0.843056148 | 0.046453529 | 0.60565799   | 0.047562722 | 0.047562722 |
| Sorcs3      | 1.123836599  | 0.036179983 | -0.68235966  | 0.047575246 | 0.047575246 |
| Metap1      | -0.465710934 | 0.047660713 | 0.463148105  | 0.017012846 | 0.047660713 |
| Jph3        | 0.548068553  | 0.047856773 | -0.786388649 | 0.002924215 | 0.047856773 |
| Ncf4        | -3.94530377  | 0.047908194 | 3.21760772   | 0.031681961 | 0.047908194 |
| 4632427E13f | 1.867084565  | 0.047908194 | -1.502449828 | 0.025639895 | 0.047908194 |
| Coa4        | -1.219492018 | 0.047908194 | 1.517804191  | 0.006329729 | 0.047908194 |
| 1810011O10  | -1.222088536 | 0.047908194 | 1.395134144  | 0.008993761 | 0.047908194 |
| AF357359    | 1.0439386    | 0.047908194 | -1.502546394 | 0.003256901 | 0.047908194 |
| Selo        | 1.180463429  | 0.047908194 | -1.265287991 | 0.011098618 | 0.047908194 |
| Zzef1       | 0.898272918  | 0.047908194 | -0.876277272 | 0.017671194 | 0.047908194 |
| Sdk2        | 0.933764874  | 0.047908194 | -0.738519858 | 0.037461109 | 0.047908194 |
| Cntnap1     | 0.646339756  | 0.047908194 | -0.739977548 | 0.007929404 | 0.047908194 |
| Mrps15      | -0.65748385  | 0.047908194 | 0.627924984  | 0.018529826 | 0.047908194 |
| Ppp1r11     | -0.618598404 | 0.047908194 | 0.626110584  | 0.014419418 | 0.047908194 |
| Asah2       | 0.562049949  | 0.047908194 | -0.565277525 | 0.014823595 | 0.047908194 |
| Dusp14      | -0.545366894 | 0.047908194 | 0.57582399   | 0.012244812 | 0.047908194 |
| Vegfb       | -0.601663656 | 0.047908194 | 0.466849802  | 0.03931004  | 0.047908194 |
| Ubp1        | 0.532431466  | 0.047908194 | -0.528322954 | 0.015935284 | 0.047908194 |
| Ddx26b      | 0.975374583  | 0.048111284 | -1.187555479 | 0.006460544 | 0.048111284 |
| 2010204K13f | -0.964824345 | 0.048111284 | 0.801012939  | 0.030424595 | 0.048111284 |

|          |              |             |              |             |             |
|----------|--------------|-------------|--------------|-------------|-------------|
| Fnbp4    | 0.545027163  | 0.048111284 | -0.534631131 | 0.016519325 | 0.048111284 |
| Lphn3    | 0.653437313  | 0.04813012  | -0.597334084 | 0.024259924 | 0.04813012  |
| Pate2    | 2.109124752  | 0.048253413 | -1.705875922 | 0.030861699 | 0.048253413 |
| Ptprn    | 0.657596824  | 0.048302918 | -0.580956442 | 0.028418662 | 0.048302918 |
| Pkp2     | 1.14394474   | 0.048576523 | -1.112363843 | 0.022096142 | 0.048576523 |
| Prkch    | -0.964462861 | 0.048576523 | 0.8207237    | 0.029049252 | 0.048576523 |
| Pcdh11x  | 0.787724854  | 0.048576523 | -0.979381732 | 0.006594218 | 0.048576523 |
| Itga10   | 0.918105114  | 0.048576523 | -0.838623344 | 0.021698027 | 0.048576523 |
| Sp100    | -0.785931171 | 0.048576523 | 0.867528185  | 0.010938384 | 0.048576523 |
| Fnip2    | 0.617260136  | 0.048576523 | -0.679371728 | 0.010648176 | 0.048576523 |
| Myl12b   | -0.635649717 | 0.048576523 | 0.592064837  | 0.02134132  | 0.048576523 |
| Cbr1     | -0.551972126 | 0.048576523 | 0.463263471  | 0.030652552 | 0.048576523 |
| Ankrd13c | -0.41312516  | 0.048576523 | 0.557510668  | 0.004391178 | 0.048576523 |
| Ogt      | 0.733396611  | 0.049217091 | -0.933191114 | 0.006055737 | 0.049217091 |
| Mdn1     | 1.259959     | 0.049309986 | -1.516728582 | 0.008122805 | 0.049309986 |
| Ttll1    | -0.436594536 | 0.049309986 | 0.427645428  | 0.017410432 | 0.049309986 |
| Galnt16  | 0.674798794  | 0.049570401 | -0.914928277 | 0.005827316 | 0.049570401 |
| Cyb5r4   | -0.421459631 | 0.049608601 | 0.433869678  | 0.014386013 | 0.049608601 |
| Gdap10   | 1.101622009  | 0.04970599  | -1.458499922 | 0.005983664 | 0.04970599  |
| Ssh3     | 1.235633944  | 0.04970599  | -1.122985708 | 0.019793083 | 0.04970599  |
| Tars2    | 0.813315743  | 0.04970599  | -0.705838066 | 0.027248386 | 0.04970599  |
| Rab12    | -0.405727175 | 0.04970599  | 0.439428526  | 0.011913278 | 0.04970599  |

How the deposited data were processed for this re-analysis (not part of the article)

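RNA of S100a10 cells (TRAP) and of whole cortex (input) was measured in 32 libraries, 4 of each fraction for the Gh, Sh, Sh + Flx and Sh + Flx anxious groups. Each library was made from pooled cortices of 3 mice according to the paper. The p-values measure the spread between pools only if each library is a pool of its own. Replicates 1 and 4, and 2 and 3, resemble each other within each group, which leaves this open.

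The authors amplified RNA with Ovation RNA-Seq V2, which does not mark strand, made libraries with TruSeq v2 and sequenced 75-bp paired ends on a NextSeq 500. They aligned the reads with TopHat2 2.0.11 to mm10, with gene models from UCSC, and deposited raw counts per gene for each library. The counting program and its strand setting are not given in the sources used here, so that genes overlapping on opposite strands, and genes that share reads with a near-identical copy, are uncertain. The authors also deposited tables of mean FPKM per group, made with Cufflinks 2.2.1 according to their methods. The same tables give the authors' log2 fold change, p-value and adjusted p for each TRAP comparison. Their methods name edgeR 3.8.6 with Benjamini-Hochberg adjustment, and the submitters' processing notes also name DESeq2, without saying which made these columns. The reference used here, RefSeq GRCm38.p6, is the build the authors name as mm10. Of 24062 genes in the counts, 23902 matched it by symbol and 23702 had a transcript length and GC content.

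The 5 lines of each count table that name no gene were left out of library sizes and tests. Reads outside annotated features were 25.229% to 58.641% of the total in TRAP and 45.142% to 55.16% in input libraries, and ambiguous reads 0.331% to 0.724% and 0.411% to 0.52%. Counts in genes ranged from 9776244 to 64788703 per TRAP library (median 26535218) and from 19265435 to 34515281 per input library (median 26411126).

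Tests were run with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and DESeq2 1.42.0 as an alternative; tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. Counts were scaled by TMM, filtered with filterByExpr by group and fitted with glmQLFit and glmQLFTest without covariates, with Benjamini-Hochberg adjustment over the genes kept and a threshold of 0.05. The TRAP fit held 16754 genes and the input fit 15690. A fit of both fractions together, with 17015 genes, gave TRAP against input in Gh and the changes in TRAP relative to those in input. The median biological coefficient of variation was 0.266, 0.119 and 0.211. Standard errors and intervals of log2 fold changes come from the same fits and are not adjusted over genes. CPM of group means are TMM-scaled, with a prior count of 2 on the log scale. CPM of S100a10, Malat1, Meg3, Mbp, Gh, Prl, Pomc, Cga, Ttr and Fos given library by library are relative to library size alone. Those of other genes in single libraries, and of S100a10 among the single values far from the rest, are TMM-scaled.

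The design written before the data were examined kept all 16 TRAP libraries separate. Gh TRAP 2 and 3 then proved to differ by less than the noise between other replicates (mean chi-square per gene 1.132, Pearson r across genes 0.9974, over genes with at least 50 summed counts), and they were summed and counted as 1 sample, which leaves 15 TRAP libraries and 31 in all. This was decided after the number of genes called with separate libraries had been seen and before the number with summed libraries had been. The values with separate libraries are given among the alternatives.

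Gene lists, among them markers of cortical layers and of the other cell types of the brain and its membranes, signaling pathways, receptors, channels and housekeeping complexes, were fixed before the data were examined. They were tested with camera at a preset correlation of 0.01 and with an estimated one, adjusted over the lists within a comparison, and with fry. Members past the threshold were counted over all genes and over the list alone. A list needed at least 3 measured genes, which blood markers did not have. The genes named in the text are S100a10, Htr2a, Htr1a, Htr4, Erbb4 and those of Fig. 4h and Fig. 5c, the genes with the smallest p among those called whose libraries do not overlap between the groups (up to 10 higher and 10 lower for Sh against Gh, Sh + Flx against Sh and TRAP against input, and up to 5 and 5 otherwise, passing over predicted gene models), and up to 4 members with the smallest p of each list described. Malat1, Mbp, Ttr and Fos were chosen after their values were seen, and the values in the paper's tables had been seen before the rule was written.

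The procedure was tested on simulated counts with 200 changed genes. For Sh against Gh in TRAP, with 16754 genes, edgeR recovered 4.48% of the genes changed 1.5-fold, 34.3% of those changed 2-fold and 68.2% of those changed 3-fold, with 2.67% false calls, and DESeq2 16.4%, 46.3% and 78.8%, with 19% false calls. For Sh + Flx against Sh in TRAP, also with 16754 genes, edgeR recovered 7.46%, 38.8% and 63.6%, with 6.1% false calls, and DESeq2 14.9%, 56.7% and 68.2%, with 20.1%. In input, with 15690 genes, edgeR recovered 65.7%, 91.0% and 90.9% for Sh + Flx against Sh, with 4.76% false calls.

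The alternatives were DESeq2, RLE scaling, library size alone, no low-count filter and a stricter one (1 CPM in at least 4 libraries and a mean of at least 5 CPM), Storey q-values, a fit of only the groups compared, the replicate number as a block, offsets for GC content and transcript length, the p-values of the authors' deposited tables, and leaving out each library in turn. The fit with Gh TRAP 2 and 3 separate, as in the design written before the data were examined, was kept as an alternative. Added after the data had been seen were Gh TRAP 2 and 3 left out, Sh TRAP 1 and 4 summed too, replicates 1 and 4 and replicates 2 and 3 summed in every group, Sh TRAP 2 and 3 left out, an older form of edgeR's test alone and with Storey q-values, and library size scaling of input. Comparisons that share libraries were set beside 20 simulations of unchanged groups and repeated with the shared libraries split.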

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

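The tests of carry-over, isolation, GC content and transcript length for Sh TRAP 2 and 3, the look at pituitary genes and Ttr in the pairs of replicates, and those of chance and a shared batch for the pairs of replicates, were chosen after the result was seen.

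Sh TRAP 2 and 3 stand apart from the other TRAP libraries in S100a10, Malat1 and the share of reads outside features, and they weigh on every comparison with Sh. RNA of the whole cortex carried into them would move genes toward input: 77.8% of 1414 genes called between Sh + Flx and Sh go that way, but oxidative phosphorylation genes argue against it as the only source, with a mean log2(CPM + 1) of 5.334 in Sh TRAP 2 and 4.819 in Sh TRAP 3, below the lowest other library of either fraction at 5.474. A partial share of such RNA stays open. A bias by GC content or transcript length is argued against as the whole cause, as 996 of the 1420 called genes (70.1%) were still called with those trends removed. The called genes did differ in transcript length, with a median of 2667 for those higher and 4655 for those lower. The median of all genes was 3271, and a bias by length as part of the cause stays open. Isolation acting in all 4 Sh pools stays open: of 22 gene lists in which Sh TRAP 2 and 3 lay outside the range of the other groups' TRAP libraries, Sh TRAP 1 and 4 did so on the same side in 5, which meets the bound written for arguing against it, but by less than the binomial spread, a margin added after this count was seen; isolation acting in part of the pools was not tested. That Sh TRAP 1 and 4 lay outside that range in 0 of the 3 measures above, and that with them alone the called genes kept 56.7% of their median log2 fold change, decides nothing, as these measures and genes were picked for the pattern.

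Within each group, replicates 1 and 4 and replicates 2 and 3 resemble each other. This pairing was the closest of the 3 possible ones in 4 of 4 groups of input libraries, and in all 4 groups of TRAP libraries, which argues against chance (1 in 27 in input for any 1 pairing shared by all groups, as this one was named after it was seen). A batch shared by all groups stays open: replicate numbers are arbitrary, so the sign of the lowest correlation of pair differences between groups of input libraries, -0.115, decides nothing, and 2 of the 6 correlations were above 0.1 in size. That 1 tissue pool stands behind each pair also stays open: TRAP and input pair differences correlated above 0.1 in only 1 of the 4 groups (0.111 in Sh + Flx anxious, -0.0356 in Gh, -0.0527 in Sh, 0.0923 in Sh + Flx), but that bound was wrong, as the Sh value misses the gene Gh, high in both TRAP (64.1 and 68.5 CPM, relative to library size alone) and input (95.5 and 88.7) of Sh 1 and 4, and in Sh + Flx anxious Ttr was low in replicates 1 and 4 of TRAP (5.72 and 4.46 CPM against 36.7 and 40.1) and input (10.7 and 12.4 against 67.9 and 59.4). No biological explanation was tested; if pairs are not independent pools, the p-values may be too small, and with the pairs summed 0 genes were called in each of the 6 TRAP comparisons (1420 and 2124 before for the Flx groups against Sh), and in input 54 for Sh + Flx and 389 for Sh + Flx anxious against Sh.

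Transcripts of the pituitary appeared in replicates 1 and 4 of Sh. The gene Gh, which encodes growth hormone, was at 95.5 and 88.7 CPM (relative to library size alone, as for the other genes here) in Sh input 1 and 4 and at most 0.552 in any other input library, and Prl, prolactin, at 34.0 and 35.1 against at most 0.256. Pituitary tissue carried along at dissection is a candidate source: of 5 other pituitary markers with at least 1 CPM, 4 were highest in these libraries (Pomc at 8.23 and 7.16 CPM, Cga at 11.6 and 12.1). No biological explanation was tested.

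In data the paper does not compare between conditions, the input libraries, edgeR called 13 genes between Sh and Gh, 398 between Sh + Flx and Sh and 1066 between Sh + Flx anxious and Sh. The change from Sh to Sh + Flx differed between TRAP and input for 487 genes in a test of the difference itself, and for 0 with replicates 1 and 4 and replicates 2 and 3 summed.

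Of 266 groups of 4 libraries tested for single values far from the rest, 14 were found, where 13.3 are expected by chance. The CPM given for them are TMM-scaled, also for S100a10. In TRAP, Plce1 was at 29.74 CPM in Sh replicate 2 (others 23.83 to 24.56), Rgsl1 at 3.146 in Sh + Flx replicate 2 (1.17 to 1.336) and S100a10 at 60.82 in Sh + Flx anxious replicate 1 (67.53 to 68.6). In Gh input, Gnas was at 1311 CPM in replicate 1 (1255 to 1258), Nf1 at 247.2 in replicate 2 (275.3 to 275.6) and Ripk2 at 17.99 in replicate 4 (13.31 to 13.85), and in Sh input Grb2 at 62.23 in replicate 3 (48.35 to 50.25). In Sh + Flx input, Htr1a was at 23.01 CPM in replicate 1 (16.3 to 17.18), Itgav at 66.2 (81.61 to 83.71) and Shc1 at 6.128 (3.41 to 3.816) in replicate 2, Rgsl1 at 2.989 in replicate 3 (4.307 to 4.564) and Trpc1 at 39.62 in replicate 4 (33.9 to 34.59). Among the Sh + Flx anxious input libraries, Htr4 was at 4.009 CPM in replicate 2 (1.705 to 2.093) and Prkcd at 4.619 in replicate 4 (5.734 to 5.778).

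Other splits of the same libraries were counted with every library taken as an independent pool; with the pairs of replicates as units only 3 splits exist, too few for a share under 0.05. Taken so, chance can be excluded for several comparisons. For Sh + Flx against Gh in TRAP, 1 of 35 splits, the real one, called as many genes (22, highest other 5), as for Sh + Flx anxious against Gh (39, highest other 2), Sh + Flx against Sh (1420, highest other 1211, which follows the pairs, with Sh 1 and 4 beside Sh + Flx 2 and 3), Sh + Flx anxious against Sh (2124, highest other 991, which follows the pairs as well), TRAP against input (7567, highest other 4602), and in input Sh + Flx against Sh (398, highest other 6) and Sh + Flx anxious against Sh (1066, highest other 60). Chance cannot be excluded for Sh against Gh in input, where 2 of 35 splits called at least 13 genes, the real one and another with 135. Nor can it be excluded for Sh + Flx anxious against Sh + Flx (2 of 35, real 2, highest other 2). Where the real count was 0, in Sh against Gh in TRAP (35 of 35 splits, highest other 2332) and relative to input (50 of 50, highest other 2275), every split calls as many and the count decides nothing. The splits with 135, 2332 and 2275 calls set replicates 1 and 4 of the 2 groups of libraries against replicates 2 and 3, which points to a structure of the samples. Relative to input, for Sh + Flx against Sh, 3 of 50 splits called as many as the real 487, but the 2 others (1339 and 768) keep the real groups of TRAP libraries and regroup only input, so this count decides nothing; the 45 splits that regroup both fractions called at most 284.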

How the results depend on the processing

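Alternatives named here as added (any libraries summed, Sh TRAP 2 and 3 or Gh TRAP 2 and 3 left out together, the older test, and library size scaling of input) were chosen after the data had been seen. The fit with Gh TRAP 2 and 3 separate is the design written before the data were examined, and is given here as an alternative. Unless stated otherwise, the cause of a change was not tested; leaving out libraries, summing them or fitting only 2 groups leaves fewer samples to the test.

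Between Sh and Gh in TRAP the number of genes called was 0 from edgeR (2704 genes at an unadjusted p under 0.05), also with RLE scaling, library size, either low-count filter, Storey q-values, GC and length offsets, only the 2 groups and summed pairs. DESeq2 called 204, the replicate block 7, the block with GC and length offsets 4, Gh TRAP 2 and 3 separate 22, Sh TRAP 2 and 3 left out 6, Gh TRAP 2 and 3 left out 1, and the older test with Storey q-values 37; leaving out 1 library gave 0 to 2. For Sh + Flx against Gh (22) it was 82 with DESeq2, 11 with library size, 2 with the stricter filter, 44 with the block, 68 with the block and offsets, 151 with only the 2 groups, 63 with Gh TRAP 2 and 3 separate, 14 with Sh TRAP 1 and 4 summed too, 0 with the pairs summed, 3 with Gh TRAP 2 and 3 left out, 1 with the older test, 41 with it and Storey q-values and 815 with the authors' p-values; leaving out 1 library gave 1 (without Sh + Flx TRAP 4) to 20. For Sh + Flx anxious against Gh (39) the same settings gave 130 (DESeq2), 16 (stricter filter), 101 (block), 64 (offsets), 183 (block and offsets), 386 (2 groups), 144 (separate), 0 (pairs summed), 18 (Gh TRAP 2 and 3 left out), 12 and 93 (older test) and 1539 (authors' p-values), and 7 (without Gh TRAP 4) to 28.

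For Sh + Flx against Sh (1420) the number was 2395 with DESeq2, 2946 with Storey q-values, 42 with only the 2 groups, 0 with the pairs summed, 433 with Sh TRAP 2 and 3 left out, 3179 with the older test and Storey q-values, and 379 (without Sh TRAP 3) to 2717 (without Sh TRAP 1) with 1 library left out. For Sh + Flx anxious against Sh (2124) it was 3760 with Storey q-values, 266 with only the 2 groups, 0 with the pairs summed, 860 with Sh TRAP 2 and 3 left out, 3763 with the older test and Storey q-values, and 975 (without Sh TRAP 3) to 3052 (without Sh TRAP 1). For Sh + Flx anxious against Sh + Flx (2) it was 9 with DESeq2, 4 with the block, 5 with the block and offsets and 0 with no filter, the stricter filter, only the 2 groups, Sh TRAP 1 and 4 summed, the pairs summed or the older test in either form, and 0 to 7 (without Sh + Flx TRAP 2).

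In input, the number for Sh against Gh (13) was 76 with DESeq2, 5 with the block, the offsets or both, 0 with the pairs summed, and 3 to 31 (without Gh input 1). With the pairs summed it was 54 for Sh + Flx against Sh (398) and 389 for Sh + Flx anxious against Sh (1066); leaving out 1 library gave 258 (without Sh + Flx input 1) to 323 and 792 to 1019. TRAP against input (7567) gave 12042 over the mean of the 4 conditions. Relative to input, Sh against Gh (0 from edgeR, 2046 genes at an unadjusted p under 0.05) gave 61 with DESeq2, 6 with RLE scaling or Storey q-values, 5 with library size, 1 with the block, 7 with Gh TRAP 2 and 3 separate, 27 with Sh TRAP 2 and 3 left out, 4 with Gh TRAP 2 and 3 left out, and 0 to 82 (without Sh TRAP 1). Sh + Flx against Sh (487) gave 1058 with DESeq2, 879 with Storey q-values, 219 with the block, 0 with the pairs summed, 156 with Sh TRAP 2 and 3 left out, and 129 (without Sh input 2) to 2135 (without Sh TRAP 1).

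Genes called in Sh against Gh and shared with either Flx group (0) were 15 with DESeq2, 1 with the replicate block, alone or with offsets, 3 with Gh TRAP 2 and 3 separate, 1 with them left out, 2 with the older test and Storey q-values, and 0 to 1 with 1 library left out. Genes reversed under Flx (0) were 144, 5, 3 (block and offsets), 16, 6 (Sh TRAP 2 and 3 left out), 29 and, with Sh 2 and 3 in one part of the split Sh libraries, 92; leaving out 1 library gave 0 to 1. The correlation of the 2 Flx responses (0.743) was 0.657 with no filter, 0.893 with the stricter filter, 0.782 with the replicate block, 0.777 with the block and offsets and with Gh TRAP 2 and 3 separate, 0.83 with only the 2 groups, 0.699 with the pairs summed, 0.822 with Sh TRAP 2 and 3 left out, 0.819 with the older test and Storey q-values, 0.707 to 0.8 with 1 library left out, and 0.0872, 0.105, 0.521, 0.54, 0.542 and 0.56 over the 6 splits of the Sh libraries.

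Directions turned for Tyk2 and Rspo1 in TRAP against input, with log2 fold changes of 0.412 and -0.489 over the mean of the 4 conditions. With Sh TRAP 2 and 3 left out, the direction of camera's test, which compares a list with the other genes and can differ from the sign of its median, turned in Sh against Gh (adjusted p for calcium signaling 0.156, ribosomal proteins 0.516, glutamate receptors 0.893, meningeal markers 2.71e-05, protein kinase A and cAMP 0.616, potassium and HCN channels 0.157), in Sh + Flx against Sh (ribosomal proteins 0.00188, meningeal markers 0.0572, synaptic vesicle genes 0.0116) and in Sh + Flx anxious against Sh (calcium signaling 0.641, ribosomal proteins 7.22e-05, meningeal markers 0.308). Relative to input it turned in Sh against Gh (calcium signaling 0.00278, ribosomal proteins 5.09e-07, glucocorticoid-induced genes 0.00955, glutamate receptors 0.0827, meningeal markers 0.00937, nuclear long noncoding RNAs 0.503, oxidative phosphorylation 0.0125, proteasome 0.66, potassium and HCN channels 0.00725) and in Sh + Flx against Sh (calcium signaling 0.738, ribosomal proteins 0.134).

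Of values of single named genes, DESeq2 left 1285 on their side of the threshold, with 10 calls lost and 86 gained, and Sh TRAP 2 and 3 left out kept 445, with 135 lost and 2 gained. Of list tests, an estimated correlation ended 123 of 135 calls, kept 12 and added none. Replicate numbers were not taken to pair the samples across groups, although replicates 1 and 4 and replicates 2 and 3 resemble each other within each group: the correlation of deviations between libraries of the same number was -0.0572 to 0.0745 in input and -0.144 to 0.134 in TRAP, and TRAP libraries correlated best with the input of their own number in 4 of 16 cases. The replicate block ended the calls of 51 gene values and 4 lists and added 13 and 5. The authors' p-values were not run for Sh against Gh and Sh + Flx anxious against Sh + Flx, whose deposited tables stop at p = 0.051 and 0.0508.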

Differences from the paper's values

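Numbers of differentially expressed genes here are at an adjusted p under 0.05; the paper's text names the adjustment but not the threshold behind its numbers, and the adjusted p in its Table S3 reach at most 0.0497. Between Sh and Gh in TRAP edgeR called 0 genes and the paper reports 551; the 18 alternatives set before the data were examined gave 0 to 204 (DESeq2), and none comes within 1.5 times. For Sh + Flx against Gh it was 22 against the paper's 122, and DESeq2 (82) and a fit of only the 2 groups (151) come within 1.5 times, of 19 alternatives. For Sh + Flx anxious against Gh it was 39 against the paper's 287, and only the fit of the 2 groups (386) comes within it. For Sh + Flx against Sh it was 1420 against the paper's 3463, and for Sh + Flx anxious against Sh 2124 against the paper's 4166; DESeq2 (2395 and 2779), Storey q-values (2946 and 3760) and leaving out Sh TRAP 1 (2717 and 3052) or Sh TRAP 4 (2398 and 2796) come within it, and the other alternatives do not. The older test with Storey q-values and 16 libraries, chosen after seeing the values, gave 3179 and 3763, and 37 for Sh against Gh. Of the 389 genes of Table S3 it drops 364 in Sh against Gh and 69 in Sh + Flx against Sh. Names not matched to a gene tested here count as dropped, and 351 of the 389 were matched and tested in the main fit. The paper's other gene tables were held only in part. Among genes of Fig. 4h, which the paper lists as changed in isolation, DESeq2 called Erbb4, Gng3, Ryr1 and Trpc6 between Sh and Gh (adjusted p = 0.0253, 0.0145, 0.0424 and 0.0443) and the older test with Storey q-values Gng3 (0.0484).

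The paper reports 389 genes induced by isolation and normalized by Flx, where 0 were found; the 32 alternatives gave at most 144, and none comes within 1.5 times. Over the 351 of these genes tested here, the log2 fold changes of Table S3 and those here correlated at 0.984 for Sh against Gh and 0.978 for Sh + Flx against Sh, with the same sign for 350 and 351, and 348 had an unadjusted p under 0.05 between Sh and Gh, as the paper picked these genes on the same samples. Of the 389, DESeq2 called 128 in Sh against Gh and 281 in Sh + Flx against Sh, and edgeR 0 and 221. Names not matched to a gene tested here, such as ErbB4, could not count as called. About 35 genes are shared between Sh against Gh and either Flx group in Fig. 4c, read by eye, against 0 here and at most 15 in 26 alternatives. The share of genes that the paper gives for this overlap has no counterpart from edgeR, which called no gene. From DESeq2 it was 15 of 204 (7.35%). The other alternatives with calls, of at most 37 genes, gave 0% to 100%.

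For single genes of Fig. 4h, read by eye, the log2 fold change of Kcne3 in Sh against Gh is about -0.96 and was -2.78 here (-3.05 to -2.33 in 17 alternatives, none of which closes the gap); the authors' deposited table, which was not among them, holds -0.96. That of Ryr1 is about 1.1 in Fig. 4h and was 1.57 here, while the paper's Table S3 holds 1.53, so the gap is to the figure alone; the deposited table holds 1.07, and library size scaling, GC and length offsets with or without the block, and 4 of the left-out libraries close the gap, of 18. In Sh + Flx against Gh, Kcne3 is at about -0.37 in Fig. 4h and was -1.46 here, and in Sh + Flx anxious against Gh, Ryr1 is at about -1.1 in Fig. 4h and was -2.59 here; only the authors' deposited table (-0.37 and -1.13) closes these gaps.

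The paper states that, against Gh, the Sh group had more differentially expressed genes than either Flx group, whereas here edgeR called the fewest in Sh; DESeq2 gave the paper's order, with 204 against 82 and 130. It also states that Htr2a mRNA is enriched in S100a10 cells relative to the rest of cortex, citing earlier work beside its own data, which was not part of this test; here its log2 fold change of TRAP over input in Gh was -0.28, with an upper limit of 0.12. It describes Htr1a as similar in both fractions, and here Htr1a was lower in TRAP, at -0.74, while S100a10 itself was enriched, at 2.59. Markers of meningeal, endothelial and mural cells were raised in TRAP too, so these values describe the fraction and not S100a10 neurons alone.

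The authors' deposited tables hold other numbers of calls than the paper at an adjusted p under 0.05: 364 for Sh against Gh, 847 and 1568 for the Flx groups against Gh and 1071 and 1659 against Sh. Fold changes in the authors' deposited tables correlated with those here across genes at 0.575 to 0.822 in the tables not cut by p. In the tables that stop at p = 0.051 (Sh against Gh) and 0.0508 (Sh + Flx anxious against Sh + Flx) the correlation was 0.779 and 0.951. These 2 values cover only genes selected by p. All of the authors' calls tested here had the same sign.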

Other observations

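In whole cortex, the input libraries, which the paper does not compare between conditions, Flx changed genes of neuronal activity and myelin against Sh. Late activity-regulated genes rose: of 20, 8 were higher and none lower in Sh + Flx (11 and 1 over the list alone), with a median log2 fold change of 0.21 (camera, adjusted p = 6.07e-20, and 0.000154 with an estimated correlation), and 11 were higher in Sh + Flx anxious. Nptx2, a synaptic pentraxin, rose to 35.4 ± 3.02 CPM from 10.8 ± 1.53 (SD, n = 4 each; log2 fold change 1.74, adjusted p = 1.81e-09 from edgeR). Bdnf, the neurotrophin, rose to 50.0 ± 2.38 from 29.4 ± 1.09 (log2 fold change 0.76, adjusted p = 2.25e-05), and Inhba, an activin subunit, to 65.6 ± 4.91 from 36.1 ± 1.99. Syn2, a synapsin, rose to 433.5 ± 11.7 from 278 ± 10.9. Camk4, a calcium-dependent kinase, fell to 985.5 ± 19.6 from 1271 ± 56.8 (log2 fold change -0.37, adjusted p = 5.15e-06).

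Oligodendrocyte markers fell under Flx in whole cortex. Of 11, 3 were lower in Sh + Flx (7 over the list alone; median -0.25; adjusted p = 5.16e-08, and 0.0204 with an estimated correlation) and 10 in Sh + Flx anxious (11 over the list alone; median -0.51; adjusted p = 1.65e-18, and 0.000696 with an estimated correlation). Layer 4 markers were lower in Sh + Flx (3 of 4, median -0.40, adjusted p = 1.31e-06, and 0.0204 with an estimated correlation), among them Rorb (log2 fold change -0.22, adjusted p = 0.0133, and 0.0691 without Sh + Flx input replicate 1). Slc17a7, the vesicular glutamate transporter, rose to 278 ± 8.90 and 323 ± 24.6 CPM from 219 ± 8.50. Between Sh and Gh in input, 15 lists stood apart at the preset correlation and none with an estimated one; astrocyte genes Ndrg2 and Glul were lower in Sh (log2 fold changes -0.37 and -0.29, adjusted p = 0.00498 and 0.0356).

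Glucocorticoid-induced genes did not stand apart in TRAP between Sh and Gh (median of 15 genes -0.20, camera, adjusted p = 0.339) nor under Flx (0.22, adjusted p = 0.158).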
